# HER2-driven mammary tumorigenesis enhances bioenergetics despite reductions in mitochondrial content

**DOI:** 10.7554/eLife.104079

**Published:** 2026-05-06

**Authors:** Sara M Frangos, Henver S Brunetta, Dongdong Wang, Maria Joy Therese Jabile, Leslie M Jeffries, Grace Mencfeld, David WL Ma, William J Muller, Cezar M Khursigara, Kelsey H Fisher-Wellman, Jim Petrik, Gregory R Steinberg, Graham P Holloway

**Keywords:** cancer metabolism, bioenergetics, transcriptomics, proteomics, HER2, mitochondria, Mouse

## Abstract

It is now recognized that mitochondria play a crucial role in tumorigenesis; however, it has become clear that tumor metabolism varies significantly between cancer types. The failure of recent clinical trials aimed at directly targeting tumor respiration through oxidative phosphorylation inhibitors underscores the critical need for further studies providing an in-depth evaluation of mitochondrial bioenergetics. Accordingly, we comprehensively assessed the bulk tumor and mitochondrial metabolic phenotype in murine HER2-driven mammary cancer tumors and benign mammary tissue. Transcriptomic and proteomic profiling revealed a broad downregulation of mitochondrial genes/proteins in tumors, including OXPHOS subunits comprising Complexes I–IV. Despite reductions in tumor mitochondrial proteins, mitochondrial respiration was several-fold higher compared to benign mammary tissue, which persisted regardless of normalization method (wet weight, total protein content, and when corrected for mitochondrial content). This upregulated respiratory capacity could not be explained by OXPHOS uncoupling, suggesting HER2 signaling regulates intrinsic mitochondrial bioenergetics. In further support, lapatinib, an EGFR/HER2 tyrosine kinase inhibitor, attenuated mitochondrial respiration in NF639 murine mammary tumor epithelial cells. Together, this data highlights that the typical correlation between mitochondrial content and respiratory capacity may not apply to all tumor types and implicates HER2-linked activation of mitochondrial respiration supporting tumorigenesis in this model.

## Introduction

The field of cancer metabolism has rapidly evolved in the last decade. A specific focus of many researchers has been on understanding the role of mitochondria in tumorigenesis with the goal to potentially target aspects of mitochondrial metabolism to reduce proliferation (Vasan et al., 2020; DeBerardinis and Chandel, 2020). It was initially hypothesized that a universal characteristic of cancer cells was dysfunctional oxidative phosphorylation (OXPHOS), as proposed by Otto Warburg in the 1920s (Warburg, 1924; Warburg, 1956). This theory spurred interest in studying mitochondria in various cancers, highlighting the diverse mitochondrial phenotypes in this context. While instrumental for OXPHOS, mitochondria are now recognized for their multifaceted roles in regulating cellular homeostasis, including supporting macromolecule biosynthesis (Sullivan et al., 2015), maintaining redox balance (Martínez-Reyes et al., 2020), and generating metabolites that regulate gene transcription (Morris et al., 2019). Given their pleiotropic effects within the cell, there is growing recognition that mitochondria play an essential role in cancer initiation, progression, and metastasis (Vasan et al., 2020), and an appreciation that interrogating mitochondrial bioenergetics in diverse cancers may identify novel therapeutic strategies.

Reductions in the content/activity of mitochondrial enzymes within the tricarboxylic acid (TCA) cycle and electron transport chain (ETC) often correlate with impaired mitochondrial respiratory capacity and coincide with activating transcriptional programs driving tumorigenesis (Sciacovelli et al., 2013; Cardaci et al., 2015; Smith et al., 2020). Indeed, inhibition of succinate dehydrogenase (Complex II) in osteosarcoma cells (Sciacovelli et al., 2013) and renal cell carcinoma (Cardaci et al., 2015) enhances cancer growth despite OXPHOS inhibition. Furthermore, in colorectal cancer, age-related Complex I deficiency coincides with reduced respiratory capacity but enhanced serine synthesis and subsequent growth rates (Smith et al., 2020). Despite this evidence suggesting that disruptions in mitochondrial bioenergetics contribute to tumor progression, several elegant studies using genetic and pharmacological approaches have solidified that a functional ETC is required for cancer cell growth (Martínez-Reyes et al., 2020; Tan et al., 2015; Weinberg et al., 2010). Furthermore, the use of whole-genome sequencing specifically interrogating mtDNA phenotypes across several human cancers has revealed that loss of function mutations in mtDNA genes are often under negative selection (Yuan et al., 2020), suggesting the maintenance of mitochondrial function may support tumorigenesis in some cancers and impairments in mitochondrial metabolism are not a ubiquitous finding. However, mitochondrial content represents one dimension of bioenergetic regulation and does not alone determine respiratory capacity. Therefore, a comprehensive assessment of mitochondrial function, particularly within the context of the mitochondrial proteome, is warranted to provide deeper insights into the relationship between mitochondrial content and bioenergetics in different cancers.

Within this framework, there has been considerable interest in investigating mitochondrial bioenergetics and dynamics in breast cancer subtypes due to the limited therapeutic options for triple-negative breast cancer (TNBC) and therapeutic resistance in breast cancers driven by estrogen (ER), progesterone (PR), and human epidermal growth factor (HER2) receptor amplification (Wang et al., 2022; Avagliano et al., 2019; Baek et al., 2023). Indeed, increases in mitochondrial respiration or ‘OXPHOS reliance’ are associated with poor outcomes in treatment-naive TNBC (Evans et al., 2021), metastatic ER+ tumors (El-Botty et al., 2023), and HER2-driven breast cancers (Rohlenova et al., 2017). While inhibiting OXPHOS in this context (Evans et al., 2021; El-Botty et al., 2023) (i.e. with Complex I inhibitor IACS-010759) has shown some preclinical success, systemic toxicity has prevented the translation of this strategy to the clinic (Yap et al., 2023). Furthermore, it is unclear whether increases in mitochondrial respiration arise from increases in mitochondrial content or intrinsic enhancements in mitochondrial function (e.g. coupling efficiency, substrate delivery/sensitivity, oncogenic signaling events). This information is critical to develop successful mitochondrial-targeted therapies with a wider therapeutic window. Thus, in the current study, we comprehensively assessed the bulk tumor and mitochondrial phenotype between murine HER2-driven mammary cancer tumors and benign mammary tissue in the context of the underlying transcriptome and proteome. Respiratory capacity supported by both pyruvate and lipids was enhanced in HER2-driven tumors despite lower mitochondrial content compared to benign mammary tissue. Mitochondrial bioenergetics were suppressed by the dual tyrosine kinase inhibitor lapatinib, suggesting events linked to HER2-mediated oncogenic signaling may drive increases in OXPHOS during tumorigenesis.

## Results

### Mammary tumors from MMTV/neu^ndl^-YD5 mice display canonical HER2 pathway activation

Cell lines are commonly used to study isolated mechanisms driving tumorigenesis; however, they neglect the variety of cell types in the tissue of origin and the influence of the tumor microenvironment, which is a key regulator of cancer growth (Mun et al., 2024; de Visser and Joyce, 2023). To this end, we have utilized tumor and benign mammary tissues from MMTV/neu^ndl^-YD5 transgenic mice (Ursini-Siegel et al., 2007) to investigate HER2-driven tumor biology (Figure 1A). Signaling events linked to HER2 activation rely on the autophosphorylation of the tyrosine kinase domain (Ursini-Siegel et al., 2007; Iqbal and Iqbal, 2014; Dankort et al., 1997), and MMTV/neu^ndl^-YD5 mice possess an add-back mutation at the Y1226/7 (YD) site, activating downstream signaling events linked to SHC/GRB2 with similar transforming potential as the wild-type protein (Dankort et al., 1997; Dankort et al., 2001; Figure 1B). 

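RNA was sequenced from 6 mammary tumors and 6 samples of benign mammary tissue of female MMTV/neu ndl-YD5 mice, a transgenic line that expresses an activated form of HER2 in the mammary epithelium. Benign tissue was mammary tissue without a visible tumor, and for transcriptomics the tumors and the benign samples came from different mice. The authors enriched poly A RNA, sequenced paired reads, quantified transcripts with Salmon and deposited an estimated count per gene for each sample as whole numbers, without scaling for library size. The deposited table lists 16411 genes by symbol, each with a sum of at least 5 counts over the 12 samples. Total counts ranged from 5240853 to 8170687 in benign tissue (median 7363876, n = 6) and from 6111393 to 8588567 in tumors (median 7344038, n = 6), so depth was similar in both groups. The 10 genes with the highest counts took a median of 8.63% of the counts in benign tissue and 7.84% in tumors. Counts were scaled with edgeR's TMM method and are given as CPM, counts scaled to the size of each library. Genes were kept by edgeR's expression filter (minimum count 10, minimum total count 15), which left 13191 genes, and tumors were compared with benign tissue by edgeR's two-sided quasi-likelihood test with Benjamini-Hochberg adjustment. A gene was called different at an adjusted p-value under 0.1, the threshold the paper uses. A gene with at most 3 counts in every sample of a group was treated as at the floor, and its fold change is given as a lower bound. Exact permutation tests over the 924 regroupings of 6 samples against 6 were two-sided, and the smallest p-value they can give is 0.00216. Counting error and the spread between mice both enter the edgeR test, whose common biological coefficient of variation was 0.351.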

While the proximal signaling events linked to HER2 activation in this model have been described (Dankort et al., 1997), to validate our bulk-tissue-based model, we assessed the mRNA (transcriptomics) and protein (quantitative label-free proteomics and western blotting) expression of canonical HER2 pathway members (RAS/MAPK and PI3K/AKT/mTOR pathways) that are well-characterized in various HER2-overexpressing mammary cancer cell lines (Figure 1B; Ruiz-Saenz et al., 2018; Kirouac et al., 2016; Serra et al., 2011). 

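Erbb2, the mouse gene for HER2, had 56.8 ± 11.2 CPM in benign tissue and 7411 ± 5090 CPM in tumors (means ± SD, n = 6 per group), a ratio of means of 131. The table holds a single entry for Erbb2, so transcripts of the transgene and of the mouse gene are not separated. The log2 fold change was 7.03 (standard error 0.51, adjusted p = 1.6e-07 by edgeR), and every tumor lay above every benign sample (exact permutation test, p = 0.00216). The lowest Erbb2 value among the tumors was 1989 CPM in tumor sample 4 and the highest was 16634 CPM in tumor sample 3, while the benign samples lay between 44.8 and 73.7 CPM. Leaving out tumor sample 3 moved the log2 fold change of Erbb2 the most, to 6.68.

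Of 19 genes of the Ras/MAPK and PI3K/AKT/mTOR pathways, 9 were higher in tumors and 6 were lower. The counts were 9 and 6 also when adjusted over the list alone, and the median log2 fold change of the 19 genes was 0.11. The mean z-score of the 19 genes was higher in tumors (exact permutation test, p = 0.0065, n = 6 per group). Of the 6 tumors 4 lay above every benign sample. Adjusted over 36 lists, limma's camera test did not call the list (adjusted p = 0.216), while limma's fry test called it higher (adjusted p = 0.0016). Among the Ras/MAPK genes, Mapk3 rose from 159 ± 21.3 to 274 ± 28.6 CPM (log2 fold change 0.78, adjusted p = 9.3e-05). Hras rose by a log2 fold change of 0.75 (adjusted p = 0.025), but its tumors overlapped the benign samples (4 of 6 above the highest benign sample and 1 below the lowest). Nras was not different (-0.13, adjusted p = 0.47). Among the PI3K genes, Pik3cg (log2 fold change 3.17), Pik3c2g (2.58), Pik3c2a (2.46) and Pik3c2b (2.20) rose the most, and Pik3c3 (0.39, adjusted p = 0.013) and Pik3cb (0.28, adjusted p = 0.073) rose less. Pik3cd fell by 2.49 (adjusted p = 0.0077), from 47.4 ± 72.8 to 8.36 ± 2.59 CPM, and fell by 1.02 without benign sample 1, while DESeq2 gave it no adjusted p-value. Pik3ca fell by 0.23 (adjusted p = 0.055) on the same scale. Akt2 fell from 309 ± 90.0 to 103 ± 7.66 CPM, and Akt1 was not different (log2 fold change 0.11, adjusted p = 0.47). Eif4ebp1 (log2 fold change -2.29) and Eif4e (-0.51) were lower, and Mtor was not different (-0.27, adjusted p = 0.31). The calls of Pik3ca and Pik3cb depended on single samples. Pik3ca lost its call in 8 of the 12 fits that each left out 1 sample and Pik3cb in 2. Eif4e lost its call without tumor sample 2, 3 or 4, and without tumor sample 2 the count of lower genes was 3 in place of 6.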

*Her2* transcript levels were increased ~175-fold (Figure 1C) and transcripts belonging to the Ras/MAPK (*Hras*, *Mapk1*, *Mapk3*) and PI3K/AKT/mTOR (*Pik3cg*, *Pik3c2a*, *Pik3c2b*, *Pik3c2g*, *Pik3c3*, *Akt3*) pathways were also upregulated in the tumors compared to the benign mammary tissue (Figure 1D). At the protein level, HER2 was readily detectable in mammary tumors by quantitative label-free proteomics but undetectable in paired benign tissues (Figure 1E), suggesting enhanced HER2 transcription also manifests as an increase in receptor content in the tumors. Downstream of HER2 activation, the total protein content of p38 MAPK, ERK1/2, and eEF2 were significantly increased in tumors compared to benign tissue detected by western blot (Figure 1F, G). When normalized to total protein, p38 MAPK and eEF2 phosphorylation were not higher in tumors due to proportional increases in total protein abundance, while in contrast, phosphorylated ERK1/2 and mTOR were significantly upregulated, suggesting both Ras/MAPK and the PI3K/AKT/mTOR pathways were activated in tumors (Figure 1H, Figure 1—figure supplement 1). Overall, these data demonstrate that mammary tumors display classical hallmarks of HER2-driven cancer cell signaling, allowing for the subsequent investigation of HER2-driven tumor biology and metabolism in this model.

**Figure 1.**
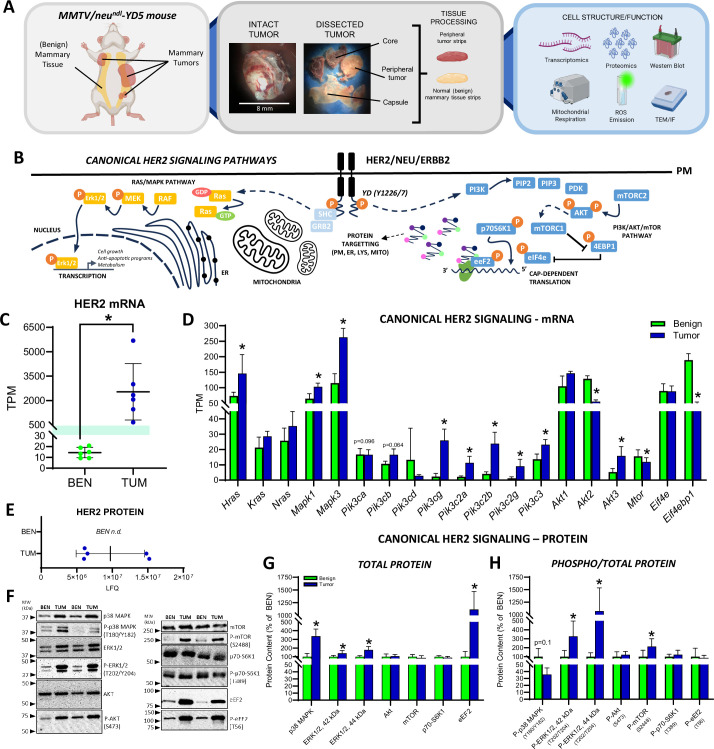
Experimental design and canonical HER2 signaling. (**A**) Schematic of mammary tumors from the mammary fat pad of female MMTV-neu^ndl^-YD5 mice and normal (benign) mammary tissue, representative images of tumor morphology (tumor capsule, peripheral tumor tissue, and necrotic core), tissue processing workflow for transcriptomics, proteomics, western blotting, mitochondrial respiration, ROS emission, and histology (transmission electron microscopy (TEM) and immunofluorescence (IF)). (**B**) Schematic of classical signaling pathways (Ras/MAPK and PI3K/AKT/mTOR) downstream of HER2 receptor stimulation in the YD5 model. (**C**) *Her2* gene expression (transcripts per million, TPM). (**D**) Gene expression for canonical HER2 signaling. (**E**) Absolute abundance of HER2 protein detected by quantitative label-free proteomics (n.d. = HER2 not detected in benign). (**F**) Representative western blots of proteins involved in canonical HER2 signaling. Quantified western blots (% of benign) for (**G**) total protein content and (**H**) phosphorylated targets normalized to the total protein content of each target. p-values in panels **D** and** E** listed as adjusted p-values from transcriptomic (differentially expressed gene, DEG) data (p-adj. <0.1 considered statistically significant). In panels **G, H** data is presented as means ± SD and statistical significance was determined using an unpaired, two-tailed Student’s *t*-test (*p < 0.05, *n* = 5–6 biological replicates per group/protein target). *Abbrev. AKT – protein kinase B; eEf2 – eukaryotic elongation factor 2; eIF4E – eukaryotic translation initiation factor 4E; ERK – extracellular signal-regulated kinase; GRB2 – growth factor receptor-bound protein-2; MEK – mitogen-activated protein kinase kinase; mTORC1/2 – mechanistic target of rapamycin complex 1 and 2; PDK – 3-phosphoinositide-dependent protein kinase-1; PI3K – phosphoinositide 3-kinase; PIP2/3 – phosphatidylinositol 4,5-bisphosphate; PIP3 – phosphatidylinositol 3,4,5-triphosphate; p70-S6K1 – ribosomal protein S6 kinase beta-1; RAF – rapidly accelerated fibrosarcoma; RAS – rate sarcoma virus; SHC – Src homolog and collagen homolog; 4EBP1 – eukaryotic translation initiation factor 4E-binding protein 1*. Figure 1—source data 1.PDF file containing original western blots for Figure 1F with annotated bands and molecular weight markers. Figure 1—source data 2.Original TIF files for western blot images in Figure 1F–H.

**Figure 1—figure supplement 1.**
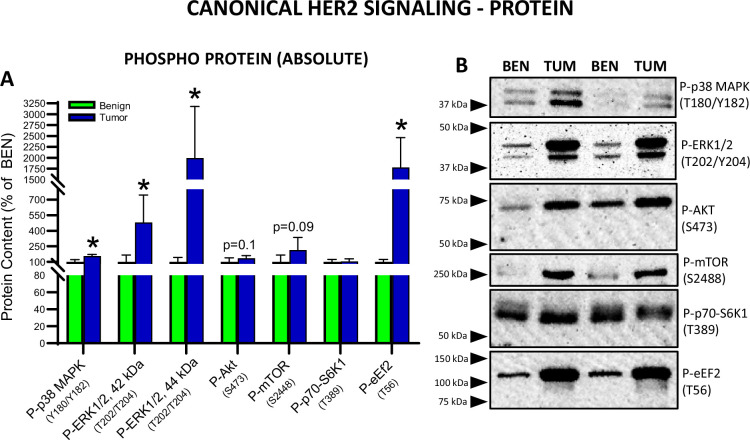
Absolute phosphorylated protein targets downstream of HER2 activation. (**A**) Quantified western blots for phosphorylated canonical HER2 signaling proteins (*n* = 5–6 biological replicates/group). Phosphorylation sites are indicated for each target. (**B**) Representative blot for each phosphorylated target. Data are presented as mean ± SD and analyzed with an unpaired, two-tailed Student’s *t*-test (*p < 0.05). Figure 1—figure supplement 1—source data 1.PDF file containing original western blots for Figure 1—figure supplement 1A, B with annotated bands and molecular weight markers. Figure 1—figure supplement 1—source data 2.Original TIF files for western blot images in Figure 1—figure supplement 1A, B.

### Assessment of the HER2-driven mammary tumor transcriptome

To understand the biology and metabolism of HER2-driven mammary tumors, we assessed their transcriptomes using RNA sequencing. 

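On variance-stabilized counts of all 16411 genes, the first principal component held 68.4% of the variance and the second 12.1%. Tumors lay between 60.2 and 71.0 on the first component and benign samples between -96.4 and -46.7, a gap larger than the spread within either group (exact permutation test, p = 0.00216, n = 6 per group). On the second component the benign samples spread from -45.1 to 58.6 (SD 42.6) and the tumors from -17.0 to 1.29 (SD 7.37). Among the 10 genes with the largest weight on the second component, 9 are in a list of skeletal muscle genes written before the data were examined, with Atp2a1, Myh4 and Ckm at the top. With the 500 most variable genes alone, the share of the first component rose to 80.8%.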

Principal component analysis (PCA) using the entire gene expression profile showed distinct separation between groups (Figure 2A). Visualizing all differentially expressed genes (DEGs) using a volcano plot (Figure 2B) and the top 3000 DEGs using a heatmap (Figure 2C) revealed several differentially upregulated and downregulated genes between groups where genes involved in MAPK- and AKT-linked signaling, ECM remodeling, and cellular stress responses (*Etv1*, *Dusp6*, *Papln*, *Ier3*) were among the most upregulated genes in the tumors and genes involved in lipid metabolism (*Dgat2*, *Lipe*, *Cd36*) were among the most downregulated. 

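Of the 13191 genes tested, 8314 passed the threshold, 3720 of them higher and 4594 lower in tumors. Beyond a log2 fold change of 1 in either direction, 1463 genes were higher and 2765 lower. The 6 tumors all lay above the 6 benign samples for 1920 genes and all below for 2809, together 35.9% of the genes tested, where chance gives 0.216%. The count of genes lower beyond 1 depended on the filter. It was 1604 with at least 10 counts in every sample and 3953 with at least 1 count in total, and 3617 with DESeq2. DESeq2, the tool the paper used, called 9611 genes, of which 8021 were also called by edgeR, all in the same direction.

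Etv1, Dusp6, Papln, Ier3, Dgat2, Lipe and Cd36 were picked by the study from these samples, so their tests are not independent evidence. Papln rose from 12.4 ± 5.72 CPM in benign tissue to 1365 ± 244 CPM in tumors (log2 fold change 6.79, standard error 0.37). Etv1 rose from 7.31 ± 2.65 to 476 ± 84.8 CPM (log2 fold change 6.02, standard error 0.29), and the log2 fold changes of Ier3 and Dusp6 were 4.92 and 3.65. Dgat2 fell from 1461 ± 298 to 10.6 ± 4.82 CPM (log2 fold change -7.11, standard error 0.33), Cd36 from 2116 ± 618 to 22.7 ± 7.49 CPM (-6.54) and Lipe from 1117 ± 363 to 20.4 ± 4.47 CPM (-5.77). The adjusted p-values of these genes by edgeR were at most 1.5e-08, and no tumor overlapped a benign sample for any of them.

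By the rule for named genes, the genes with the largest rise were A2m, Prol1, Scgb2b27, Ripply1 and Chad. The first 4 were at the floor in every benign sample, so their rises are bounds, at least 132-fold for A2m, 119-fold for Prol1, 433-fold for Scgb2b27 and 184-fold for Ripply1. Prol1 had 47.5 ± 78.8 CPM in tumors, an SD above its mean, with 207 CPM in tumor sample 4. Its fitted log2 fold change moved from 11.4 to 9.84 without that sample. Neither value is exact, since Prol1 had no counts in benign tissue, and its bound also rests largely on that sample. Chad rose from 0.273 ± 0.236 to 169 ± 135 CPM. The largest falls were in Angptl8, Myl1, Inmt, Prkag3 and Cyp2e1. Angptl8 (at least 99.9-fold lower), Inmt (at least 47.9-fold) and Prkag3 (at least 47.6-fold) were at the floor in every tumor. Cyp2e1 fell from 222 ± 99.1 to 0.176 ± 0.204 CPM. Myl1, a muscle gene, had 1097 ± 1329 CPM in benign tissue, an SD above its mean, and 0.962 ± 1.99 CPM in tumors. Its log2 fold change of -10.1 ranged from -12.6 without tumor sample 5 to -9.40 without benign sample 6.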

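Gene families fixed before the data were examined moved in both directions. Of 36 receptor tyrosine kinase genes, a list that leaves out Erbb2, 11 were higher and 18 lower in tumors (median log2 fold change -0.68). Within the list, Epha2 (5.04), Erbb4 (4.04), Kit (2.86) and Erbb3 (2.36) were among the highest and Ntrk2 (-5.67) and Ret (-4.56) the lowest. Of 51 Rab genes 13 were higher and 13 lower (median 0.036). Of 33 N-glycosylation genes, 15 were higher and 3 lower (14 and 3 when adjusted over the list alone, median 0.29). Of 24 endoplasmic reticulum stress genes, 15 were higher and 1 lower (median 0.60), with Sel1l (2.03) and Xbp1 (1.53) the highest and Derl1 (-1.17) the lowest. Without tumor sample 5 the log2 fold change of Sel1l was 1.33. Of 34 collagen genes, 12 were higher and 19 lower (median -2.11), from 6.78 for Col11a1 to -5.13 for Col17a1 (-6.19 without tumor sample 3). The genes named from these families were chosen after their values were seen. Apart from N-glycosylation, the counts were the same when adjusted over each list alone. In limma's camera test, adjusted over 36 lists and read at 0.05, the endoplasmic reticulum stress list stood above the other genes (adjusted p = 0.040) and the receptor tyrosine kinase list below them (adjusted p = 0.035). The values below for other settings or left-out samples were adjusted over a smaller set of these lists. Those near 0.05 are therefore not strictly comparable with the values over 36. Both calls hold under fry and neither holds when the correlation between genes is estimated or when only genes with at least 10 counts in every sample are tested (adjusted p = 0.065 and 0.107, where the median of the receptor tyrosine kinase genes was -0.14). Without benign sample 1 the endoplasmic reticulum stress list lost its call (adjusted p = 0.058), and without tumor sample 5 the receptor tyrosine kinase list did (0.068). The N-glycosylation list (adjusted p = 0.072) and the collagen list (0.066) did not pass, but both depended on the setting. The N-glycosylation list passed with DESeq2 (0.030), with at least 1 count in total (0.027) and under fry. The collagen list passed with at least 1 count in total (0.0500, just under the level), with at least 10 counts in every sample (0.025), with the replicate block (0.045), under fry, and without tumor sample 3 (0.039).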

Enrichment analysis of the top 3000 upregulated DEGs (Figure 2D) identified pathways characteristic of HER2-driven signaling (e.g. tyrosine kinase signaling, GTPase signaling) and gene ontology (GO) analysis identified processes indicative of active transcription, translation, and protein turnover characteristic of a rapidly proliferating tissue (Figure 2E). 

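The nuclear genes for 84 subunits of OXPHOS Complexes I to V were all among the 13191 genes tested. Ranked by p-value, the 3000 genes lower in tumors with the smallest values held 37 of the 84 subunits (44.0%, against 22.7% of all genes tested; Fisher's exact test, one-sided, p = 1.2e-05). Ranked by log2 fold change, the 3000 most lowered genes held 54 of the 84 (64.3%; Fisher's exact test, one-sided, p = 4.0e-16). Genes are not independent replicates, so these p-values describe the lists rather than the mice.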

Interestingly, enrichment analysis of the top 3000 downregulated genes in the tumors consistently identified that mitochondrial metabolism, and in particular components of the oxidative phosphorylation (OXPHOS) system, were downregulated in tumors compared to benign mammary tissue (Figure 2F, G).

**Figure 2.**
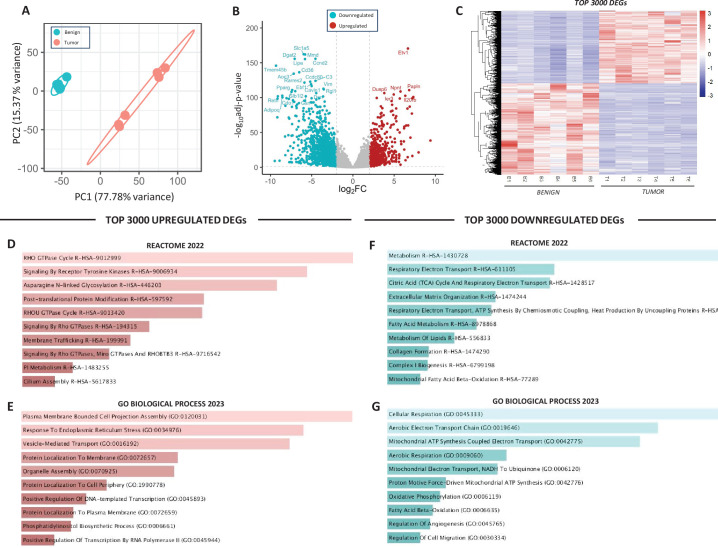
Assessment of HER2-driven mammary tumor and benign mammary tissue transcriptomes. (**A**) Principal component analysis (PCA) of benign mammary tissue and mammary tumors (*n* = 6 biological replicates/group). (**B**) Volcano plot showing differentially expressed genes (DEGs) identified between mammary tissue and mammary tumors. (**C**) Heatmap of top 3000 DEGs, (**D**) top 10 upregulated pathways (Reactome 2022) and (**E**) gene ontologies (GO Biological Process 2023) in tumors compared to benign mammary tissue, (**F**) top 10 downregulated pathways (Reactome 2022) and (**G**) gene ontologies (GO Biological Process 2023) in tumors compared to benign mammary tissue. Panels **D, E** assess the top 3000 upregulated DEGs (log_2_fc >1), panels **F, G** assess the top 3000 downregulated DEGs (log_2_fc <1). An adjusted p-value of <0.1 was considered statistically significant across all analyses. The Enrichr open access analysis web tool was used to generate panels **D–G** which were sorted by p-value.

### Assessment of HER2-driven mammary tumor proteome

We further validated our bulk-tissue transcriptomic findings at the protein level using label-free quantitative proteomics and detected 2589 proteins in the benign mammary tissue and 2448 proteins in the HER2-driven tumors; 1848 of which were found in both groups (Figure 3A). This initial analysis revealed 741 and 600 uniquely expressed (i.e. only detected in one tissue) proteins in benign mammary tissue and tumors, respectively (Figure 3—figure supplement 1A). Interestingly, OXPHOS and aerobic respiration were identified among the top pathways in benign tissue, but not in tumors (Figure 3—figure supplement 1B–G), further supporting the notion of downregulated mitochondrial content within tumors. Reflecting the PCA for the transcriptomic data, analysis of all overlapping proteins between benign and tumor samples revealed distinct separation (Figure 3B). Of the 1848 proteins found in both the tumors and benign tissue, 420 were significantly different (p-adj. <0.1, Figure 3A, C, D). However, the majority of the differentially expressed proteins were downregulated (*n* = 411) in tumors compared to benign mammary tissue. Upregulated proteins (*n* = 9) included those involved in canonical HER2 signaling, protein synthesis and processing, and glycolytic metabolism (Supplementary file 1). Supporting transcriptomic data, which indicated a reduction in mitochondrial content and OXPHOS, enrichment analysis revealed that 8 of the top 10 downregulated pathways (Figure 3E) and all top 10 downregulated GO (Figure 3F) were related to mitochondrial biogenesis and/or metabolism, and OXPHOS was identified in the top 10 downregulated Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways (Figure 3G). Together, these proteomic data support our transcriptomic analysis suggesting HER2-driven tumors are characterized by lower mitochondrial content than benign mammary tissue.

**Figure 3.**
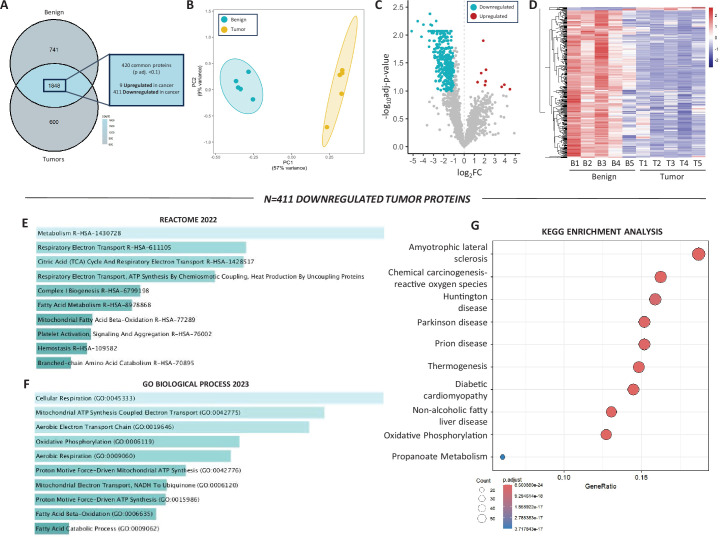
Assessment of HER2-driven mammary tumor and benign mammary tissue proteomes. (**A**) Venn diagram showing all detected proteins. Of the 1848 overlapping targets, 420 were significantly different based on a p-adj. <0.1 and 411 of those proteins were downregulated in tumors. (**B**) Principal component analysis (PCA) of benign mammary samples and mammary tumors. (**C**) Volcano plot showing proteins identified between mammary tumors and benign mammary tissue, those in blue (downregulated) or red (upregulated) were significantly different (*n* = 420 proteins, p-adj. <0.1). (**D**) Heatmap of 420 differentially expressed proteins in benign and tumor samples. (**E**) Top 10 downregulated pathways (Reactome 2022) and (**F**) gene ontologies (GO Biological Process, 2023), (**G**) Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis of downregulated proteins. The Enrichr open access analysis web tool was used to generate panels **E, F**, which were sorted by p-value.

**Figure 3—figure supplement 1.**
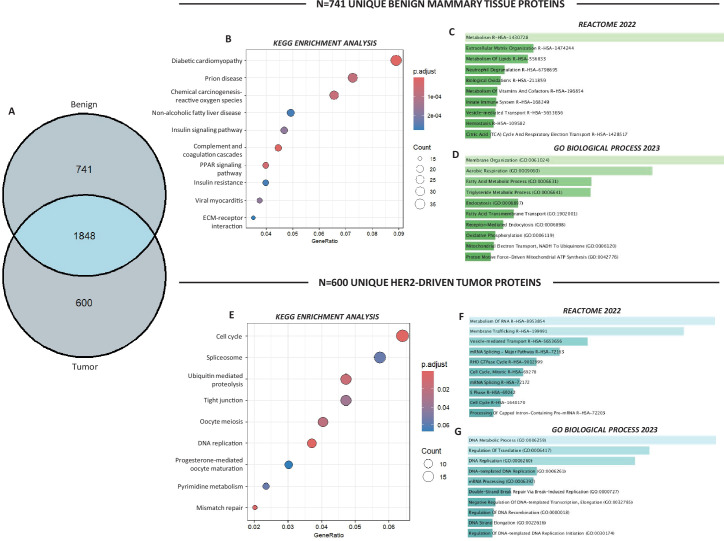
Unique HER2-driven tumor and benign mammary tissue proteins. (**A**) Venn diagram depicting 741 and 600 unique proteins identified in benign mammary tissue and HER2-driven tumors, respectively, (**B**) Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis of all detected unique benign mammary tissue proteins, (**C**) top 10 pathways (Reactome 2022), (**D**) top 10 gene ontologies (GO Biological Process) in benign mammary tissue, (**E**) KEGG analysis of unique HER2-driven tumor proteins, (**F**) top 10 pathways (Reactome 2022), and (**G**) top 10 gene ontologies (GO Biological Process) in HER2-driven tumors. KEGG, pathway, and GO analyses were conducted on all mammary and tumor proteins detected by quantitative label-free proteomics. The Enrichr open access analysis web tool was used to generate panels C, D, F, and G which were sorted by p-value.

### Integrated assessment of the HER2-driven tumor transcriptome and proteome

The concordant nature of our transcriptomic and proteomic datasets was highlighted when correlating the log_2_FC between overlapping gene and protein targets (Figure 4A). Sorting these data by mitochondrial proteins highlighted that the majority of overlapping mitochondrial proteins detected in both datasets were downregulated (Figure 4B). Thus, we further analyzed the 144 overlapping downregulated targets between these analyses (Figure 4C). KEGG enrichment analysis of the downregulated targets identified OXPHOS among the top 10 pathways, as well as carbon metabolism, BCAA degradation, and fatty acid metabolism, which encompass numerous mitochondrial targets (Figure 4D). The top 10 common downregulated pathways (Figure 4E) and GO (Figure 4F) all pertained to mitochondrial substrate metabolism/catabolism and OXPHOS. Together, transcriptomic and proteomic analyses strongly support that HER2-driven tumors are characterized by downregulated mitochondrial content.

**Figure 4.**
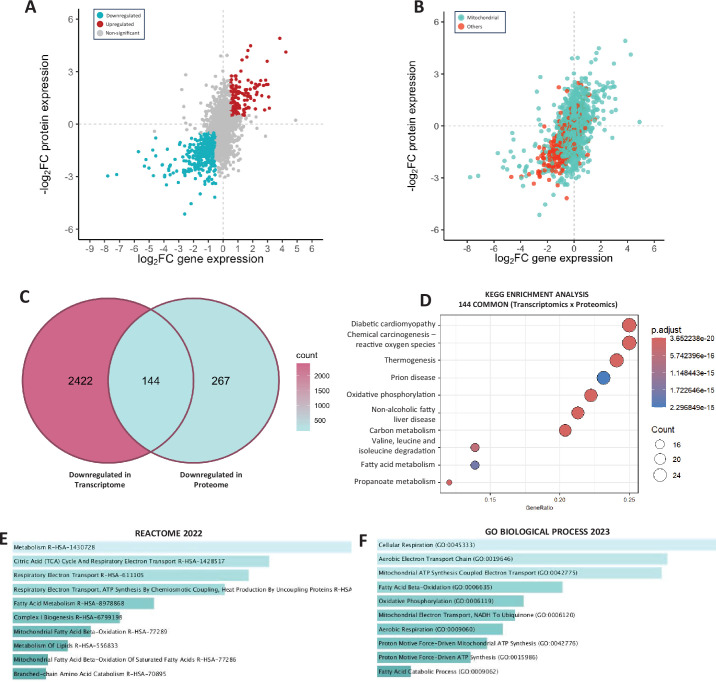
Overlapping genes and proteins between HER2-driven mammary tumor transcriptome and proteome. Correlation of log_2_FC for overlapping targets between the HER2-driven tumor and benign mammary tissue transcriptomes and proteomes grouped by up/downregulation (**A**), and (**B**) protein localization (mitochondrial vs other). (**C**) Venn diagram showing 144 overlapping downregulated targets between the assessed HER2-driven tumor and benign mammary tissue transcriptomes and proteomes. (**D**) Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis for common downregulated targets. Top 10 downregulated (**E**) pathways (Reactome 2022) and (**F**) gene ontologies (GO Biological Process 2023). An adjusted p-value of <0.1 was utilized for all analyses. The Enrichr open access analysis web tool was used to generate panels** E, F**, which were sorted by p-value.

### Assessment of the mitochondrial transcriptome and proteome

Our initial transcriptomic and proteomic analyses encompassed all DEGs/proteins between tissues (including mitochondrial targets) and clearly identified reductions in mitochondrial content in the tumors. This emphasized the robust nature of mitochondrial adaptations in this model, considering mitochondrial proteins (identified using the mouse MitoCarta 3.0 database) represented a small fraction of total cellular protein in both tumors and benign mammary tissue (Figure 5—figure supplement 1A). By filtering our proteomic dataset using MitoCarta, we identified 125 mitochondrial proteins that were commonly expressed between the tumors and benign mammary tissue (Figure 5A). When visualizing the 125 proteins with a heatmap, the majority of the mitochondrial proteome was downregulated in the tumors compared to the benign mammary tissue (Figure 5B). The summed absolute abundance of all detected mitochondrial proteins in each group was also lower in tumors (Figure 5C), again supporting our transcriptomic and proteomic analyses suggesting a reduction in mitochondrial content exists in the tumors.

**Figure 5.**
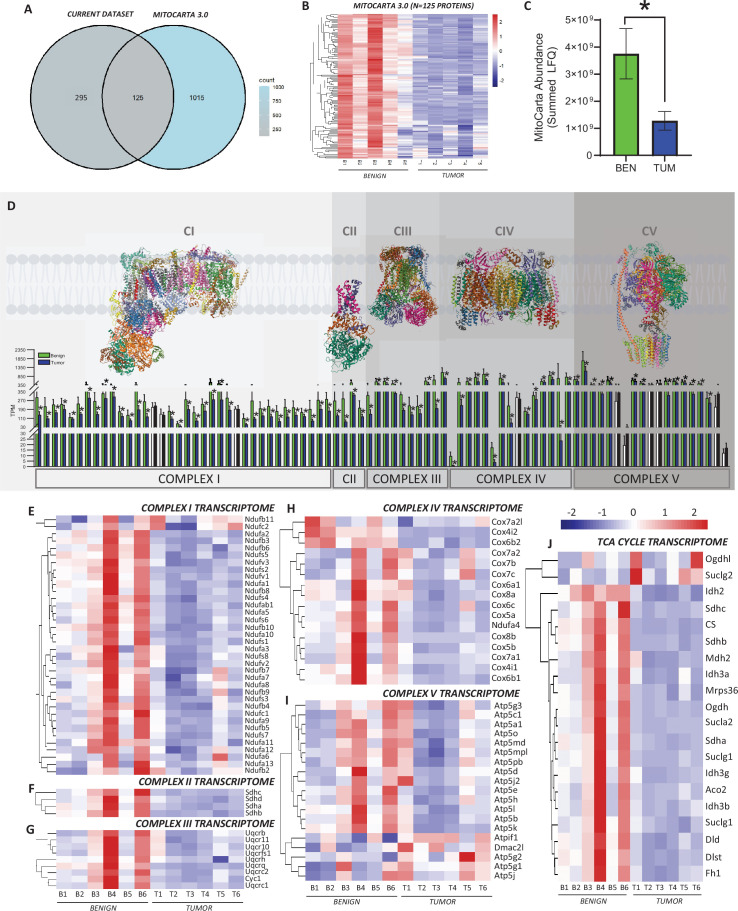
Assessment of the mitochondrial transcriptome and proteome. (**A**) Venn diagram showing mitochondrial proteins detected in the current dataset when cross-referenced with the Mouse MitoCarta 3.0 database. (**B**) Heatmap of 125 mitochondrial proteins identified in benign mammary tissue and HER2-driven tumors (*n* = 5 biological replicates/group). (**C**) Absolute abundance of all mitochondrial proteins detected in benign and tumor tissues. (**D**) Gene expression (detected by transcriptomics; transcripts per million) of all detected OXPHOS subunits separated per respiratory complex; black and white bars represent subunits with no significant differences between groups. Heatmaps of (**E**) Complex I, (**F**) Complex II, (**G**) Complex III, (**H**) Complex IV, (**I**) Complex V (ATP synthase), and (**J**) tricarboxylic acid (TCA) cycle transcriptomes. All proteomic analyses (panels A–C) were conducted on *n* = 5 biological replicates/group. All transcriptomic analyses (panels D–J) were conducted on *n* = 6 biological replicates/group. Panels B, C were analyzed using an unpaired two-tailed Student’s *t*-test (*p < 0.05). In panel D, * and colored (blue and green bars) represent significant differences between benign and tumor samples based on an adjusted p-value of <0.1. OXPHOS complex schematics in panel D were obtained from the open access RCSB Protein Data Bank (*Complex I = TW1V, Complex II = 2A06, Complex III = 3SFD, Complex IV = 6NMP, Complex V = 5FIL). Bars in panel **D** are listed in the following order: Complex I: Ndufa1, Ndufa10, Ndufa11, Ndufa12, Ndufa13, Ndufa2, Ndufa3, Ndufa5, Ndufa6, Ndufa7, Ndufa8, Ndufa9, Ndufab1, Ndufb10, Ndufb11, Ndufb2, Ndufb3, Ndufb4, Ndufb5, Ndufb6, Ndufb7, Ndufb8, Ndufb9, Ndufc1, Ndufc2, Ndufs1, Ndufs2, Ndufs3, Ndufs4, Ndufs5, Ndufs6, Ndufs7, Ndufs8, Ndufv1, Ndufv2, Ndufv3; Complex II: Sdha, Sdhb, Sdhc, Sdhd; Complex III: Cyc1, Uqcr10, Uqcr11, Uqcrb, Uqcrc1, Uqcrc2, Uqcrfs1, Uqcrh, Uqcrq; Complex IV: Cox4i1, Cox4i2, Cox5a, Cox5b, Cox6a1, Cox6b1, Cox6b2, Cox6c, Cox7a1, Cox7a2, Cox7a2l, Cox7b, Cox7c, Cox8a, Cox8b, Ndufa4; Complex V: Atp5a1, Atp5b, Atp5c1, Atp5d, Atp5e, Atp5g1, Atp5g2, Atp5g3, Atp5h, Atp5j, Atp5j2, Atp5k, Atp5l, Atp5md, Atp5mpl, Atp5o, Atp5pb, Atpif1, Dmac2l*.

**Figure 5—figure supplement 1.**
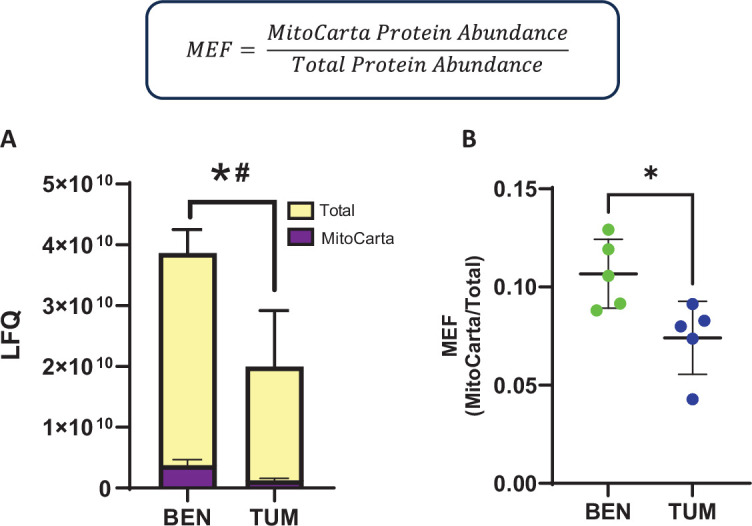
Mitochondrial enrichment in benign mammary tissue and HER2-driven mammary tumors. (**A**) Total and mitochondrial (Mouse MitoCarta 3.0) absolute protein abundance assessed by quantitative label-free proteomics. (**B**) Mitochondrial enrichment factor (MEF) calculated as the ratio of all detected MitoCarta proteins relative to the underlying total proteome per sample (n=5 biological replicates/group). Statistical analysis was conducted using an unpaired two-tailed Student’s *t*-test (*p < 0.05). In panel **A**, *# denotes significant differences between both total and MitoCarta proteomes between groups.

**Figure 5—figure supplement 2.**
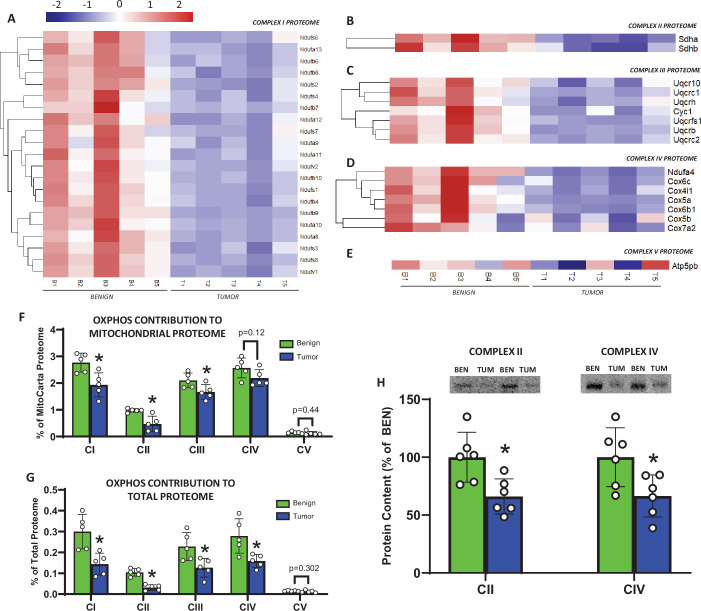
Proteomic analysis of detected OXPHOS subunits. Heatmaps showing subunits detected for (**A**) Complex I, (**B**) Complex II, (**C**) Complex III, (**D**) Complex IV, and (**E**) Complex V (ATP synthase) using quantified label-free proteomics. (**F**) OXPHOS Complex I–V absolute abundance as a percentage of the mitochondrial proteome (*n* = 5 biological replicates/group). (**G**) OXPHOS Complex I–V absolute abundance as a percentage of the total detected proteome (*n* = 5 biological replicates/group). (**H**) Representative and quantified western blots for Complexes II and IV expressed as a percentage of benign. Data in panels **F, G, H** are presented as means ± SD and analyzed with an unpaired, two-tailed Student’s *t*-test (*p < 0.05). Figure 5—figure supplement 2—source data 1.PDF file containing original western blots for Figure 5—figure supplement 2H with annotated bands and molecular weight markers. Figure 5—figure supplement 2—source data 2.Original TIF files of western blot images in Figure 5—figure supplement 2H.

While mitochondrial biogenesis is a coordinated process simultaneously upregulating several mitochondrial proteins, the total mitochondrial transcriptome/proteome does not necessarily change proportionally with OXPHOS complex and/or TCA cycle/dehydrogenase content, especially in cancerous tissues. Indeed, reductions in the content of certain respiratory complexes seem to be cancer specific, which can have functional repercussions on mitochondrial respiration rates and/or efficiency (Smith et al., 2020; Boykov et al., 2023). Within this context, we assessed the gene expression profile of all OXPHOS complex subunits between groups, which revealed relatively ubiquitous reductions in transcript count (transcripts per million) across subunits of Complexes I–IV in the tumors (Figure 5D–H). 

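Of 65 subunits of Complexes I to IV, 62 were lower in tumors and none was higher. No subunit of these complexes was higher at an unadjusted p under 0.05 either (0 of 65), and 60 were lower at that level. Complex I had 34 of 36 subunits lower (median log2 fold change -1.13), Complex II 4 of 4 (-1.37), Complex III 9 of 9 (-1.03) and Complex IV 15 of 16 (-1.05). Adjusted over each list alone, Complex IV had 16 of 16 lower and Complexes I to IV together had 63 of 65. The counts of Complexes I, II and III did not change. Ndufb2 (log2 fold change -0.27, adjusted p = 0.39), Ndufb11 (-0.39, adjusted p = 0.18) and Cox7b (-0.65, adjusted p = 0.108) were not different. Cox7b was called when benign sample 1, 2 or 5 was left out (adjusted p = 0.089, 0.064 and 0.073). Cox8b (-5.65, and -4.77 without benign sample 4) and Cox4i2 (-3.60) fell the most, and Sdhb (-2.36) and Uqcrq (-2.25) fell the most in Complexes II and III.

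The mean expression of the Complex I subunits was 6.17 to 7.74 log2 CPM in the benign samples and 5.49 to 6.01 in the tumors. For Complex II the ranges were 7.43 to 9.25 and 6.54 to 6.97, for Complex III 6.97 to 8.86 and 6.36 to 6.97, and for Complex IV 6.16 to 7.98 and 5.17 to 5.92. Exact permutation tests of the list scores, the mean z-score of each list's genes, gave p = 0.00216 for Complexes I, II and IV and p = 0.00433 for Complex III (n = 6 per group). In camera, all 84 OXPHOS subunits together (adjusted p = 0.0019, median log2 fold change -1.03), Complex I (0.010) and Complex IV (0.044) fell below the other genes, and Complex II (0.19) and Complex III (0.15) did not. Under fry all of Complexes I to IV passed, and with an estimated correlation none did. Complex IV lost its call when benign sample 4 or 6, or tumor sample 2, 3, 4 or 5, was left out (adjusted p from 0.051 to 0.073), and when only genes with at least 10 counts in every sample were tested (0.067). These fits were adjusted over a smaller set of lists, for which the main fit by camera gave 0.047.

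The spread was wider in benign tissue than in tumors. Mean OXPHOS expression was 6.54, 6.47, 7.07, 8.02, 6.53 and 7.66 log2 CPM in benign samples 1 to 6 and 5.83 to 6.40 in the tumors. The benign samples also differed in transcripts of other tissues. Genes of a skeletal muscle list took 0.0035%, 0.0046%, 5.12%, 3.11%, 0.041% and 7.52% of the counts in benign samples 1 to 6, and Ucp1, a brown fat gene, was at 3.43, -2.07, 5.37, 10.5, 1.86 and 7.77 log2 CPM. Leaving out benign sample 4 moved the median log2 fold change of the OXPHOS subunits the most among single samples, to -0.74. With a skeletal muscle score and Ucp1 as covariates, a setting chosen after seeing the data, it was -0.16 and 12 of 84 subunits were lower. From the lower transcripts, together with its proteomic and western blot data, the paper proposes that the mitochondrial proteome and Complexes I to IV are downregulated in HER2-driven tumors.

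**Figure D1:**
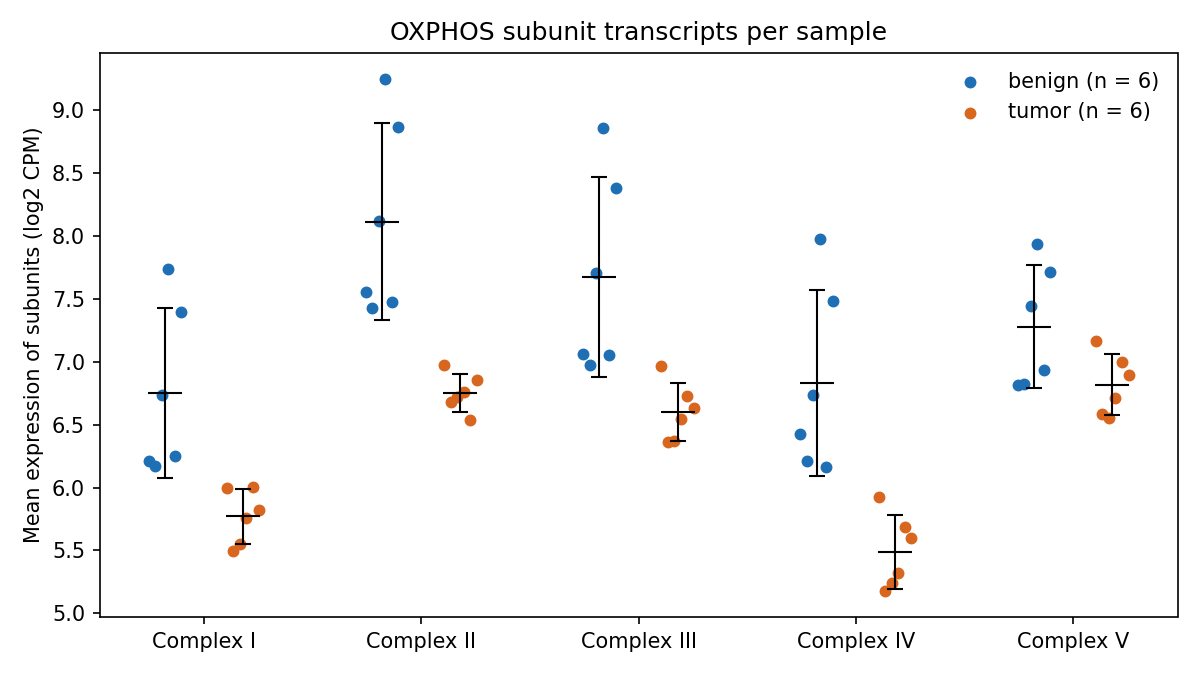
Mean expression of the subunits of each OXPHOS complex (log2 CPM, vertical axis) by complex (horizontal axis), 1 point per sample, with the mean and SD of each group in black. For Complexes I to IV all 6 tumors lie below all 6 benign samples, narrowly for Complex III, while for Complex V the groups overlap.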

Interestingly, while the majority of Complex V subunits were also downregulated, this complex had the highest proportion of subunits displaying no differences between groups (Figure 5D, I). 

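Of 19 Complex V subunits, 12 were lower in tumors and 7 (36.8%) were not different, against 3 of 65 (4.62%) in Complexes I to IV (Fisher's exact test, two-sided, p = 8.6e-04). The median log2 fold change was -0.63 for Complex V and -1.08 for Complexes I to IV, a difference of 0.45 (permutation of complex labels over the subunits, 100000 resamples, two-sided, p = 1.5e-04). Subunits of one complex are not independent replicates. The Complex V counts were the same when adjusted over the list alone, and no subunit was higher, at an unadjusted p under 0.05 included (0 of 19). Atpif1 was called higher in 2 of the 12 fits that each left out 1 sample (lowest adjusted p = 0.068 by edgeR). The 7 subunits that were not different were Atp5c1 (log2 fold change -0.45, adjusted p = 0.13), Atp5j (-0.26), Atp5j2 (-0.52), Atp5g1 (-0.043), Dmac2l (0.14), Atpif1 (0.33) and Atp5g2 (0.43, adjusted p = 0.38). Atp5k (-1.36, adjusted p = 0.0023), Atp5b (-1.15) and Atp5e (-1.03) fell the most. For none of the 19 did the 6 tumors all lie below the 6 benign samples. The list score overlapped between groups (exact permutation test, p = 0.0996, n = 6 per group). The number not different ranged from 5 without benign sample 5 to 10 without tumor sample 2 when single samples were left out. It was 16 with the skeletal muscle score and Ucp1 as covariates. In that fit no Complex V subunit was lower, so the remaining ones were higher.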

The TCA cycle transcriptome also reflected a general downregulation of transcript abundance, apart from alpha-ketoglutarate dehydrogenase (*Ogdhl*) and succinyl-CoA synthetase GDP forming subunit-β (*Suclg2*), which had a higher transcript abundance in some tumor samples (Figure 5J). 

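Of the 18 TCA cycle genes tested, 17 were lower in tumors (17 also when adjusted over the list alone), none was higher, and none was higher at an unadjusted p under 0.05 (0 of 18). The median log2 fold change was -1.57 (camera, adjusted p = 0.013), with Sdhb (-2.36), Sucla2 (-2.36) and Cs (-2.35) the lowest. Mean expression over the list was 7.01 to 8.86 log2 CPM in benign samples and 6.16 to 6.78 in tumors, with no overlap. The list passed under fry and did not pass with an estimated correlation. Suclg2 was not different, at 129 ± 24.2 CPM in benign tissue and 117 ± 21.8 CPM in tumors (log2 fold change -0.14, adjusted p = 0.44 by edgeR). The groups overlapped for Suclg2, with benign samples from 102 to 167 CPM and tumors from 93.0 to 153 CPM. Ogdhl was below the expression filter and was not tested by edgeR. Its mean was 1.44 ± 0.70 CPM in benign tissue and 1.86 ± 1.61 CPM in tumors (exact permutation test, p = 0.957, n = 6 per group). Tumor samples 1 and 6, with 3.58 and 4.17 CPM of Ogdhl from 23 and 38 counts, lay above the highest benign sample (2.51 CPM), and the other 4 tumors did not. With the skeletal muscle score and Ucp1 as covariates, 7 TCA cycle genes were lower and the list lost its call (median -0.44, adjusted p = 0.357), while in the fits that each left out 3 benign samples 13 to 17 were. Both settings were chosen after seeing the data.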

While we focused on transcriptomic data for this analysis due to lower detection of certain OXPHOS subunits using label-free quantitative proteomics (Figure 5—figure supplement 2A–E), the summed abundance of all OXPHOS subunits detected per complex expressed relative to the underlying mitochondrial proteome (Figure 5—figure supplement 2F), and relative to the total proteome (Figure 5—figure supplement 2G) displayed a similar pattern. This interpretation was further validated by western blot, where tumor CII and CIV content were lower than benign mammary tissue (Figure 5—figure supplement 2H). Overall, these data further suggest that the mitochondrial proteome and OXPHOS Complexes I–IV are downregulated in HER2-driven tumors.

While these findings strongly support reduced mitochondrial gene expression in tumors, differences could theoretically result from shifts in cell-type during tumorigenesis. To address this, we first assessed OXPHOS expression in a publicly available single-cell RNA sequencing (scRNA-seq) dataset from human breast tumors (Wu et al., 2021). In the scRNA-seq dataset, tumor epithelial cells expressed the highest proportion of CI-CIV subunits when grouped by cell type (Figure 6A, B). We next assessed cell-type composition in our tumor and benign mammary tissue samples by immunofluorescence (Figure 6C). Although the immunopositive area was lower across all cell types in benign samples**,** mesenchymal and epithelial cells remained the dominant populations in both groups, indicating the absence of major shifts in the most abundant cell types (Figure 6D). To integrate cell-type-specific OXPHOS mRNA expression (scRNA-seq) with cell-type abundance in our samples, we calculated a cell-type-weighted OXPHOS mRNA Index, reflecting each population’s estimated contribution to Complex I–V transcript levels in our tissues. The OXPHOS mRNA Index (Figure 6E) indicated that epithelial cells were likely the dominant contributors to OXPHOS transcripts in the present tumor samples. When these values were summed across complexes to generate a Total OXPHOS mRNA Score, epithelial cells remained the primary contributors (Figure 6F). Altogether, these analyses suggest that our whole-tissue RNA-seq signatures are consistent with canonical HER2-driven signaling and indicate that the reduction in OXPHOS gene expression observed by bulk-tissue RNA-seq likely cannot be explained by a loss of high-OXPHOS epithelial cells or a gain in low-OXPHOS cell populations. Instead, these findings support a cell-intrinsic suppression of mitochondrial gene expression in HER2-driven tumors.

**Figure 6.**
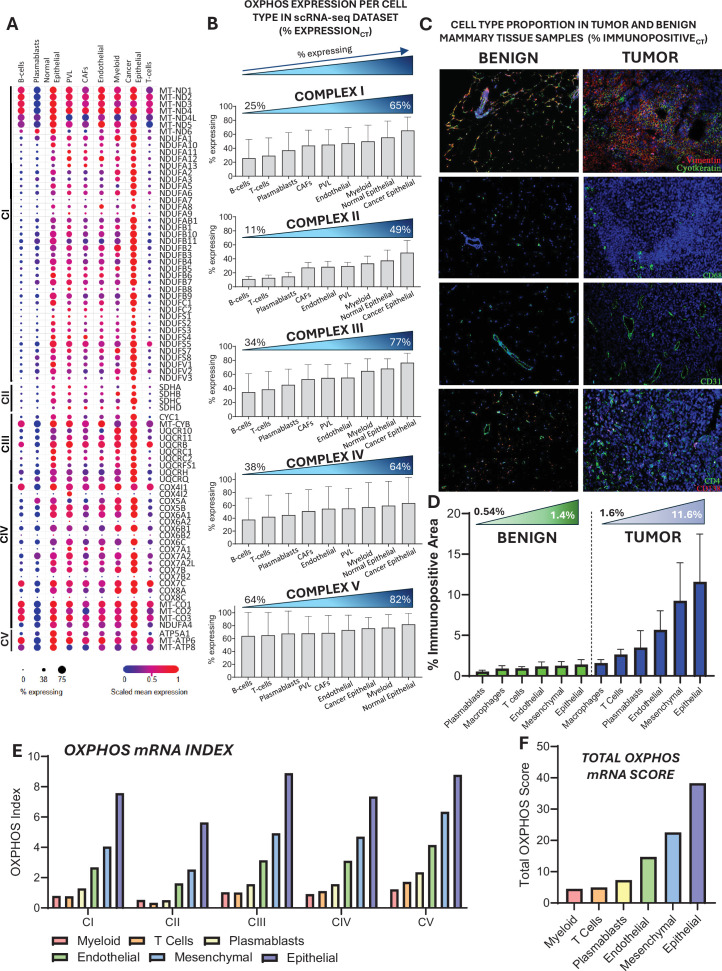
Cell-type-specific OXPHOS mRNA analysis in benign and tumor samples. (**A**) OXPHOS expression per cell type from a publicly available single-cell RNA sequencing dataset (Wu et al., 2021) shown as a dot plot for each respiratory complex (Complexes I–V) subunit that was detected. Dot size indicates the percentage of cells of a given major type expressing each subunit gene (% cells expressing). Dot color represents gene expression scaled relative to each gene’s expression distribution across all major cell types. (**B**) Percentage of cells expressing OXPHOS subunits, arranged in ascending order per cell type for Complexes I–V. (**C**) Representative immunofluorescence images of benign mammary tissue and tumor samples stained for vimentin, cytokeratin, CD68, CD31, CD4, and CD138. (**D**) Quantification of cell-type proportion (% immunopositive area) in benign and tumor samples. (**E**) OXPHOS mRNA Index calculated for Complexes I–V. \begin{document}$OXPHOS\, mRNA\, Index=\, \left (\% Expression_{CT}\right)*\left (\% Immunopositive_{CT}\right)$\end{document}, where CT represents cell type. (**F**) Total OXPHOS mRNA Score for each cell type. \begin{document}$TOTAL\, OXPHOS\, mRNA\, Score=\sum_{i=\mathrm{I},\mathrm{I}\mathrm{I},\mathrm{I}\mathrm{I}\mathrm{I},\mathrm{I}\mathrm{V},\mathrm{V}}OXPHOS\, mRNA\, Index\, Ci$\end{document}, where *i* represents mitochondrial respiratory complexes.

### Mitochondrial respiratory capacity is increased in HER2-driven mammary tumors

Considering our transcriptomic and proteomic data strongly suggest HER2-driven mammary tumors display reductions in mitochondrial content, we next assessed whether this would manifest as a reduction in respiratory capacity by measuring mitochondrial respiratory flux rates. In permeabilized tumors and benign mammary tissue, we assessed basal/endogenous respiration and respiration with saturating carbohydrate (pyruvate/malate) and lipid (palmitoyl-carnitine) substrates. For each protocol, several biological replicates (individual tumors) were utilized, spanning a continuum of whole tumor wet weights/volumes (Figure 7—figure supplement 1A, B). Since no strong correlations were found between tumor wet weight or volume and basal or maximal respiration supported by carbohydrate- or lipid-linked substrates (Figure 7—figure supplement 1C–J), all data points were pooled. When normalizing respiration to tissue wet weight (Figure 7A), tumors displayed significantly higher basal/endogenous respiration and higher respiration with subsequent additions of pyruvate, malate (CI-linked respiration), ADP (State III respiration), glutamate (CI-linked respiration also supported by alpha-ketoglutarate anaplerosis), and succinate (to maximize CII-linked respiration) (Figure 7B). Equally, tumors displayed significantly higher respiration rates supported by lipids (palmitoyl-carnitine, Figure 7C), suggesting that HER2-driven tumors are capable of relying on both substrate sources, perhaps to maximize aerobic metabolism. This initial analysis of respiratory rates was normalized to tissue wet weight, which can be influenced by differences in total and mitochondrial protein content in a given tissue volume. To address this, we first normalized respiratory flux rates to total cellular protein (Figure 7D, E), which minimizes differences in factors such as tissue density and hydration that are not directly contributing to mitochondrial oxygen consumption. The third normalization method employed was normalizing respiratory flux to a mitochondrial enrichment factor (MEF) (Figure 7F, G) which is the ratio of mitochondrial proteins to the underlying total proteome (Figure 5—figure supplement 1B). This approach controls for differences in mitochondrial content between tissues to determine whether increases in respiration are due to increases in mitochondrial content or intrinsic changes in mitochondrial function. Interestingly, the fundamental observation of increased respiratory flux rates in tumors compared to benign tissues was conserved independent of the normalization method, suggesting that HER2-driven mammary tumors are characterized by high respiratory flux rates independent of total cellular protein or reduced mitochondrial protein content. While greater intrinsic OXPHOS was observed with all substrates, lipid-supported respiration was stimulated to a greater extent in the tumors, resulting in comparable carbohydrate (pyruvate, malate, ADP) and lipid (palmitoyl-carnitine, malate, ADP) supported respiration (Figure 8A). This effect occurred despite many of the genes and proteins involved in lipid metabolism at the plasma membrane and in the cytosol (e.g. *Acsl1*, *Adipoq*, *Dgat1/2*, *Lipe*, *Fabp4*, *Cd36*, *Pparg*) and mitochondria (e.g. *Etfa*, *Etfb*, *Etfdh*, *Hadh*, *Hadhb*, *Cpt1b*, *Cpt2*) being downregulated in tumors compared to benign mammary tissue (Figure 8B–E). 

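The study picked these lipid genes from the same samples, so the counts below are not independent evidence. All 15 genes of lipid metabolism that the paper names were lower in tumors (15 also when adjusted over the list alone), with a median log2 fold change of -4.01, and for each of them all 6 tumors lay below all 6 benign samples. At the plasma membrane and in the cytosol, Fabp4 fell from 6354 ± 2636 CPM to 28.2 ± 18.6 CPM and Adipoq from 1106 ± 246 to 2.82 ± 2.22 CPM. Pparg (log2 fold change -7.43), Acsl1 (-4.01) and Dgat1 (-2.19) fell as well. Of the mitochondrial genes, Etfa (-1.35), Etfdh (-1.52), Hadh (-1.95), Etfb (-2.25) and Hadhb (-2.59, and -1.97 without benign sample 4) were lower as well.

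Of 39 lipid oxidation genes, 28 were lower and 4 higher (28 and 4 when adjusted over the list alone), with a median log2 fold change of -1.52 (camera, adjusted p = 0.017; passed under fry and did not pass with an estimated correlation). The 4 higher genes were Acss1, from 73.2 ± 20.9 to 156 ± 27.8 CPM, Crot (log2 fold change 0.73), Acsf2 (0.64) and Acadsb (0.47). The adjusted p-values of Acsf2 and Acadsb were 0.066 and 0.069, and without benign sample 3 neither was called and 2 lipid oxidation genes were higher. With the skeletal muscle score and Ucp1 as covariates, 16 lipid oxidation genes were lower and the list lost its call (median -0.48, adjusted p = 0.357), while in the fits that each left out 3 benign samples 26 to 29 were. Both settings were chosen after seeing the data.

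Of the 6 transport genes, 4 were lower and none higher (0 at an unadjusted p under 0.05). Mpc1 fell from 269 ± 177 to 48.9 ± 4.29 CPM (log2 fold change -2.46, adjusted p = 6.3e-05) and Mpc2 from 157 ± 91.6 to 54.5 ± 13.6 CPM (-1.52, adjusted p = 0.0013). Cpt1b fell from 161 ± 196 to 4.83 ± 2.18 CPM (-5.05, and -4.30 without benign sample 4) and Cpt2 from 170 ± 116 to 28.2 ± 5.71 CPM (-2.58). Cpt1a (-0.34, adjusted p = 0.29) and Cpt1c (-0.26, adjusted p = 0.41) were not different. Without tumor sample 5, Cpt1a was lower (-0.56, adjusted p = 0.036) and 5 of the 6 transport genes were lower.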

The intrinsic activation of respiration was not a ubiquitous finding for all processes linked to OXPHOS, as reactive oxygen species (Figure 8—figure supplement 1A) emission rates were higher in tumors compared to benign tissue when normalized to wet weight (Figure 8—figure supplement 1B), lower when normalized to total protein (Figure 8—figure supplement 1C), and not different when normalized to mitochondrial content (Figure 8—figure supplement 1D).

**Figure 7.**
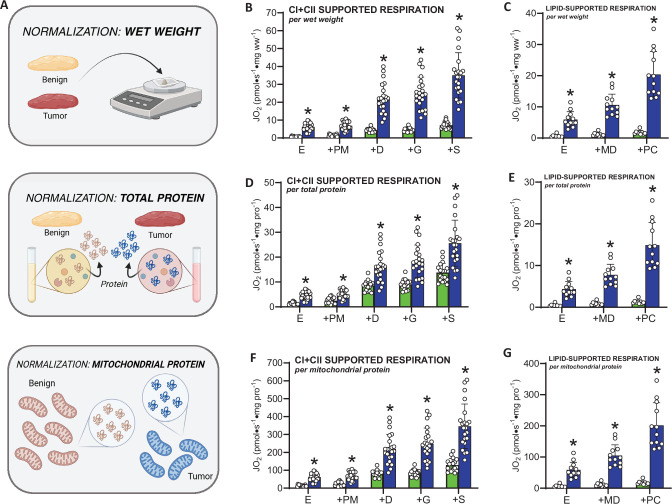
Assessment of lipid and carbohydrate-linked mitochondrial respiration and OXPHOS coupling in benign mammary tissue and HER2-driven mammary tumors. (**A**) Schematic depicting methods of normalization for respiration rates (*per wet weight*, *total protein*, *mitochondrial protein/enrichment*). (**B**) Complex I- and II-supported respiration normalized to tissue wet weight, (**C**) lipid-supported respiration normalized to tissue wet weight, (**D**) Complex I- and II-supported respiration normalized to total protein content, (**E**) lipid-supported respiration normalized to total protein content, and (**F**) Complex I- and II-supported respiration normalized to mitochondrial protein (mitochondrial enrichment factor, MEF). (**G**) Lipid-supported respiration normalized to mitochondrial protein. All individual values represent biological replicates (*n* = 9–22 biological replicates/group depending on the protocol). Data are presented as means ± SD, statistical analyses were conducted using an unpaired, two-tailed Student’s *t*-test (*p < 0.05). *Abbrev: E = Endogenous, PM = pyruvate (5 mM), malate (2 mM), D = ADP (5 mM), G = glutamate (10 mM), S = succinate (10 mM), PC = palmitoyl-carnitine (20 µM), CI + CII = maximal CI + CII-supported respiration (PMDGS)*.

**Figure 7—figure supplement 1.**
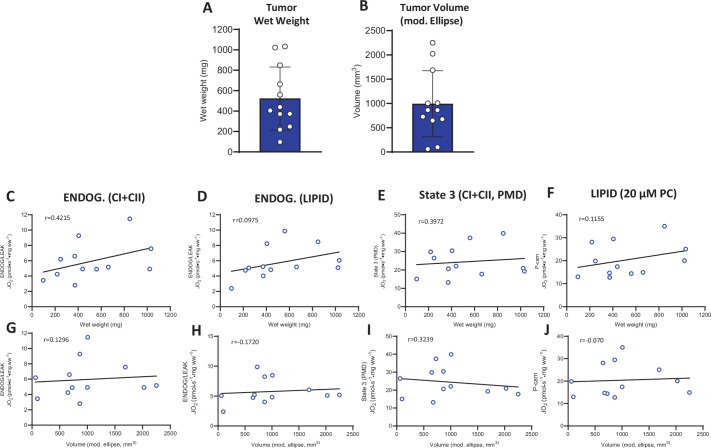
Correlation of tumor size and volume with maximal carbohydrate and lipid-supported respiration rates. (**A**) Tumor wet weight (whole tumor post excision). (**B**) Tumor volume calculated as a modified ellipse (*V* = 1/2(length*width^2^)). (**C–F**) Endogenous (no substrate, CI + CII protocol), Endogenous (no substrate, lipid protocol), State 3 (5 mM pyruvate, 2 mM malate, 5 mM ADP), and maximal lipid-supported (2 mM malate, 5 mM ADP, 20 μM palmitoyl-carnitine) respiration rates correlated with tissue wet weight. (**G–J**) Same respiration data as (**C–F**) but correlated with tumor volume. The Pearson correlation coefficient (*R*) values are listed for each correlation.

**Figure 8.**
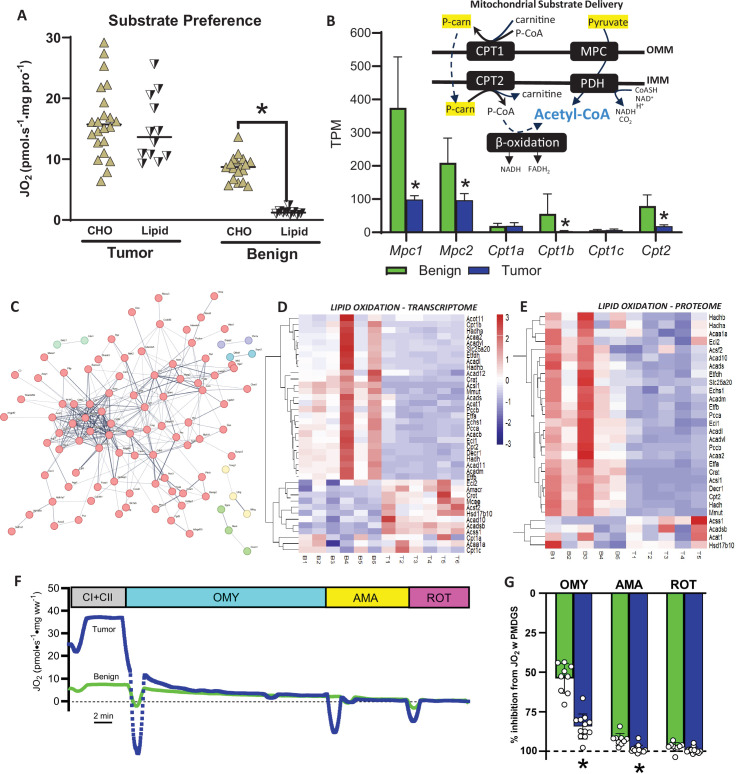
Lipid and carbohydrate linked respiration and lipid metabolism transcriptome and proteome. (**A**) Rates of carbohydrate (pyruvate, malate, ADP) and lipid (palmitoyl-carnitine, malate, ADP) supported respiration in tumors and benign mammary tissue. (**B**) Gene expression (transcripts per million) of mitochondrial pyruvate carrier and carnitine palmitoyltransferase isoforms mediating mitochondrial pyruvate and long chain fatty acid transport, respectively. (**C**) Network interaction showing downregulated (unsupervised analysis) gene clustering in the HER2-driven tumor transcriptome. (**D**) Heatmap of differentially expressed genes involved in lipid oxidation. (**E**) Heatmap of differentially expressed proteins involved in lipid metabolism. (**F**) Representative trace of protocol used to assess mitochondrial coupling. Following maximal rates of Complex I- and II-supported respiration, 1 µM oligomycin (OMY) was added to inhibit Complex V (ATP synthase), followed by 2.5 µM antimycin A (AMA) and 1 µM rotenone (ROT) to inhibit complexes III and I, respectively. (**G**) Group data for experiment depicted in (**F**) depicted as relative inhibition from maximal Complex I- and II-supported respiration (PMDGS) in each group. In panels **A, B, F, and G** data are presented as means ± SD and statistical analyses were conducted using an unpaired, two-tailed Student’s *t*-test (*p < 0.05).

**Figure 8—figure supplement 1.**
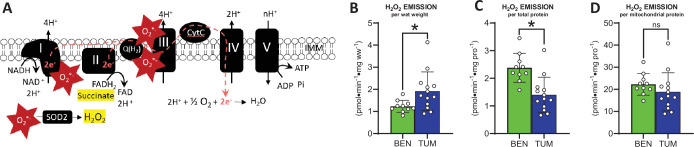
Reactive oxygen species emission in benign mammary tissue and HER2-driven mammary tumors. (**A**) Schematic depicting major sites of superoxide (O_2_^*−^) emission from respiratory Complexes I and III. Superoxide dismutase 2 (SOD2) subsequently catalyzes the dismutation of O_2_^*−^ into hydrogen peroxide (H_2_O_2_), which can be measured fluorometrically. (**B**) H_2_O_2_ emission per wet tissue weight. (**C**) H_2_O_2_ emission per total protein. (**D**) H_2_O_2_ emission per mitochondrial protein (MEF, mitochondrial enrichment factor). Statistical analyses were conducted using an unpaired, two-tailed Student’s *t*-test (*p < 0.05).

### High respiratory flux rates cannot be explained by OXPHOS uncoupling

Typically, respiratory capacity correlates with mitochondrial content in fully differentiated tissues (Boykov et al., 2023). However, given the apparent discrepancy between mitochondrial/OXPHOS protein content and respiratory flux rates in HER2-driven tumors, we investigated alternative explanations for this observation. One possible explanation for the observed enhanced respiratory rates could be due to the uncoupling of OXPHOS from ATP synthesis, especially when ROS emission is not proportional to respiratory flux. To address this possibility, we utilized oligomycin (OMY) to inhibit the F_0_ subunit of ATP synthase (Complex V) and examine its inhibitory potency between groups (Figure 8F). While OMY inhibited respiration in benign mammary tissue by ~55%, respiration in tumors was inhibited by ~80% (Figure 8G). Subsequent additions of antimycin A (AMA) to inhibit Complex III and rotenone (ROT) to inhibit Complex I fully inhibited respiration in both tissues (Figure 8G). Since respiration was inhibited to a greater extent in the tumors in response to OMY, this protocol strongly suggests that HER2-driven tumor mitochondria are highly coupled.

### Tumor mitochondria display altered morphology

When assessing the subcellular ultrastructure of HER2-driven mammary tumors using transmission electron microscopy (TEM), we observed smaller, more punctate mitochondria in tumors compared to benign tissue (Figure 9A). To determine whether ultrastructural observations aligned with the expression of genes and proteins involved in mitochondrial turnover, we filtered our transcriptomic and proteomic dataset using MitoCarta, specifically investigating mitochondrial proteins involved in mitochondrial dynamics and mitophagy. This approach revealed the upregulation of several genes and proteins involved in mitochondrial fission and generally a downregulation of genes and proteins involved in mitochondrial fusion (Figure 9B–H). Together, these data show morphological differences in tumor versus benign tissue mitochondria, which could potentially influence OXPHOS efficiency.

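Of 8 fusion genes tested, 5 were lower in tumors and 1 was higher (median log2 fold change -0.75). Mfn2 fell from 316 ± 164 to 71.8 ± 17.0 CPM (log2 fold change -2.14, adjusted p = 1.1e-04), and Miga2 (-1.41), Arl2 (-0.88), Oma1 (-0.76) and Mtch2 (-0.74) were also lower. Miga1 rose from 16.4 ± 3.92 to 50.8 ± 7.09 CPM (1.63), and Opa1 (-0.15, adjusted p = 0.55) and Mfn1 (0.11, adjusted p = 0.56) were not different. Pld6 was below the expression filter.

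Of 14 fission genes, 4 were higher and 3 lower (median 0.069). Spire1 rose from 35.6 ± 4.02 to 121 ± 15.3 CPM (1.77), Mtfr1 (0.48), Dnm1l (0.31) and Rab24 (0.30, adjusted p = 0.070) rose less, and Armc10 (0.35, adjusted p = 0.106) did not pass the threshold. Mtfp1 (-3.08), Mief2 (-2.13) and Slc25a46 (-0.55) were lower. Fis1 (-0.026), Mff (-0.22), Mief1 (0.0019), Mul1 (-0.17), Mtfr2 (0.19) and Stx17 (0.14) were not different, and the sign of Fis1, Mief1, Mul1 and Mtfr2 changed between settings. Rab24 lost its call without benign sample 3 or benign sample 5. Over the 12 fits that each left out 1 sample, 3 to 6 fission genes were higher, with 6 without tumor sample 5. Stx17 was highest without tumor sample 5, at 0.33, and was called in 1 of the 12 fits (lowest adjusted p = 0.021 by edgeR).

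Of 14 mitophagy genes, 3 were higher and 4 lower (median -0.17). Nipsnap1 (0.57), Usp30 (0.48) and Fundc1 (0.40) were higher, and Pink1 (-1.07, adjusted p = 0.020), Marchf5 (-0.87), Park7 (-0.44, adjusted p = 0.096) and Parl (-0.26, adjusted p = 0.077) were lower. Adjusted over the list alone, 2 mitophagy genes were lower, and the counts of the fusion and fission lists were unchanged. Parl lost its call in 10 of the 12 fits that each left out 1 sample and Park7 in 9. The count of lower mitophagy genes was 2 in 8 of these fits, 3 in 3 of them and 4 without benign sample 5. List scores of the 3 processes did not separate the groups (exact permutation tests, p = 0.0606 for fusion, p = 0.394 for fission and p = 0.513 for mitophagy, n = 6 per group). On fission, benign samples 1, 2 and 5 scored -0.39, -0.41 and -0.42, below every tumor (lowest -0.13). Benign samples 3, 4 and 6, which held muscle transcripts, scored 0.10 to 0.36. On fusion, benign samples 1, 2 and 5 (-0.18, -0.24 and -0.26) lay within the tumor range (-0.54 to -0.023). Benign samples 3, 4 and 6 lay above it (0.56 to 1.08). The fits with muscle and Ucp1 as covariates or 3 benign samples left out were not read for these lists. In camera none of the 3 lists passed. Under fry the fusion list passed in the lower direction (adjusted p = 0.038), and the fission and mitophagy lists did not pass.

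**Figure D2:**
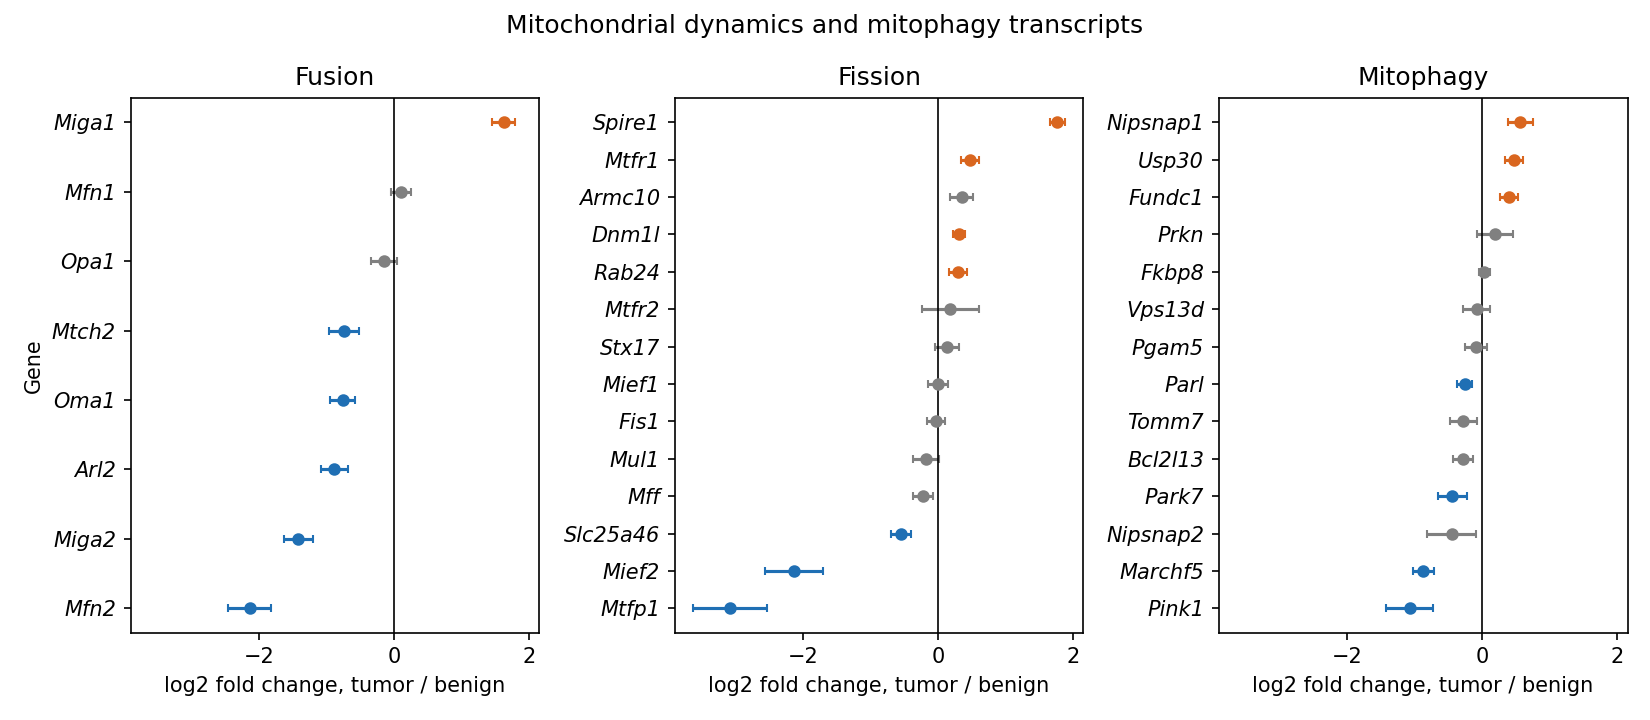
Log2 fold change of each fusion, fission and mitophagy gene between tumors and benign tissue (horizontal axis, with the standard error from edgeR as the bar) by gene (vertical axis). Genes with an adjusted p-value under 0.1 are orange when higher and blue when lower, and the others are grey. Fusion genes lie mostly to the left, from -2.14 for Mfn2, while fission and mitophagy genes lie on both sides of 0.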

**Figure 9.**
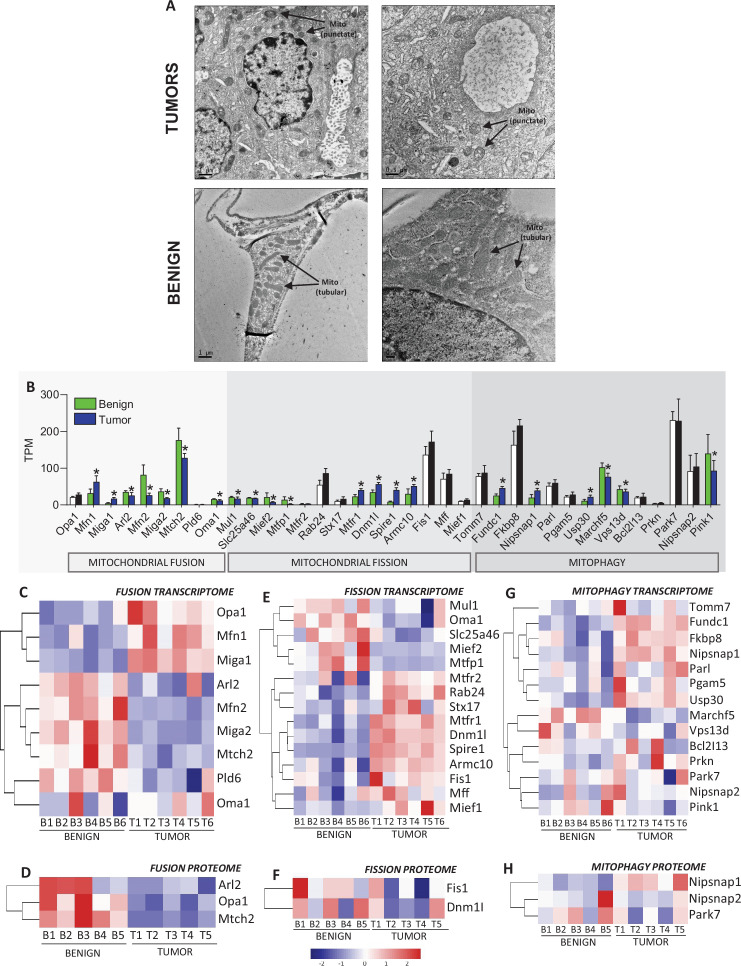
Mitochondrial morphology and assessment of mitochondrial fusion, mitochondrial fission, and mitophagy transcriptomes and proteomes in benign mammary tissue and HER2-driven tumors. (**A**) Transmission electron microscopy (TEM) images of tumor and benign samples showing punctate (tumor) versus elongated (benign) mitochondria. (**B**) Gene expression (detected by transcriptomics; transcripts per million) of fusion, fission, and mitophagy related genes separated per process filtered by MitoCarta, colored bars and * represent genes with an adjusted p-value of <0.1. Black and white bars represent genes with no significant differences between groups. (**C**) Heatmap of fusion transcriptome. (**D**) Heatmap of fusion proteome. (**E**) Heatmap of fission transcriptome. (**F**) Heatmap of fission proteome. (**G**) Heatmap of mitophagy transcriptome. (**H**) Heatmap of mitophagy proteome. TEM images are from independent tumor and benign tissue samples. Heatmaps depict all detected proteins (*n* = 5 biological replicates/group) and transcripts (*n* = 6 biological replicates/group).

### HER2 inhibition suppresses tumor respiration

Although the exact mechanism(s) driving OXPHOS activation despite reductions in mitochondrial content in our model remain unclear, we next asked whether HER2 activity directly regulates mitochondrial bioenergetics. To address this, we used NF639 cells – an epithelial line derived from mammary tumors from MMTV-c-neu transgenic mice, which, like our MMTV/neu^ndl^-YD5 model, display upregulated murine HER2/neu signaling (Amundadottir and Leder, 1998; Muller et al., 1988; Min et al., 2007; Romieu-Mourez et al., 2002) serving as a highly relevant cell-line analog to our intact tumor measurements. NF639 cells were treated with lapatinib, a dual HER2/EGFR tyrosine kinase inhibitor (Figure 10A), a well-described and validated inhibitor of HER2-mediated signaling (Serra et al., 2011; Xiang et al., 2019; Leung et al., 2015). Cells were exposed to 250 nM lapatinib for 24 hr, a dose and time regimen that was validated and did not notably compromise viability (Figure 10B). Using the same CI + CII linked respirometry protocol applied to the murine tumors (Figure 7B), lapatinib significantly reduced leak respiration, CI-linked respiration, and CI + CII-supported respiration relative to DMSO-treated cells (Figure 10C). Importantly, lapatinib did not induce a cytochrome c (CC) response (% change in respiration with CC, CON = −0.83%, LAP = −2.9%) and did not alter respiratory inhibition with OMY, AMA, or ROT (Figure 10C), indicating that mitochondrial integrity and coupling were maintained. Collectively, these findings demonstrate that upregulated HER2-signaling directly stimulates mitochondrial bioenergetics.

**Figure 10.**
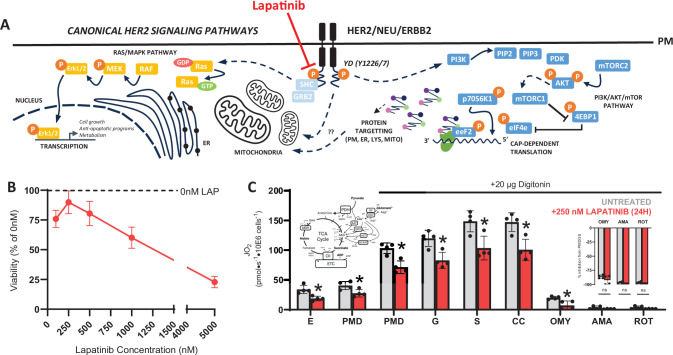
Mitochondrial respiration is suppressed by tyrosine kinase inhibitor lapatinib. (**A**) Schematic showing mechanism of lapatinib mediated inhibition of HER2 tyrosine kinase activity. (**B**) NF639 cell viability assessed using a crystal violet assay expressed as a percentage of untreated viability (0 nM lapatinib). (**C**) Complex I- and II-supported respiration in the presence of 20 µg digitonin in NF639 cells untreated (gray) or treated with 250 nM lapatinib for 24 hr. Left inset: Schematic of substrates supporting Complex I–II respiration, schematic of lapatinib or DMSO treatment. Right inset: Percent inhibition of maximal CI + II supported respiration (PMDGSC) with oligomycin (OMY), antimycin A (AMA), and rotenone (ROT). Following maximal rates of Complex I- and II-supported respiration, 1 µM OMY was added to inhibit Complex V (ATP synthase), followed by 2.5 µM AMA and 1 µM ROT to inhibit Complexes III and I, respectively. Each datapoint represents a technical replicate (duplicate), and data are presented as means ± SD. Statistical analyses were conducted using an unpaired, two-tailed Student’s *t*-test (*p < 0.05). *Abbrev: E = Endogenous, PMD = pyruvate (5 mM), malate (2 mM), D = ADP (5 mM), G = glutamate (10 mM), S = succinate (10 mM), CC = cytochrome c (10 µM)*.

## Discussion

The aim of the current study was to investigate the metabolic characteristics of a mouse model of HER2-driven mammary cancer compared to benign mammary tissue. Specifically, we focused on the bioenergetic adaptations that have occurred with HER2-driven tumorigenesis both with respect to mitochondrial function (respiration and ROS) and mitochondrial content (total mitochondrial proteome and OXPHOS complexes). This investigation revealed several findings: (1) HER2-driven mammary tumors exhibit high respiratory rates compared to benign mammary tissue, (2) tumors are capable of oxidizing lipids and pyruvate to a similar extent despite the downregulation of several genes involved in lipid catabolism, (3) high tumor respiration rates cannot be explained by higher mitochondrial content, and (4) HER2 signaling regulates the upregulation of tumor respiration. These data highlight that HER2-driven mammary tumors exhibit high OXPHOS rates despite lower mitochondrial content, challenging the typical bioenergetic relationship in fully differentiated tissues.

### Relationship between mitochondrial content and function in breast cancer

Studies simultaneously assessing mitochondrial content and mitochondrial respiration, and the contribution of these factors to breast cancer malignant transformation are scarce. While reductions in ETC subunit content/activity have been described in mitochondria isolated from human mammary carcinoma cultures compared to mammary epithelial cells (Putignani et al., 2008), it has been assumed that a reduction in ETC subunit content would manifest as a reduction in respiratory capacity. However, this is at odds with several reports that classify breast cancer cells as OXPHOS reliant due to increases in mitochondrial respiration correlating with advanced disease (Rohlenova et al., 2017; Hu et al., 2020; Pacheco-Velázquez et al., 2018). Indeed, across many cancers, it is generally assumed that mitochondrial content and respiratory function increase or decrease concomitantly; however, recent work has challenged this dogma, demonstrating that high rates of respiration normalized to tissue weight can be negated when corrected for mitochondrial mass (Nelson et al., 2021; McLaughlin et al., 2020), revealing intrinsic alterations in cancer cell bioenergetics. In the current study, utilizing this same approach to control for differences in mitochondrial content, we found that respiratory capacity supported by pyruvate and lipids in HER2-driven mammary tumors was significantly higher (~2- to 4-fold) compared to benign mammary tissue despite lower mitochondrial enrichment (total mitochondrial proteome) and lower abundance of several respiratory complex subunits, suggesting mitochondrial content-independent increases in mitochondrial respiratory capacity are acquired during HER2-driven tumorigenesis. This is a key finding independent of the specific mechanisms underlying the enhanced bioenergetics.

While the exact mechanisms underlying the activation of OXPHOS in the current work remain unclear, our findings allow us to speculate on several possibilities that could enhance respiration in a mitochondrial content-independent manner. It is unlikely these factors are mutually exclusive and include increased coupling of electron transfer to ATP synthesis (coupling efficiency), changes in the delivery of substrates across the mitochondrial membranes, intrinsic changes in the activity of ETC complexes and/or ATP synthase, alterations in mitochondrial morphology/dynamics, and signaling events linked to HER2 activation.

### Possible mitochondrial content-independent mechanisms supporting enhanced respiration rates in HER2-driven mammary cancer

#### Coupling efficiency

Several studies have suggested that a key function of mitochondrial respiration in cancer cells is the regeneration of NAD^+^, FAD, and ubiquinone to provide the necessary metabolites for biomass production, rather than ATP synthesis (Sullivan et al., 2015; Martínez-Reyes et al., 2020; Luengo et al., 2021). From a bioenergetic perspective, this could be achieved by inducing uncoupled respiration, which could manifest in an apparent increase in intrinsic mitochondrial respiration, given that measures of respiratory flux quantify oxygen consumption rather than ATP synthesis. However, in the present study, the Complex V inhibitor OMY inhibited respiration to a greater extent in HER2-driven tumors, suggesting that uncoupling cannot explain the enhanced respiration rates observed, and if anything, tumors are more coupled than benign mammary tissue. This interpretation aligns with work in MCF7 cells where mitochondrial ATP represents the majority of cellular ATP production (Giddings et al., 2021), suggesting the ATP synthetic function of OXPHOS in breast cancer is likely intact. Indeed, enhanced mitochondrial ATP provision and OXPHOS-dependent biomass expansion are not mutually exclusive processes, and increased coupled respiration would satisfy both the bioenergetic and biosynthetic requirements of rapid cell proliferation during tumorigenesis.

#### Substrate delivery and preference

Recent work has highlighted the dependency of HER2+ tumor cells on both lipid (long chain fatty acids) and carbohydrate-derived (pyruvate) substrate for optimal proliferative capacity (Nandi et al., 2024). In addition to pyruvate, HER2-driven tumors may be particularly poised to utilize lipids, given the proximity of cancer cells to adipocytes in the mammary tumor microenvironment (Wang et al., 2017), which has spurred interest in inhibiting lipid use/fat oxidation as an adjunct therapy in HER2-driven cancer (Nandi et al., 2024). Indeed, the use of endogenous substrate may be preferred as solid tumors expand and factors such as increased interstitial fluid pressure and extracellular matrix remodeling impact tumor vessel quality (Matuszewska et al., 2021), possibly limiting exogenous substrate delivery. However, at the transcript and protein level, enzymes involved in mitochondrial lipid uptake (CPT1, CPT2) and pyruvate uptake (MPC) were largely downregulated compared to benign tissue, which would limit rather than enhance mitochondrial substrate delivery. Despite this lower abundance of enzymes supporting mitochondrial substrate delivery, mitochondrial respiration supported by pyruvate and lipids was significantly higher in tumors. Considering lipid and carbohydrate oxidation converge within the mitochondrial matrix, both providing acetyl-CoA to the TCA cycle, it is possible that enhanced OXPHOS efficiency lies at a distal site, implicating intrinsic OXPHOS adaptations as a possible explanation for enhanced respiration in HER2-driven tumors.

#### Intrinsic OXPHOS adaptations

Several cancers are characterized by the altered expression of individual ETC subunits and/or ATP synthase, which can have functional repercussions on respiratory function (Smith et al., 2020; Nelson et al., 2021). In the current study, despite a consistent downregulation of subunits comprising Complexes I–IV in HER2-driven tumors, a subset of Complex V genes were not downregulated (specifically two subunits of the c-ring of F_0_ domain (*Atp5g1*, *Atp5g2*), two subunits of the F6 domain stalk connecting the F_0_ and F_1_ domains (*Atp5j1*, *Atp5j2*), and regulatory proteins ATPase inhibitory factor 1 (*Atpif1*) and distal membrane assembly component 2 (*Dmac2l*)). This shift essentially increases the ratio of ATP synthase/ETC and raises the possibility that a maintenance of these subunits may enhance OXPHOS rates in the face of downregulated CI–IV subunit content since maximal coupled respiration is usually limited by proton flux through ATP synthase. Interestingly, this observation was further supported by our assessment of scRNA-seq data in human breast tumors, where CV expression was generally uniformly and highly expressed across major cell types, further supporting the notion that the maintenance of CV may be important for tumorigenesis. Indeed, despite mtDNA lesions in proton pumping complexes (CI, CIII, and CIV) being common in many cancers, presumably reducing the content/function of these complexes, ATP synthase mutations are less common, suggesting positive selection may exist to maintain coupled respiration and ATP production (Smith et al., 2020; Wu et al., 2018; Schöpf et al., 2020). Thus, while speculative, it is possible that higher respiration rates in HER2-driven tumors may partially reflect maintained ATP synthase content/function.

While bioenergetic efficiency is typically related to intrinsic changes in OXPHOS stoichiometry, mitochondrial morphology can indirectly affect efficiency. We observed smaller, punctate mitochondria in HER2-driven mammary tumors when visualized by TEM, generally aligning with reductions in mitochondrial fusion and increases in mitochondrial fission-related targets. While the direct relationship between mitochondrial morphology and bioenergetics remains contentious, evidence suggests smaller mitochondria (due to enhanced fission or reduced fusion) may be associated with enhanced bioenergetics. Smaller mitochondria tend to have a higher surface-area-to-volume ratio, which has been correlated with upregulated OXPHOS in the liver (Zhou et al., 2022), and low rates of respiration are associated with the inhibition of mitochondrial fission (Lhuissier et al., 2024). Furthermore, rare genetic mitochondrial diseases are often characterized by hyper-fused mitochondria, which are associated with OXPHOS limitations (Zou et al., 2021). Indeed, morphological differences in breast cancer mitochondria are well described (Baek et al., 2023; Ren et al., 2021; Zhao et al., 2013; Han et al., 2015), and targeting mitochondrial dynamics for therapy is an active area of study (Zamberlan et al., 2022; Yin et al., 2016; Tang et al., 2018); however, there is a clear need to ascertain the relationship between mitochondrial dynamics and bioenergetics in tumorigenesis.

### Intrinsic activation of OXPHOS mediated by HER2

No matter the mechanisms underlying our observed bioenergetic activation in HER2-driven tumors, our experiments in NF639 cells demonstrate that HER2 activation appears to regulate respiratory function. Although findings in the literature regarding how HER2 activation or suppression influences mitochondrial content and bioenergetics remain mixed, several lines of evidence support the idea that HER2 is important for tumorigenesis and respiratory competence (Rohlenova et al., 2017; Novotna et al., 2024; Ding et al., 2012; Kurmi et al., 2018). Importantly, these studies collectively reinforce that changes in mitochondrial content alone cannot fully account for alterations in respiratory function, suggesting that HER2 may regulate intrinsic mitochondrial activity. Independent groups have shown that HER2 may localize to the inner mitochondrial membrane and directly interact with respiratory complexes (CI, CIV, CV), influencing their activity (Rohlenova et al., 2017; Novotna et al., 2024; Ding et al., 2012). Alternatively, indirect activation of bioenergetics via HER2 signaling is another possibility, which is supported by work showing mitochondrial ADP availability may be enhanced via mitochondrial creatine kinase (MtCK) phosphorylation by HER2 downstream effectors (Kurmi et al., 2018). Both mechanisms would alter bioenergetics without necessarily altering mitochondrial content, which aligns with our observation that content markers do not scale with respiratory capacity. Nonetheless, further research is required to more clearly delineate the relationship between HER2 signaling, OXPHOS activation, and possible mitochondrial content-independent mechanisms conferring respiratory competence.

### Conclusion

We provide evidence that HER2-driven mammary tumors display enhanced respiratory capacity despite lower mitochondrial content. This increased respiratory capacity could not be explained by changes in OXPHOS coupling; however, differences in mitochondrial morphology and the maintained expression of several subunits of ATP synthase suggest HER2-driven mammary tumors may undergo intrinsic adaptations in mitochondrial function during tumorigenesis. No matter the mechanism driving OXPHOS activation in our model, upregulated HER2 signaling is essential for the observed increases in mitochondrial respiratory capacity.

## Materials and methods

### Animals and breeding

All rodent experiments were conducted in accordance with institutional guidelines approved by the Animal Care Committee at the University of Guelph (AUP#5071). MMTV/*neu^ndl^*-YD5 mice on an FVB background were obtained from Dr. William Muller (McGill University) and Dr. David Ma (University of Guelph). Female MMTV/*neu^ndl^*-YD5 mice were obtained by breeding male heterozygous MMTV/*neu^ndl^*-YD5 mice with female FVB mice to yield WT or heterozygous transgenics. Mice were group housed in ventilated cages at room temperature (22°C) and kept on a 12:12 light–dark cycle with ad libitum access to a chow diet and water. Starting at 10 weeks, mice were monitored for tumor development on a biweekly basis for ~10 additional weeks. Mice with tumors exceeding 17 mm in length/width or a volume over 5000 mm^3^ were euthanized before the 20-week time point.

### Tumor and benign mammary tissue collection

Mice were anesthetized using sodium pentobarbital (60 mg/kg body weight) and checked for depth of anesthesia by leg retraction after tail pinch. Once under the surgical plane, a ventral incision was made up the midline and the skin separated bilaterally from the underlying fascia to allow for the excision of the intact mammary tumors. Depending on the number of tumors present (typically 1–5), tumors were allocated for mitochondrial function (placed fresh in BIOPS preservation buffer), histology (TEM: fixed in 2.5% glutaraldehyde/1% paraformaldehyde, IF: fixed in 10% formalin), or snap frozen in liquid nitrogen for further analysis (western blotting, transcriptomics, quantitative label-free proteomics) immediately after whole tumor wet weight was recorded. Paired mammary tissue with no visible tumors, furthest from the site of tumor excision (i.e. if tumors localized in cervical region benign tissue was harvested from inguinal region) were used as an internal comparison, denoted as benign mammary tissue. While mitochondrial respiration experiments were performed in paired tissue (benign and tumor from same mouse), transcriptomic, proteomic, and histological analyses were performed on tumors and benign samples from different mice due to tissue limitations.

### RNA sequencing and transcriptomic analyses

Frozen tissues were homogenized and lysed in TRIzol reagent. After centrifuging, the supernatant (aqueous phase) was applied to the RNeasy kit (QIAGEN, 74106) for subsequent total RNA extraction and purification in accordance with the manufacturer’s protocol. RNA samples were sent to the McMaster Genomics Facility where an RNA quality check, poly A enrichment, library prep, and quality check were performed as previously described (Wang et al., 2023). These samples were then run in an Illumina Nextseq P2, 2 × 50 bp sequencing run. FastQC and MultiQC were used for quality control of raw data. Salmon’s transcript-level quantification (Patro et al., 2017) and DESeq2 (Love et al., 2014) was used to detect DEGs with the threshold of adjusted p-value <0.1. PCA analysis was performed by using variance stabilizing transformation (VST) data through DESeq2 using the pcaExplorer package (Marini and Binder, 2019) in R (version 4.2.1). Functional enrichment analysis was performed by GO enrichment analysis (Mi et al., 2019) and KEGG mapping using the GOstats, KEGG.db, and Bioconductor packages. Heatmaps and volcano plots were generated with ggplot2 package using all detected genes or genes sorted by an adjusted p-value <0.1 by false discovery rate method. Detailed descriptions for each analysis are included in the figure descriptions.

### Western blotting

Tumor and benign mammary tissues were homogenized in lysis buffer, diluted to equal protein concentration (1 µg/µl), separated by SDS–PAGE, transferred onto PVDF membranes, and detected using enhanced chemiluminescence (ChemiGenius2 Bioimaging System, SynGene, Cambridge, UK) as previously described (Paglialunga et al., 2015; Miotto and Holloway, 2019). Commercially available primary antibodies were used to detect total and phosphorylated targets (p38 MAPK (CS9212S, 1:1000), ERK1/2 (CS9102S, 1:1000), Akt (CS4691S, 1:1000), mTOR (CS2972S, 1:1000), p70s6k1 (CS9202S, 1:1000), eEf2 (CS2332S, 1:1000), p-p38 MAPK (CS9211S, 1:1000), p-ERK1/2 (CS9101S, 1:1000), p-AKT (CS9271S, 1:1000), p-mTOR (CS2971S, 1:1000), p-p70s6k1 (CS9234S, 1:1000), p-eEF2 (CS2331S, 1:1000), OXPHOS subunits SDHB (of CII) and MTCO1 (of CIV) (Ab110413, 1:1000)). Due to rapid tissue/protein turnover in tumor tissues, Ponceau staining was an inappropriate loading control; however, trends in total protein targets between groups aligned with quantitative label-free proteomic analyses as a secondary method measuring protein content, validating targets detected by western blotting.

### Protein extraction and purification for LC–MS

A Bradford assay was used to determine the protein concentration in the samples. Twenty-five μg of protein per lysate was resolubilized with denaturation buffer (6 M urea/2 M thiourea) and concurrently reduced with 10 mM DTT and alkylated with 20 mM iodoacetamide at RT for 60 min. Samples were precipitated by adding 6:1 vol/vol cold acetone and kept at –80°C for 60 min and the pellet was collected after centrifugation at 10,000 × *g* for 10 min at 4°C. Samples were resuspended with 50 mM ammonium bicarbonate, and MD-grade trypsin (Thermo Fisher Scientific, Cat#90057) was added at a ratio of 1:50 protease to protein. Digestion occurred overnight at 37°C. After digestion, samples were dried by vacuum centrifugation and purified using Pierce C18 Spin columns (Thermo Fisher Scientific, cat#89873).

### LC–MS

The Vanquish Neo UHPLC system was coupled with Orbitrap Exploris 240 mass-spectrometer using the Easy-Spray source for nanoLC-MS protein identification. The Vanquish Neo UHPLC system was configured for trap and elute analysis. Peptides were first trapped and washed on a Pepmap Neo C18 trap column (5 µm, 300 µm × 5 mm) then separated on EASY-Spray columns 75 μm I.D. × 50 cm with the maximum pressure of 1200 bar. The nanoLC-MS system was controlled with Standard Instrument Integration (SII) for Xcalibur software. All hardware and data acquisition software were from Thermo Fisher Scientific. The mobile phase A and weak wash liquid was water with 0.1% FA, and the mobile phase B and strong wash liquid was 80% acetonitrile with 0.1% FA. The gradient was as follows: 4–19% B over 72 min, 19–29% B over 28 min, 29–45% B over 20 min, and a 14.5 min wash at 100% B with a flow rate of 300 nl/min. The autosampler temperature was 7°C, and the column temperature was 45°C. The sample was injected with Fast Loading set to ‘Enabled’ with Pressure Control at 500 bar. The column Fast Equilibration function was set to ‘Enabled’ with Pressure control at 800 bar, and the equilibration factor was set to 3. Vial bottom detection was set to ‘Enabled’.

### Data-dependent acquisition MS method

The Orbitrap Exploris 240 MS was operated in data-dependent acquisition (DDA) mode using a full scan with *m*/*z* range 375–1500, Orbitrap resolution of 60 000, normalized AGC target value 300%, and maximum injection time set to Auto. The intensity threshold for precursor was set to 1 × 10^4^. MS/MS spectra starting from 120 *m*/*z* were acquired in DDA mode with a cycle time of 2 s, where the precursors were isolated in a window of 1.6 Da and subsequently fragmented with HCD using a normalized collision energy of 30%. Orbitrap resolution was set to 15,000 for MS2. The normalized AGC target was standard, and the maximum injection time was set to Auto.

### Proteomics data analysis

Analysis of the tissue proteome was performed in R (version 4.2.1) and R Studio (version 2024.04.2+764). PCA was performed using the Vegan package. Volcano plots were created using log2 transformed fold change comparing cancer/benign tissue and -log10 adjusted p-value. p-values of differentially regulated proteins between each group were corrected with p.adjust (method = ‘fdr’) within each comparison. Depending on the analysis, heatmaps and volcano plots were generated using all detected proteins or proteins sorted by p.adjust <0.1; detailed descriptions for each analysis are included in the figure descriptions. Gene set enrichment was performed with the KEGG (Kanehisa et al., 2016) and EnrichR (Xie et al., 2021).

### Cell culture

NF639 murine mammary epithelial tumor cells were obtained directly from ATCC (CRL-3090, Lot #70017140) and used at p14 across all experiments. ATCC performs comprehensive authentication and quality-control testing on all distribution lots, and all cells tested negative for mycoplasma contamination (ATCC certified). Cell morphology was additionally monitored regularly by light microscopy to verify identity, and passage number was tracked consistently across experiments to ensure reproducibility. NF639 does not appear on the ICLAC Register of Misidentified Cell Lines. NF639 cells were cultured in DMEM supplemented with 10% fetal bovine serum (FBS; Gibco), 4 mM l-glutamine, 1 mM sodium pyruvate, 50 U/ml penicillin, and 50 µg/ml streptomycin (Wisent), maintained by passaging in 100 mm plates, and incubated at 37°C and 5% CO_2_. Cells were seeded in 96-well plates (10^4^ cells/well; *n* = 3 technical replicates) for microplate viability assays or in 100 mm plates for mitochondrial respiration experiments. At 60% confluency, cells were serum-starved for 6 hr, followed by lapatinib treatment (Cayman, 11493) in complete culture medium containing 2% FBS for 24 hr. Cell viability in the presence of lapatinib was tested using a crystal violet assay. Cells were treated with lapatinib at 0, 100, 250, 500, 1000, or 5000 nM for 24 hr. Following treatment incubation, cells were washed and stained with crystal violet dye (Abcam), and absorbance was measured at 570 nm as per the manufacturer’s instructions. Assays were repeated in triplicate. For mitochondrial respiration experiments, cells were treated with 250 nM lapatinib or DMSO (control) in complete culture medium containing 2% FBS for 24 hr. Cells were washed, trypsinized (1x trypsin-EDTA, Wisent), and centrifuged at 300 × *g* for 5 min before counting. Cells were washed and resuspended in 1x PBS and centrifuged at 300 × *g* for 5 min. Cells were resuspended in Mir05 respiration buffer (0.5 mM EGTA, 3 mM MgCl_2_·H_2_O, 60 mM potassium lactobionate, 10 mM KH_2_PO_4_, 20 mM HEPES, 110 mM sucrose, 20 mM taurine, and 1 g/l fatty acid free BSA; pH 7.1) for mitochondrial respiration.

### Mitochondrial respiration

Mitochondrial respiration experiments were performed using the Oroboros Oxygraph-2k systems at 37°C in MiR05 respiration with constant stirring at room air saturation (starting at 180 µM O_2_). For respiration experiments in intact tumors and benign tissue, 2–5 mg of permeabilized tumor tissue or 15–20 mg of permeabilized mammary tissue (both permeabilized with 20 µg/µl saponin) were used per 2 ml chamber, and each protocol was conducted as at least two technical replicates (duplicate) per tumor or benign sample. Prior to the addition of substrates for any protocol, endogenous (basal) respiration was assessed with no substrates added. Complex I- and II-supported respiration was assessed with the addition of 5 mM pyruvate, 2 mM malate, 5 mM ADP, 10 mM glutamate, and 10 mM succinate. This respiratory capacity measurement represents supraphysiological substrate concentrations delivered in the absence of diffusion limitations. In a subset of these experiments, subsequent additions of OMY (1 µM), AMA (2.5 µM), and ROT (1 µM) were added to assess OXPHOS coupling. In a separate protocol, lipid-supported respiration was assessed with 20 µM palmitoyl-carnitine in the presence of 2 mM malate and 5 mM ADP. For respiration experiments in NF639 cells, the same respiration buffers and chamber conditions were utilized. One million cells were added per technical replicate, and Complex I- and II-supported respiration was assessed using the same protocol described in intact tumors and benign tissue in the presence of 20 µg digitonin to ensure permeabilization. Respiration was expressed per viable cell.

### Reactive oxygen species emission

Mitochondrial hydrogen peroxide (H_2_O_2_) emission was determined fluorometrically (Lumina, Thermo Scientific, Waltham, MA) in permeabilized mammary tissue and mammary tumors as previously described (Paglialunga et al., 2015) with minor modifications. In brief, 2–5 mg of minced tissue was loaded into a cuvette containing Amplex Red (Invitrogen, Waltham, MA, USA), horseradish peroxidase (5 U/ml), saponin (20 µg/µl), superoxide dismutase (40 U/ml) in Buffer Z (105 mM K-MES, 30 mM KCl, 1 mM EGTA, 10 mM K_2_HPO_4_, 5 mM MgCl_2_, 5 µM glutamate, 5 µM malate, 0.5% BSA, pH 7.4). Emission rates were assessed at 37°C in the presence of 10 mM succinate and calculated using a standard curve generated with known concentrations of H_2_O_2_.

### Data normalization

Mitochondrial respiration rates and H_2_O_2_ emission were normalized to individual sample wet weight, group total protein content, and group mitochondrial content (MEF). Total protein content was calculated as a group average (*n* = 6 biological replicates/group) based on a Bradford assay and back-calculated total protein in a given wet weight of starting tissue. Data was normalized to mitochondrial protein by calculating the MEF for each group (*n* = 6 biological replicates/group) based on all detected mitochondrial proteins by quantitative label-free proteomics (Mouse MitoCarta 3.0 database) normalized to total protein abundance per sample as previously described by others (Boykov et al., 2023; McLaughlin et al., 2020).

### Histology

#### Transmission electron microscopy

Immediately following tissue dissection, tumor and benign mammary tissues were fixed in 2.5% glutaraldehyde/1% paraformaldehyde overnight at 4°C. The following day, tissues were washed 3x in 100 mM HEPES buffer in preparation for embedding. Tissue was stained with 1% osmium tetroxide for 3 hr, washed 3x in HEPES buffer, and further stained with 1% uranyl acetate for 3 hr before washing 2x in HEPES buffer and once in ddH2O. Stained tissue was dehydrated with a graded ethanol series, followed by infiltration with LR White resin. Blocks were polymerized at 60°C for 18 hr before ultramicrotomy. Sections were post-stained with uranyl acetate and lead citrate. Sections were allowed to fully dry before imaging on the FEI Tecnai G2 F20 transmission electron microscope operated under normal conditions at 120 kV.

#### Immunofluorescence

Tumor and benign samples (*n* = 4 biological replicates/group) were fixed in 10% formalin for 24 hr and stored in 70% ethanol at 4°C. Samples were blocked in paraffin and sectioned, deparaffinized in xylene, and rehydrated through a graded ethanol series. Samples were washed in PBS and incubated for 20 min in 0.02% sodium borohydride in PBS to quench endogenous phosphatase activity. Antigen retrieval was performed in citrate buffer (90°C) for 12 min, followed by a 20 min cooling period. Sections were then blocked in 5% BSA in PBS for 1 hr to prevent nonspecific antibody binding. Primary antibodies (anti-vimentin (1:100, Novus Bio NBP1-31327), anti-cytokeratin (1:100, Novus Bio NBP2-29429), anti-CD4 (1:200, Abcam AB183685), anti-CD138 (1:100, StemCell Technologies 60035), anti-CD31 (1:150, Abcam AB28364), or anti-CD68 (1:100, Novus Bio NB100-683)) were diluted in 1% BSA and applied overnight at 4°C in a humidified chamber. The following day, sections were incubated for 2 hr at room temperature with the appropriate fluorophore-conjugated secondary antibodies (Invitrogen): Alexa Fluor 594 anti-rabbit (1:100 or 1:200), Alexa Fluor 488 anti-mouse (1:100), Alexa Fluor 488 anti-rat (1:200), or Alexa Fluor 488 anti-rabbit (1:100). Slides were washed and mounted with ProLong Gold Antifade Mountant containing DAPI (Thermo Fisher) and protected from light for 24 hr before being transferred to –20°C for storage. Images were acquired at ×40 magnification using an Olympus BX-61 epifluorescence microscope equipped with Metamorph imaging software. Monochromatic images captured at 594 nm excitation were pseudocolored red, while those captured at 488 nm were pseudocolored green. Staining intensity was quantified in ImageJ using manual region-of-interest selection, and immunopositive area was expressed as a percentage of total tissue area (expressed as % immunopositive area).

### OXPHOS index and OXPHOS score calculations

A publicly available single-cell RNA-seq dataset from 26 human breast tumors (Wu et al., 2021) was combined with cell-type proportion analyses from our tumor and benign tissues (see Immunofluorescence methods) to estimate cell-type-specific contribution to OXPHOS.

Using human MitoCarta 3.0, we filtered for all detected OXPHOS subunit genes in the scRNA-seq dataset. For each major cell type described in the dataset (B-, T-, plasmablasts, CAFs, PVL, endothelial, myeloid, normal epithelial, and cancer epithelial cells), we extracted the percent of cells expressing each subunit gene. These percent expression values were averaged per complex to generate a mean CI–V expression value for each cell type. To account for differences in cell-type abundance within the scRNA-seq dataset, this percent expression was multiplied by the cell-type proportion reported in the same study. In subsequent calculations, this is reported as \begin{document}$\% Expression_{CT}$\end{document}.

To estimate cell-type-specific OXPHOS expression in our benign and tumor samples, we calculated an *OXPHOS mRNA Index* for all cell types present in both datasets (myeloid, T-, plasmablasts, endothelial, mesenchymal, and epithelial cells):

\begin{document}$$\displaystyle OXPHOS\, mRNA\, Index=\left (\% Expression_{CT}\right)*\left (\% Immunopositive_{CT}\right)$$\end{document}

where %Expression_CT_ is the average gene expression data per respiratory complex in each complementary major cell type (CT), and %Immunopositive_CT_ is cell type proportion measured by IF in our samples. This index represents how much each cell type is expected to contribute to CI–V expression in our tissues, integrating both expression and abundance.

Next, to estimate the contribution of each cell type to the OXPHOS transcriptome in the current study, the OXPHOS mRNA index in each cell type was summed to calculate a Total OXPHOS mRNA Score.

\begin{document}$$\displaystyle  Total\, OXPHOS\, mRNA\, Score=\sum\limits_{i=\mathrm{I,II, III, IV, V}}OXPHOS\, RNA\, Index\, Ci$$\end{document}

### Statistical analysis

Statistical analysis and data visualization were performed using Microsoft Excel, GraphPad Prism (version 10.2.3), R (version 4.2.1), and R Studio (version 2024.04.2+764). All data are presented as mean ± SD and data was considered statistically significant if p < 0.05. For transcriptomic and proteomic analyses, an adjusted p-value of <0.1 was utilized. As this study was exploratory, formal prospective sample size calculations were not performed; instead, sample sizes were determined based on practical and ethical considerations and are consistent with accepted standards in the field for each experimental platform. Post hoc power estimates based on observed variability and effect sizes are reported here for transparency. For tissue-based mitochondrial respirometry, *n* = 14–20 biological replicates per group were used, each performed in technical duplicate with reported values representing the mean of technical replicates. Observed biological variability was moderate across substrate states (CV: 23–46%; SD range: 0.29–12.67 across groups and substrates), and the observed differences between benign and tumor tissue were large across all substrate states (Cohen’s d range: 2.88–3.52; fold change: 4.9–9.9x), providing >99% power at a two-tailed *α* = 0.05. For cell culture respirometry, *n* = 4–5 independent biological replicates per condition were used, each performed in technical duplicate with reported values representing the mean of technical replicates. Observed biological variability was low-to-moderate across primary substrates (CV: 9–20%; SD range: 2.43–17.66), with large effect sizes between treatment conditions (Cohen’s *d* range: 1.97–3.24), providing 80–100% power at a two-tailed *α* = 0.05. For transcriptomics and quantitative label-free proteomics, *n* = 5–6 biological replicates per group were used, consistent with accepted standards for discovery-based analyses employing FDR correction across analytes. Details regarding specific statistical analyses are included in the Results section and within each figure legend.

## Data Availability

Raw RNA sequencing and proteomics data were deposited in GEO (accession number: GSE315552) and PRIDE databases (accession number: PXD071897), respectively. The following datasets were generated: FrangosS BrunettaH WangD 2026HER2-driven mammary tumorigenesis enhances bioenergetics despite reductions in mitochondrial contentNCBI Gene Expression OmnibusGSE31555210.7554/eLife.104079PMC1314882342089475 FragosS HollowayG 2026MMTV-NEU-NDL-YD5 TUMOR AND BENIGN LCMSPRIDEPXD071897 The following previously published dataset was used: Al-EryaniG RodenD JunankarS HarveyK AnderssonA ThennavanA WangC TorpyJ BartonicekN WangT LarssonL KaczorowskiD WeisenfeldN UytingcoCR ChewJG BentZW ChanC GnanasambandapillaiV DutertreC GluchL HuiMN BeithJ ParkerA RobbinsE SegaraD CooperC MakC ChanB WarrierS GinhouxF MillarE PowellJE WilliamsSR LiuX O'TooleS LimE LundebergJ PerouCM SwarbrickA WuSz 2021A single-cell and spatially resolved atlas of human breast cancersNCBI Gene Expression OmnibusGSE17607810.1038/s41588-021-00911-1PMC904482334493872

# Supplementary material for: HER2-driven mammary tumorigenesis enhances bioenergetics despite reductions in mitochondrial content
**Source:** eLife. 2026 May 6;14:RP104079. doi: 10.7554/eLife.104079
**Supplement:** Figure 1—source data 1.

## Slide 1
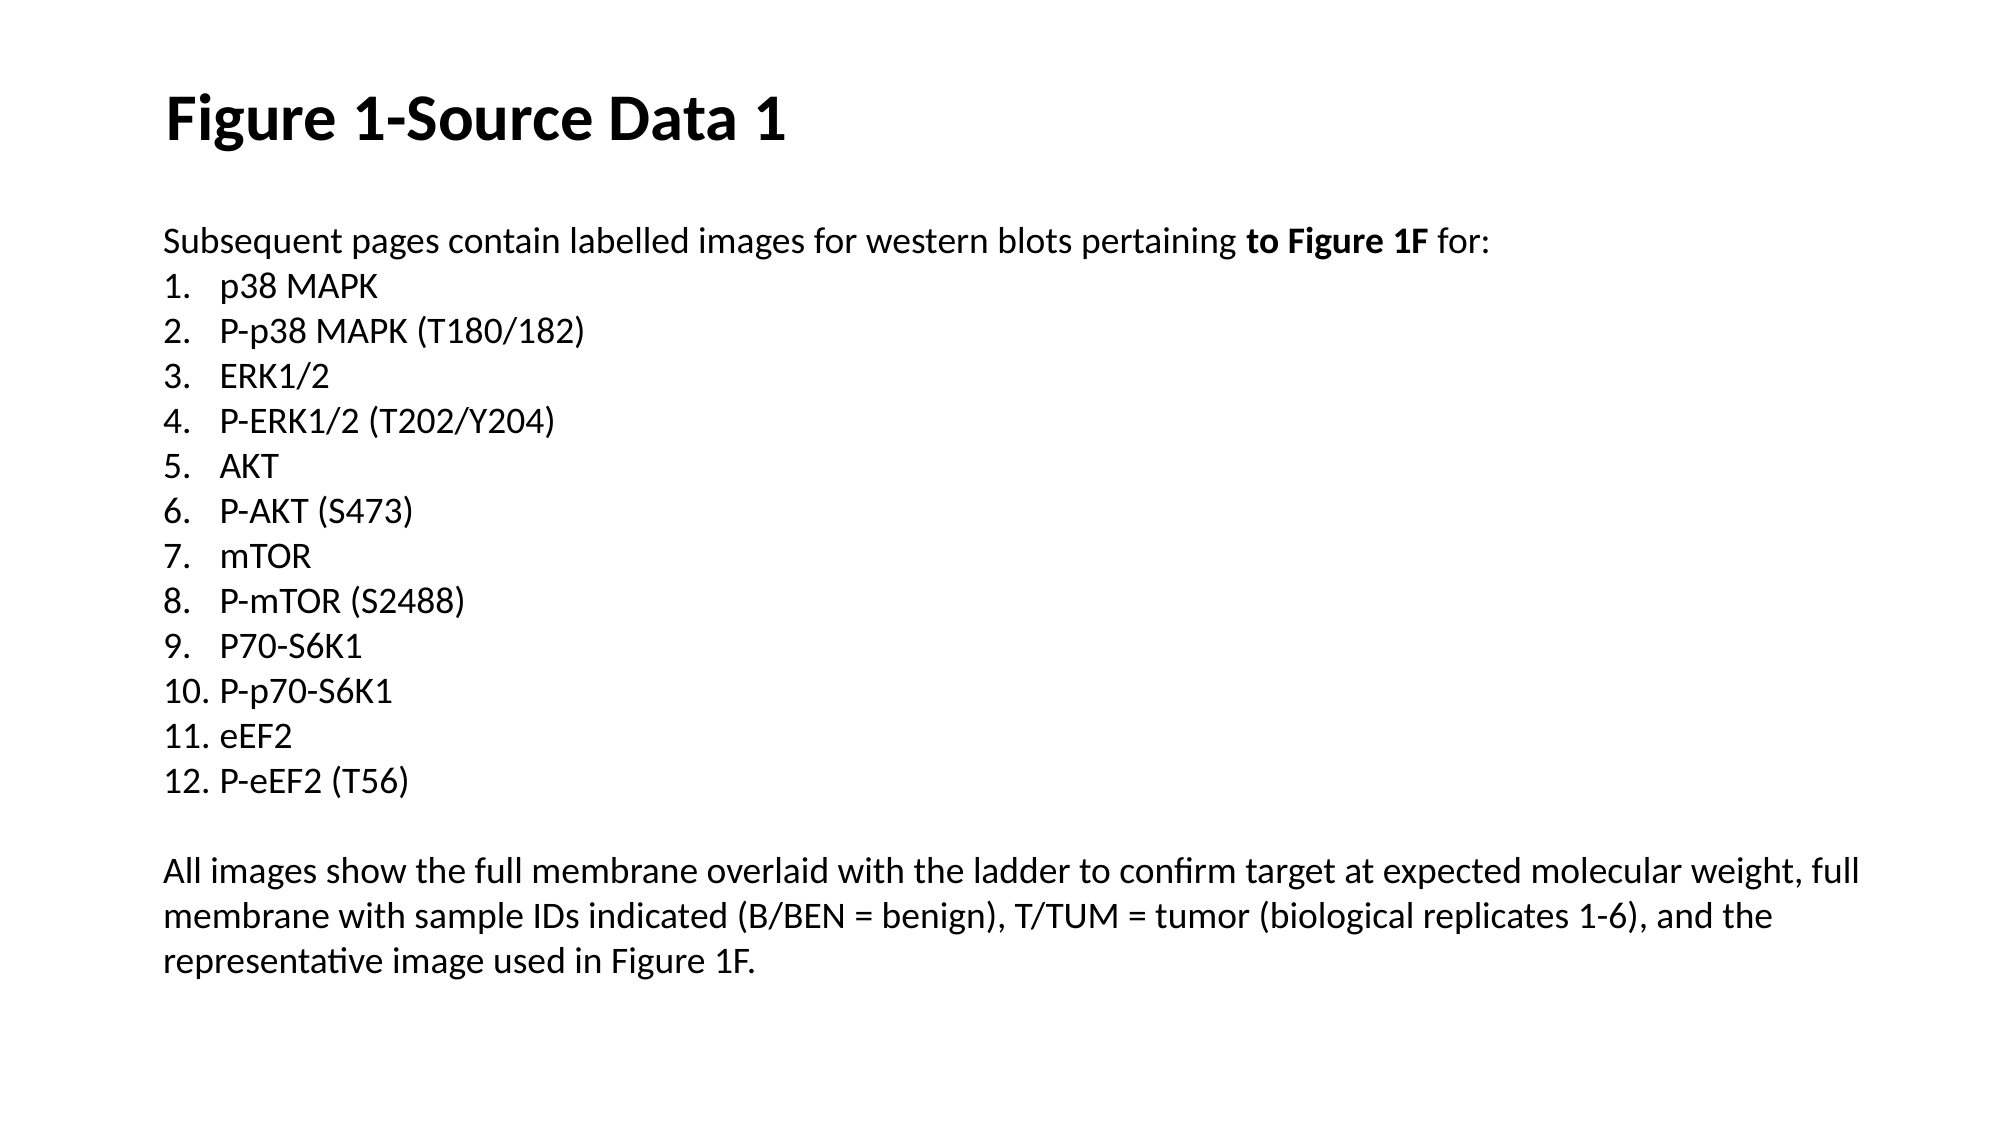

Figure 1-Source Data 1
Subsequent pages contain labelled images for western blots pertaining to Figure 1F for:
p38 MAPK
P-p38 MAPK (T180/182)
ERK1/2
P-ERK1/2 (T202/Y204)
AKT
P-AKT (S473)
mTOR
P-mTOR (S2488)
P70-S6K1
P-p70-S6K1
eEF2
P-eEF2 (T56)
All images show the full membrane overlaid with the ladder to confirm target at expected molecular weight, full membrane with sample IDs indicated (B/BEN = benign), T/TUM = tumor (biological replicates 1-6), and the representative image used in Figure 1F.

## Slide 2
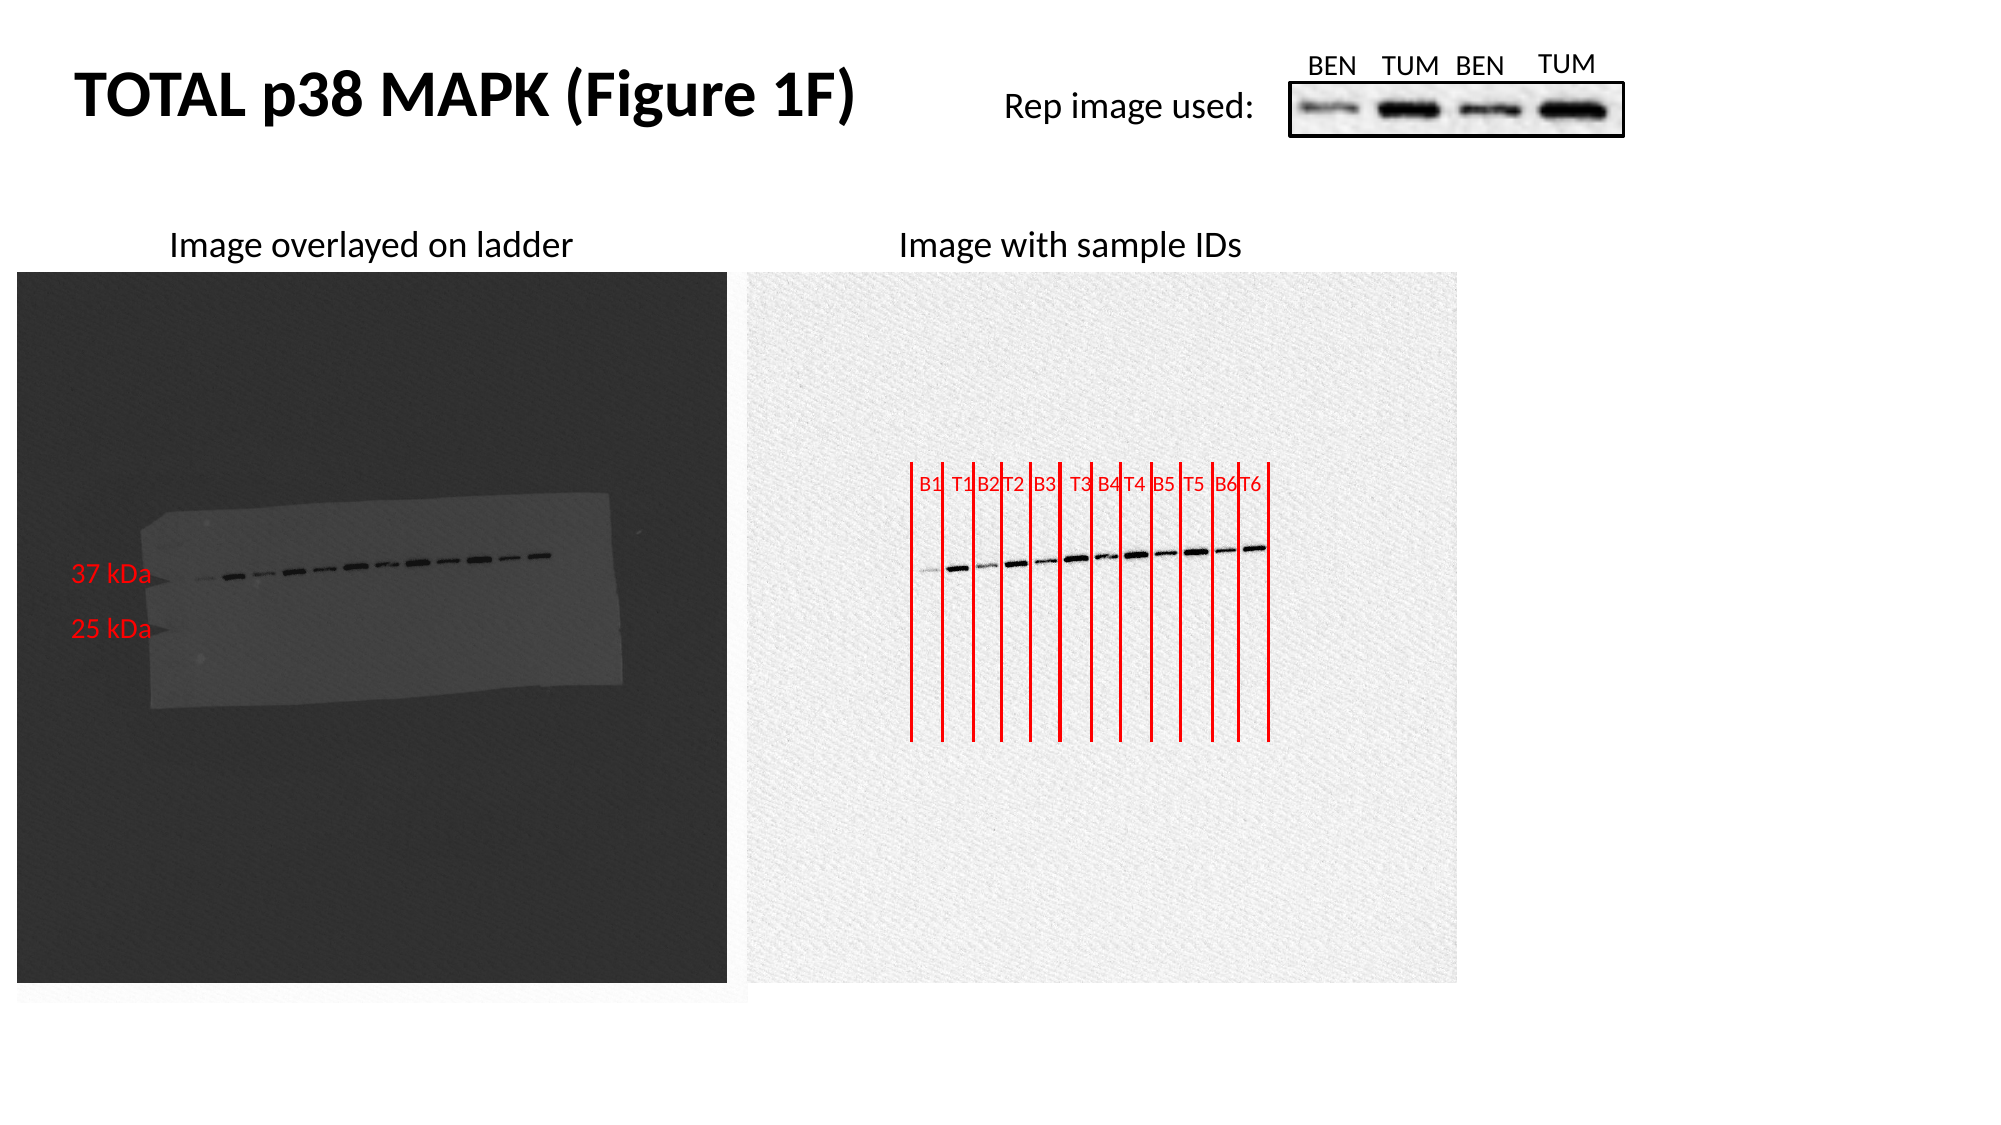

TUM
BEN
BEN
TUM
TOTAL p38 MAPK (Figure 1F)
Rep image used:
Image overlayed on ladder
Image with sample IDs
B1
T1
B2
T2
B3
T3
B4
T4
B5
T5
B6
T6
37 kDa
25 kDa

## Slide 3
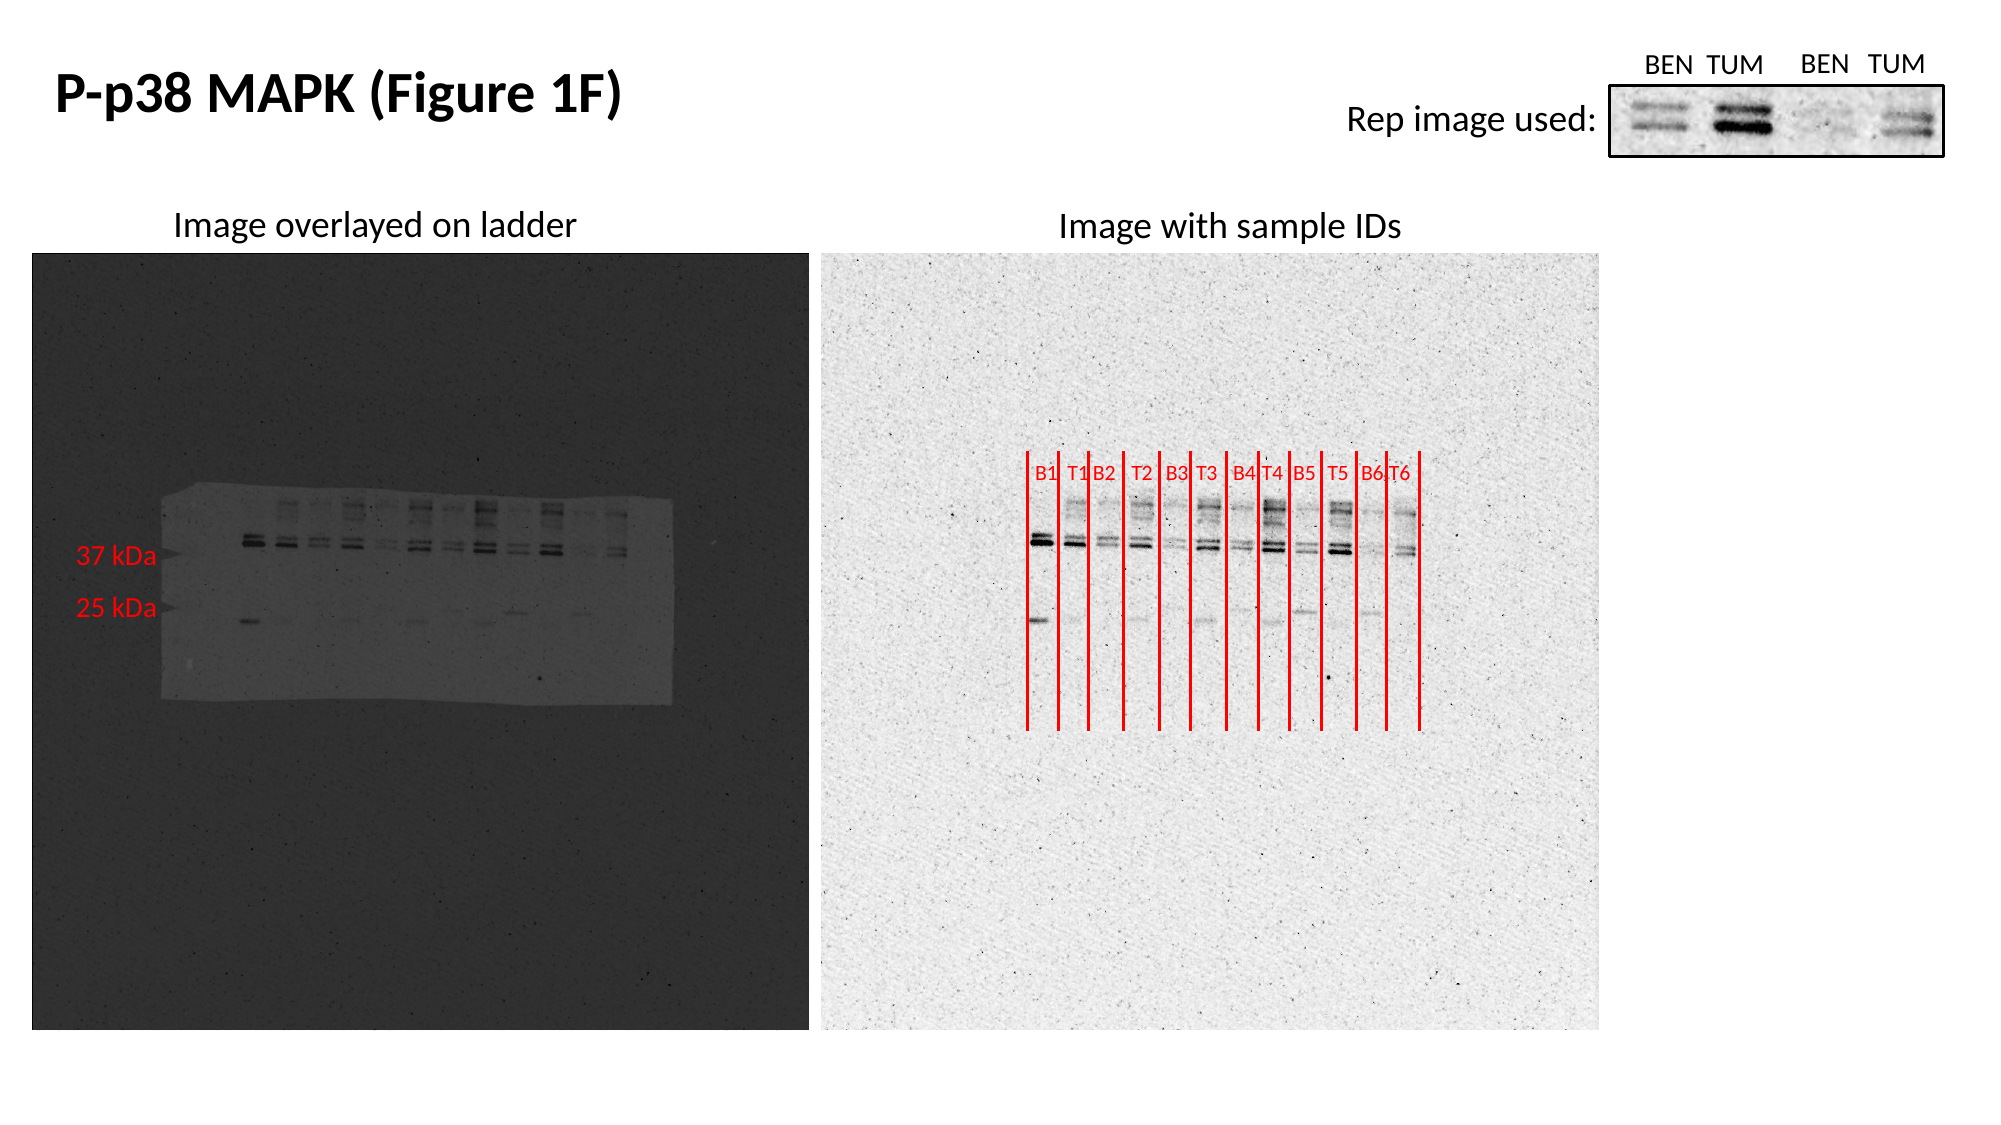

BEN
TUM
TUM
BEN
P-p38 MAPK (Figure 1F)
Rep image used:
Image overlayed on ladder
Image with sample IDs
B1
T1
B2
T2
B3
T3
B4
T4
B5
T5
B6
T6
37 kDa
25 kDa

## Slide 4
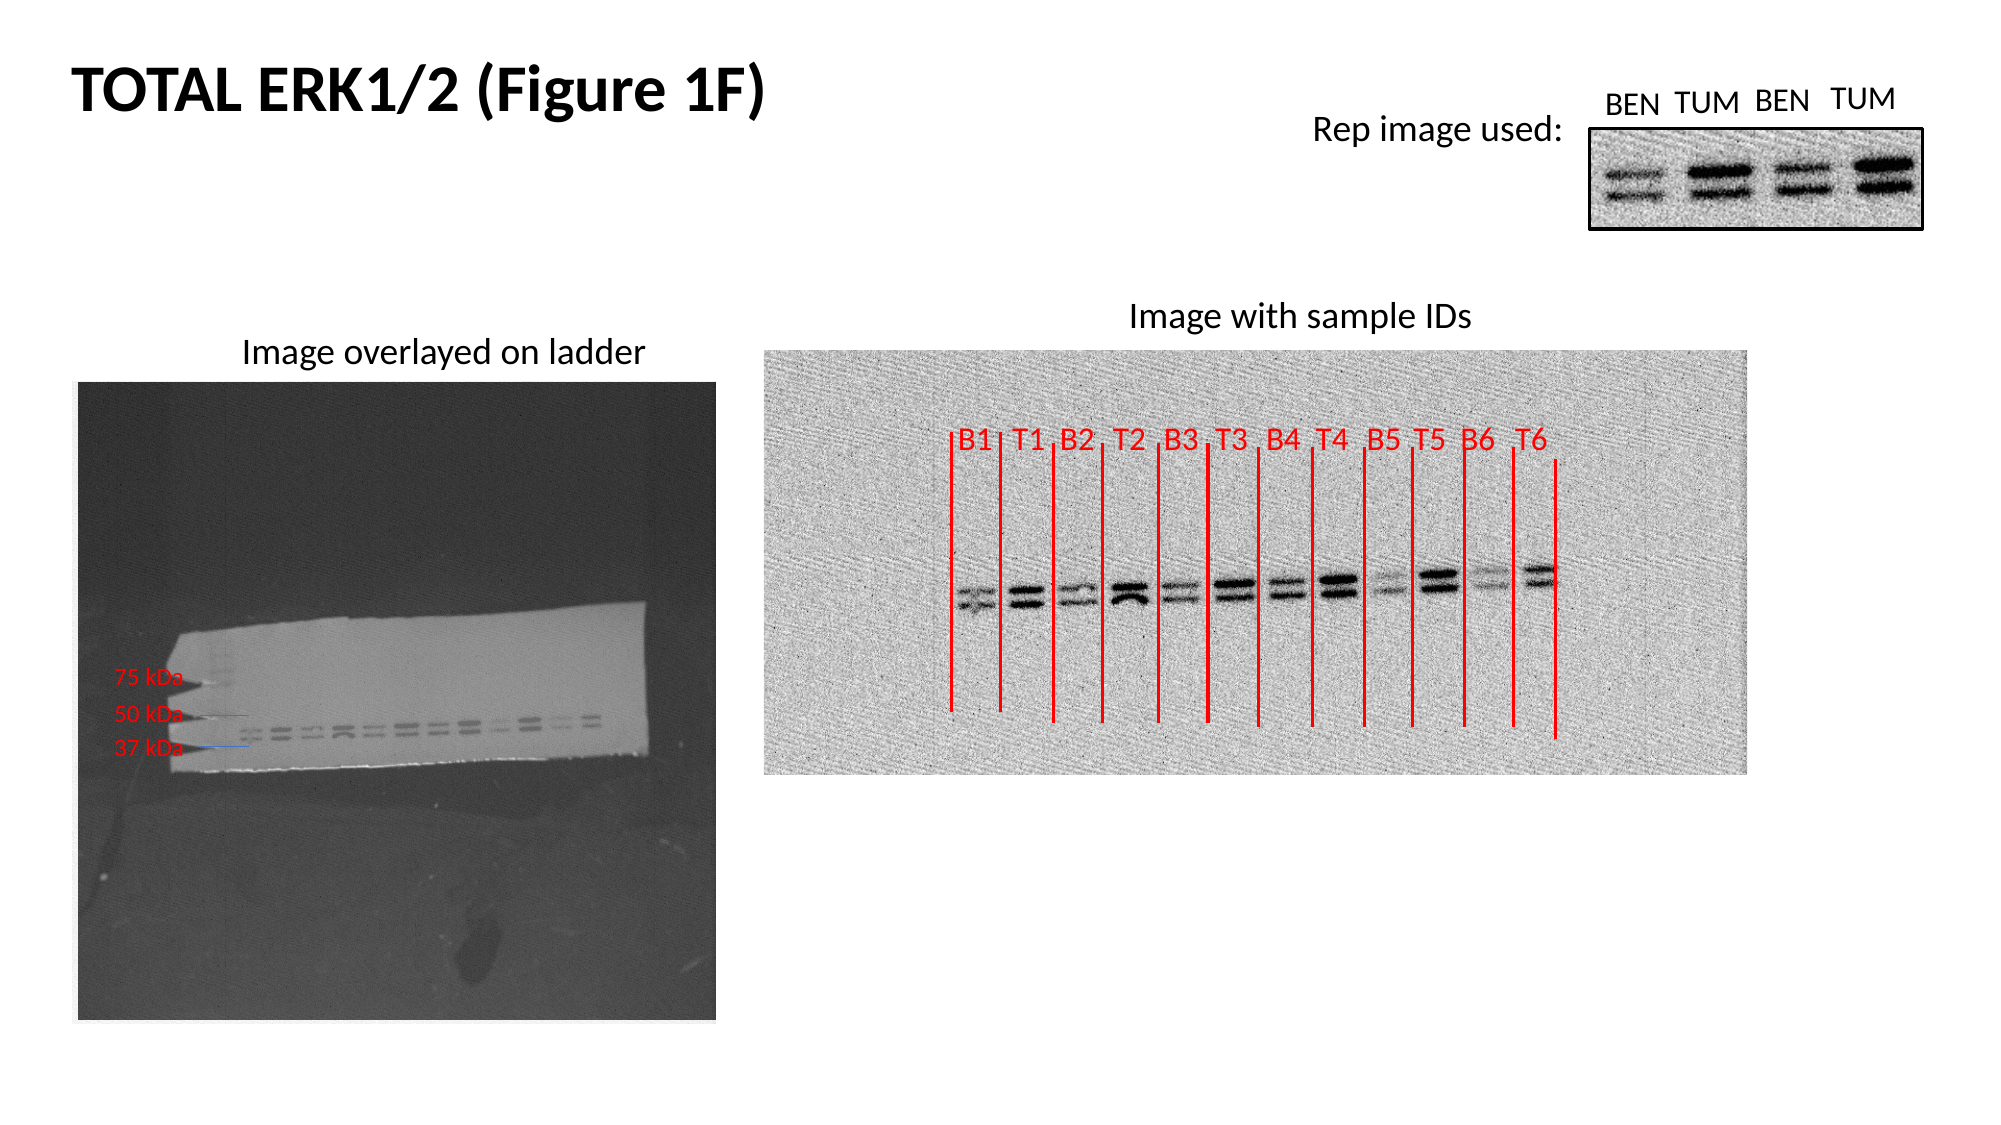

TOTAL ERK1/2 (Figure 1F)
TUM
BEN
TUM
BEN
Rep image used:
Image with sample IDs
Image overlayed on ladder
B1
T1
B2
T2
B3
T3
B4
T4
B5
T5
B6
T6
75 kDa
50 kDa
37 kDa

## Slide 5
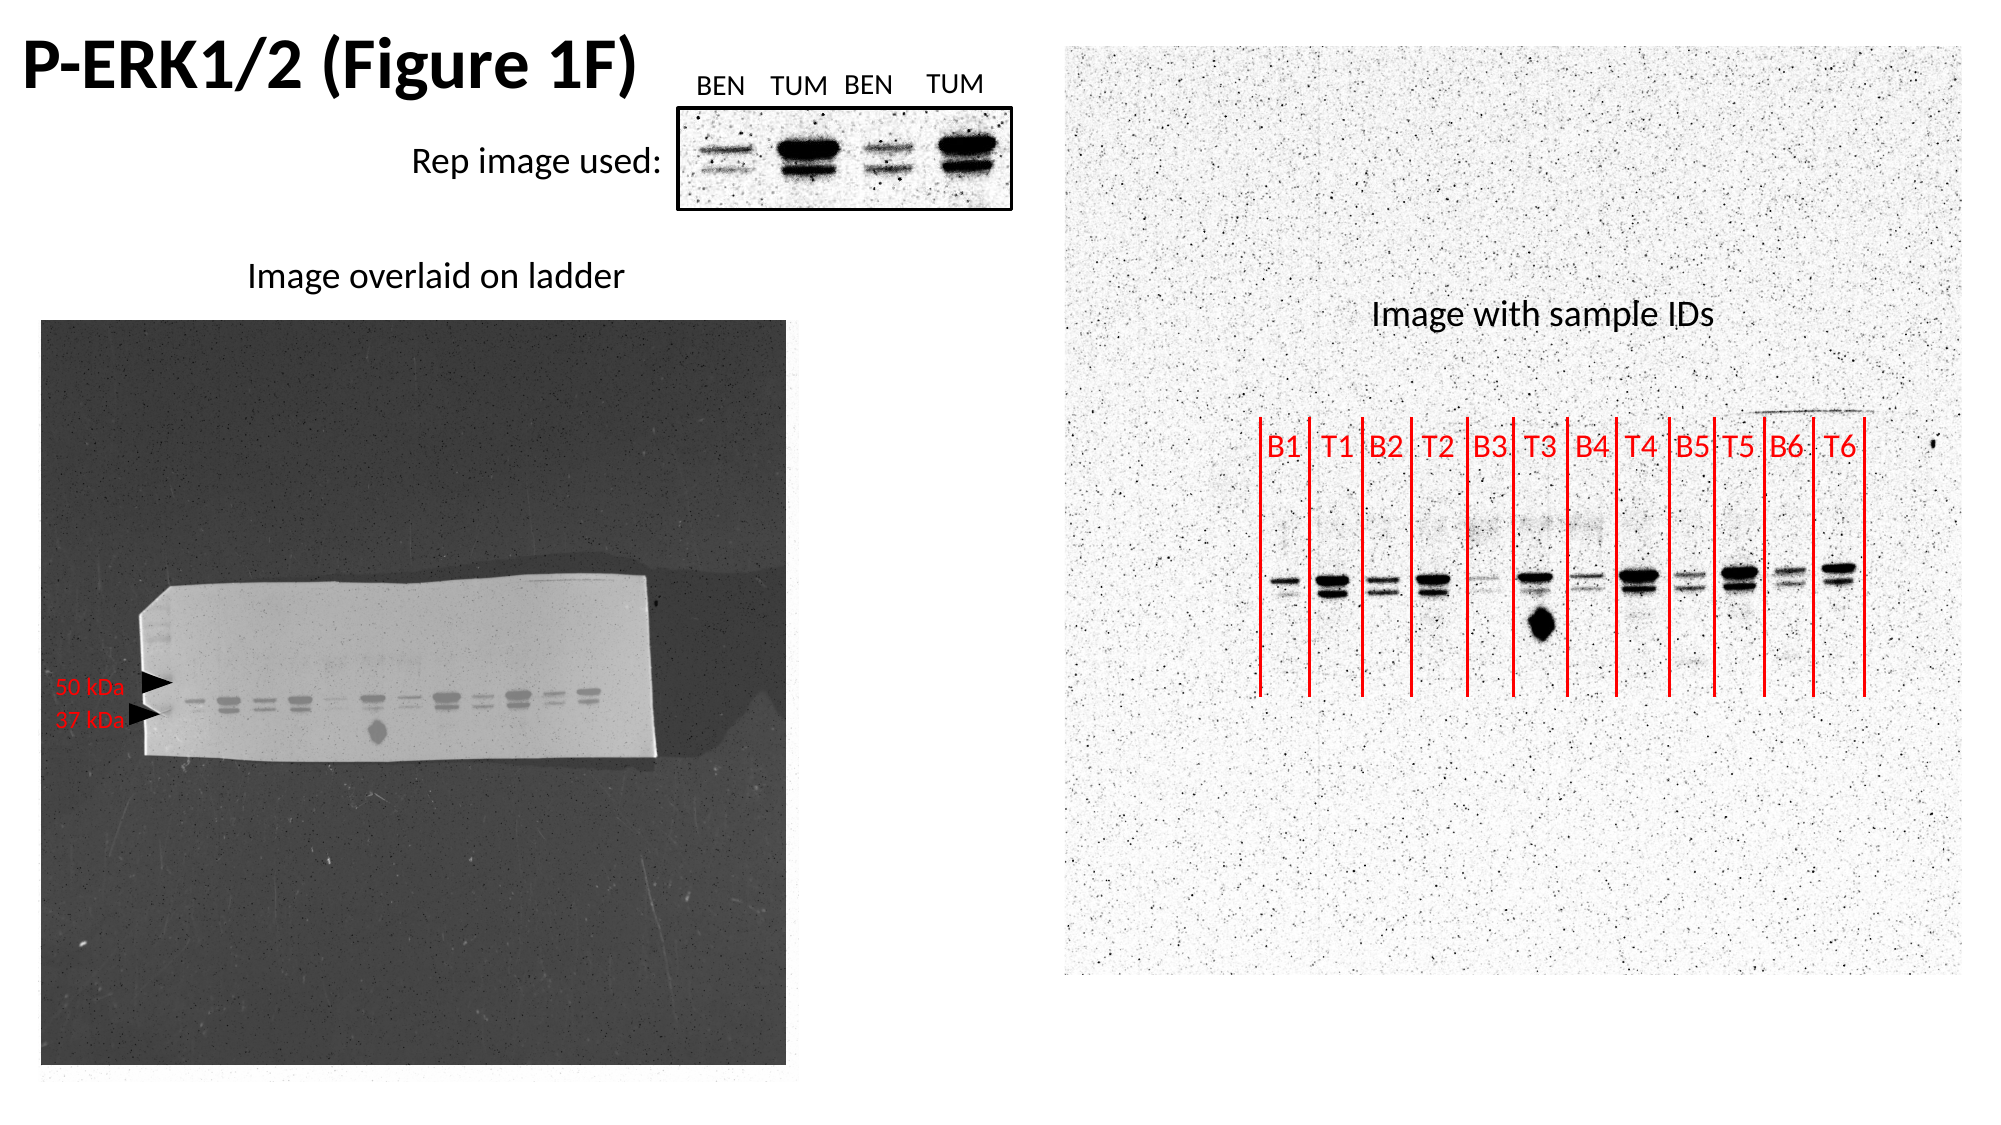

P-ERK1/2 (Figure 1F)
TUM
BEN
BEN
TUM
Rep image used:
Image overlaid on ladder
Image with sample IDs
B1
T1
B2
T2
B3
T3
B4
T4
B5
T5
B6
T6
50 kDa
37 kDa

## Slide 6
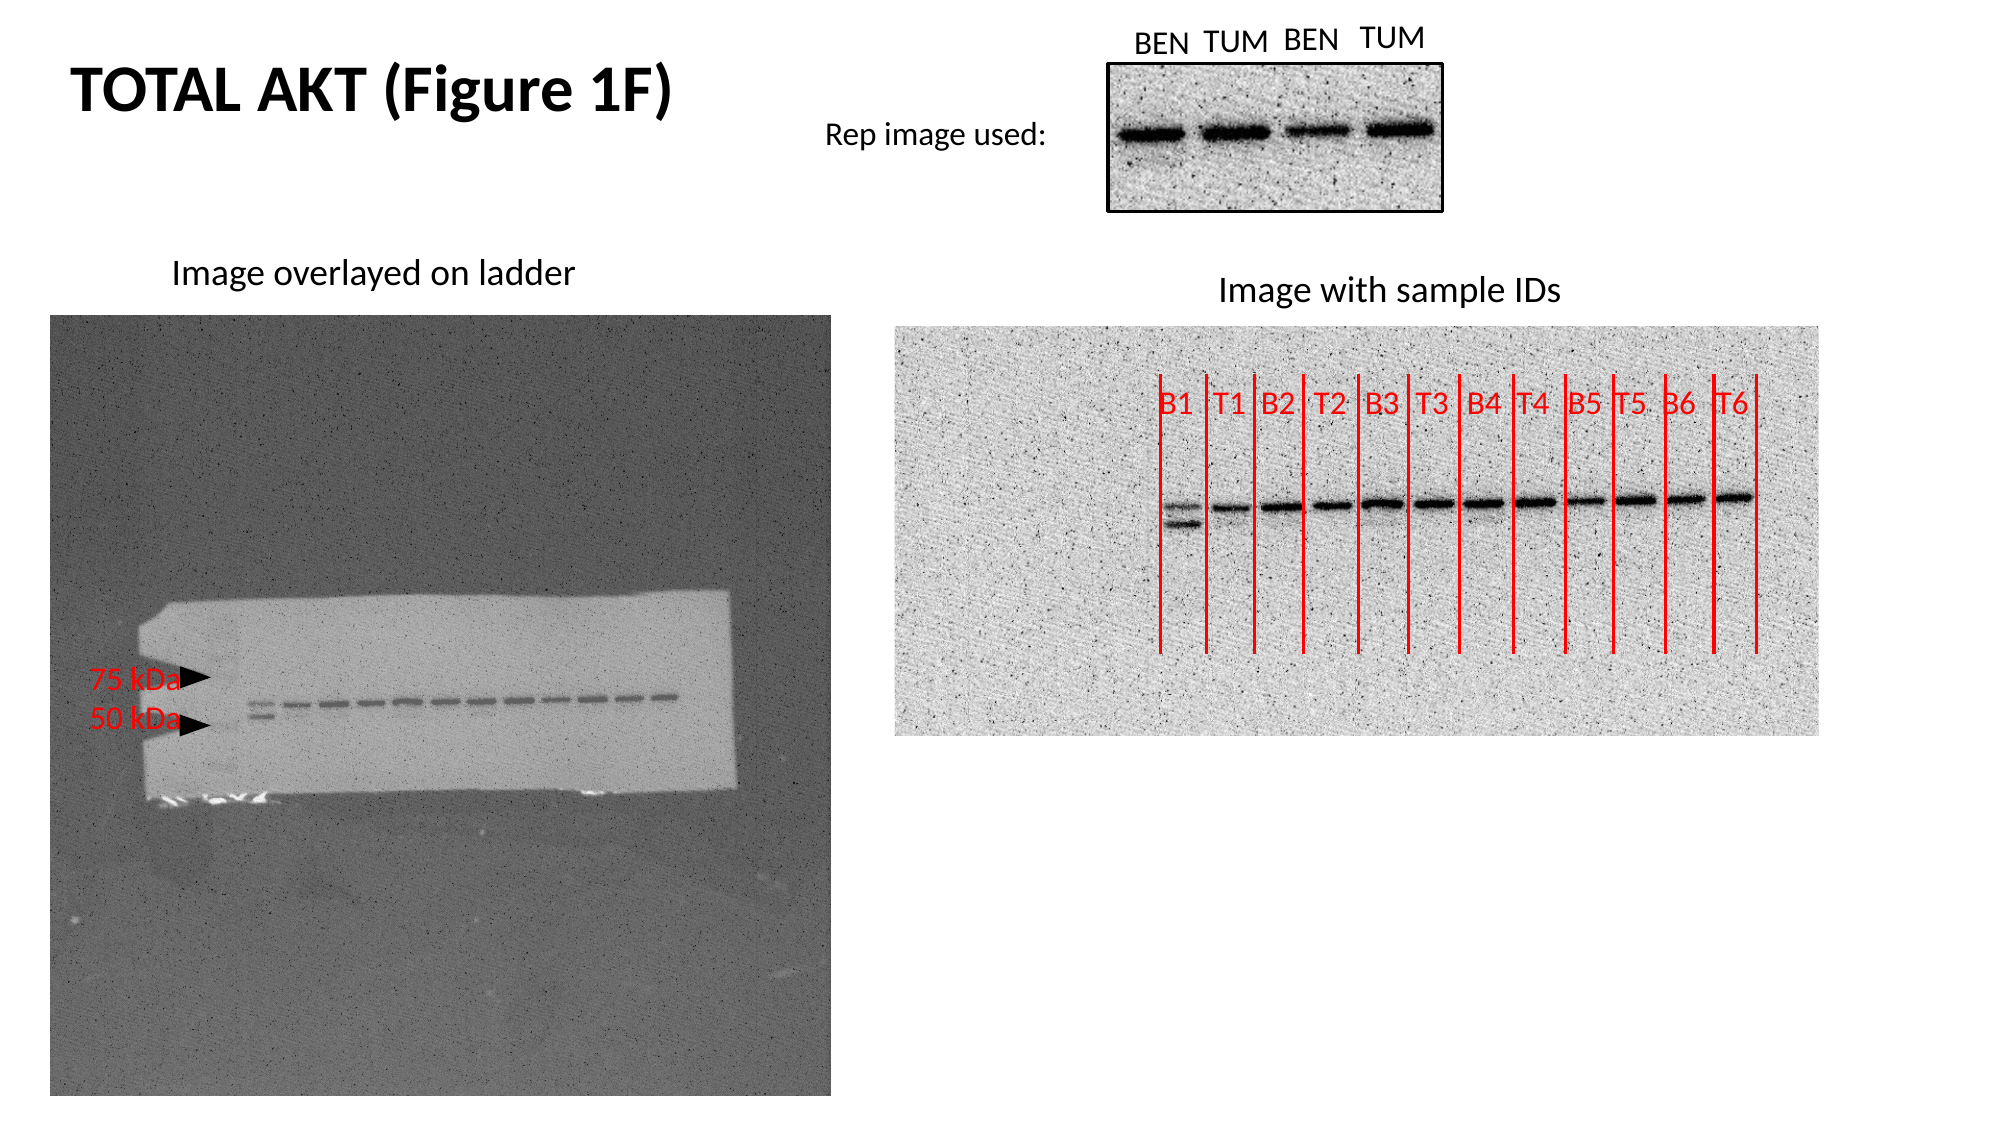

TUM
BEN
TUM
BEN
TOTAL AKT (Figure 1F)
Rep image used:
Image overlayed on ladder
Image with sample IDs
B1
T1
B2
T2
B3
T3
B4
T4
B5
T5
B6
T6
75 kDa
50 kDa

## Slide 7
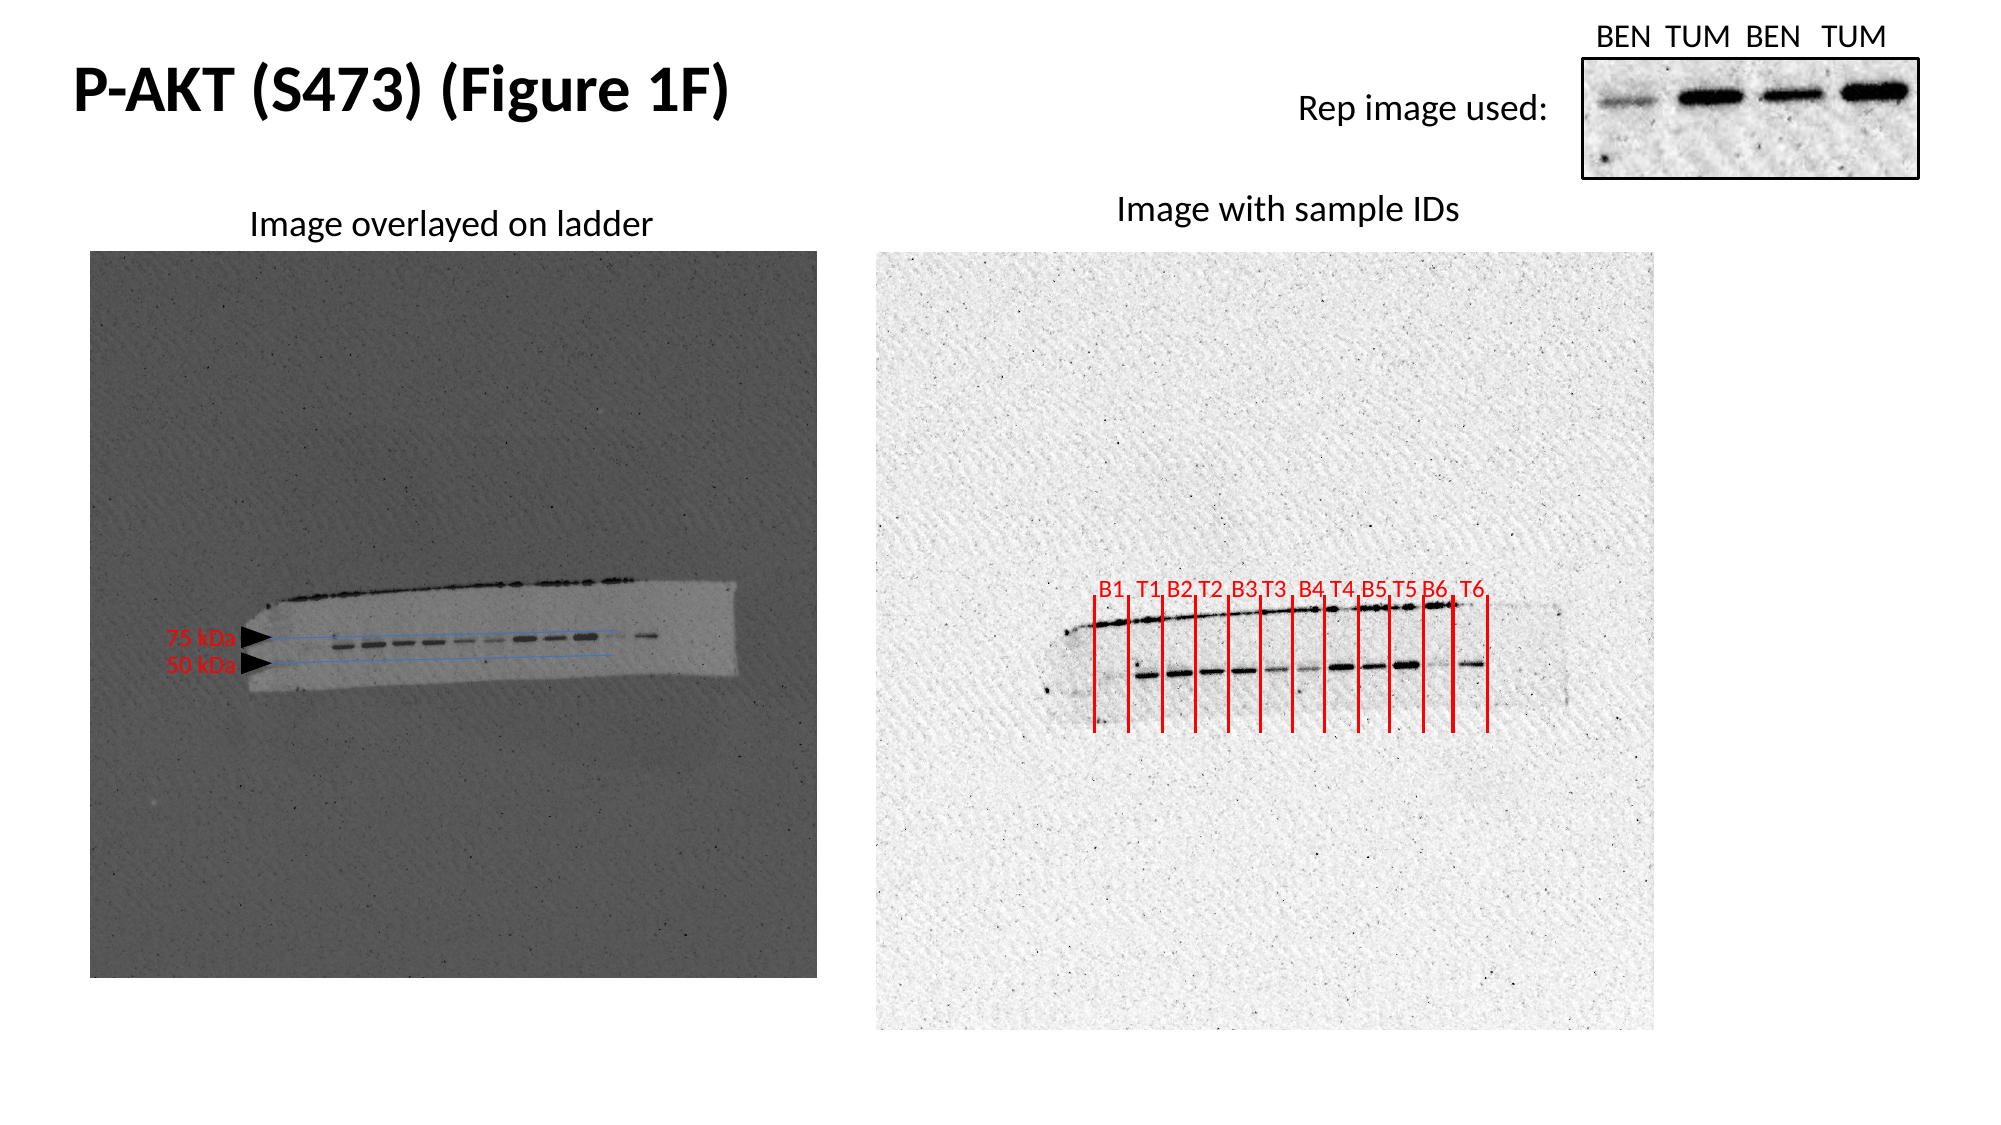

BEN
TUM
BEN
TUM
P-AKT (S473) (Figure 1F)
Rep image used:
Image with sample IDs
Image overlayed on ladder
B1
T1
B2
T2
B3
T3
B4
T4
B5
T5
B6
T6
75 kDa
50 kDa

## Slide 8
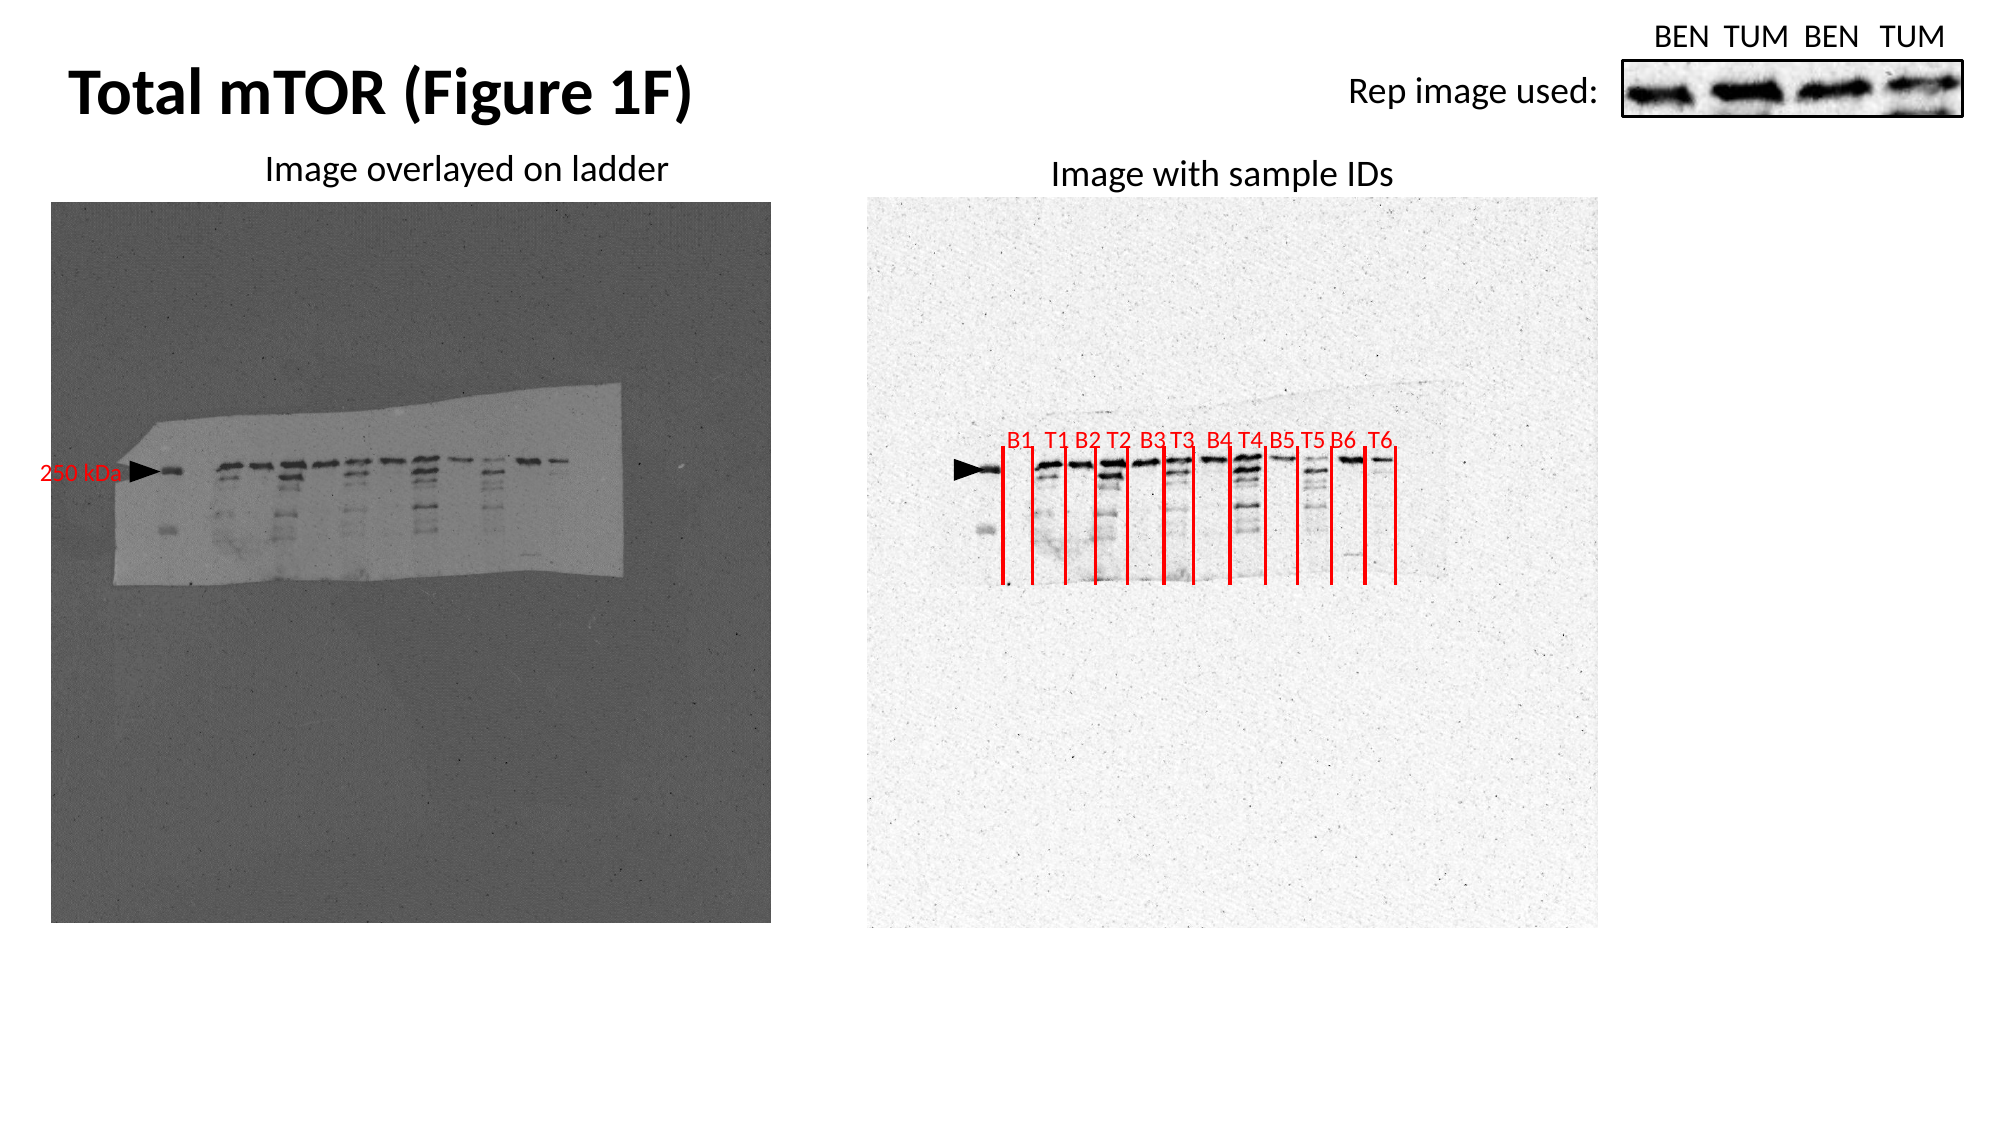

BEN
TUM
BEN
TUM
Total mTOR (Figure 1F)
Rep image used:
Image overlayed on ladder
Image with sample IDs
B1
T1
B2
T2
B3
T3
B4
T4
B5
T5
B6
T6
250 kDa

## Slide 9
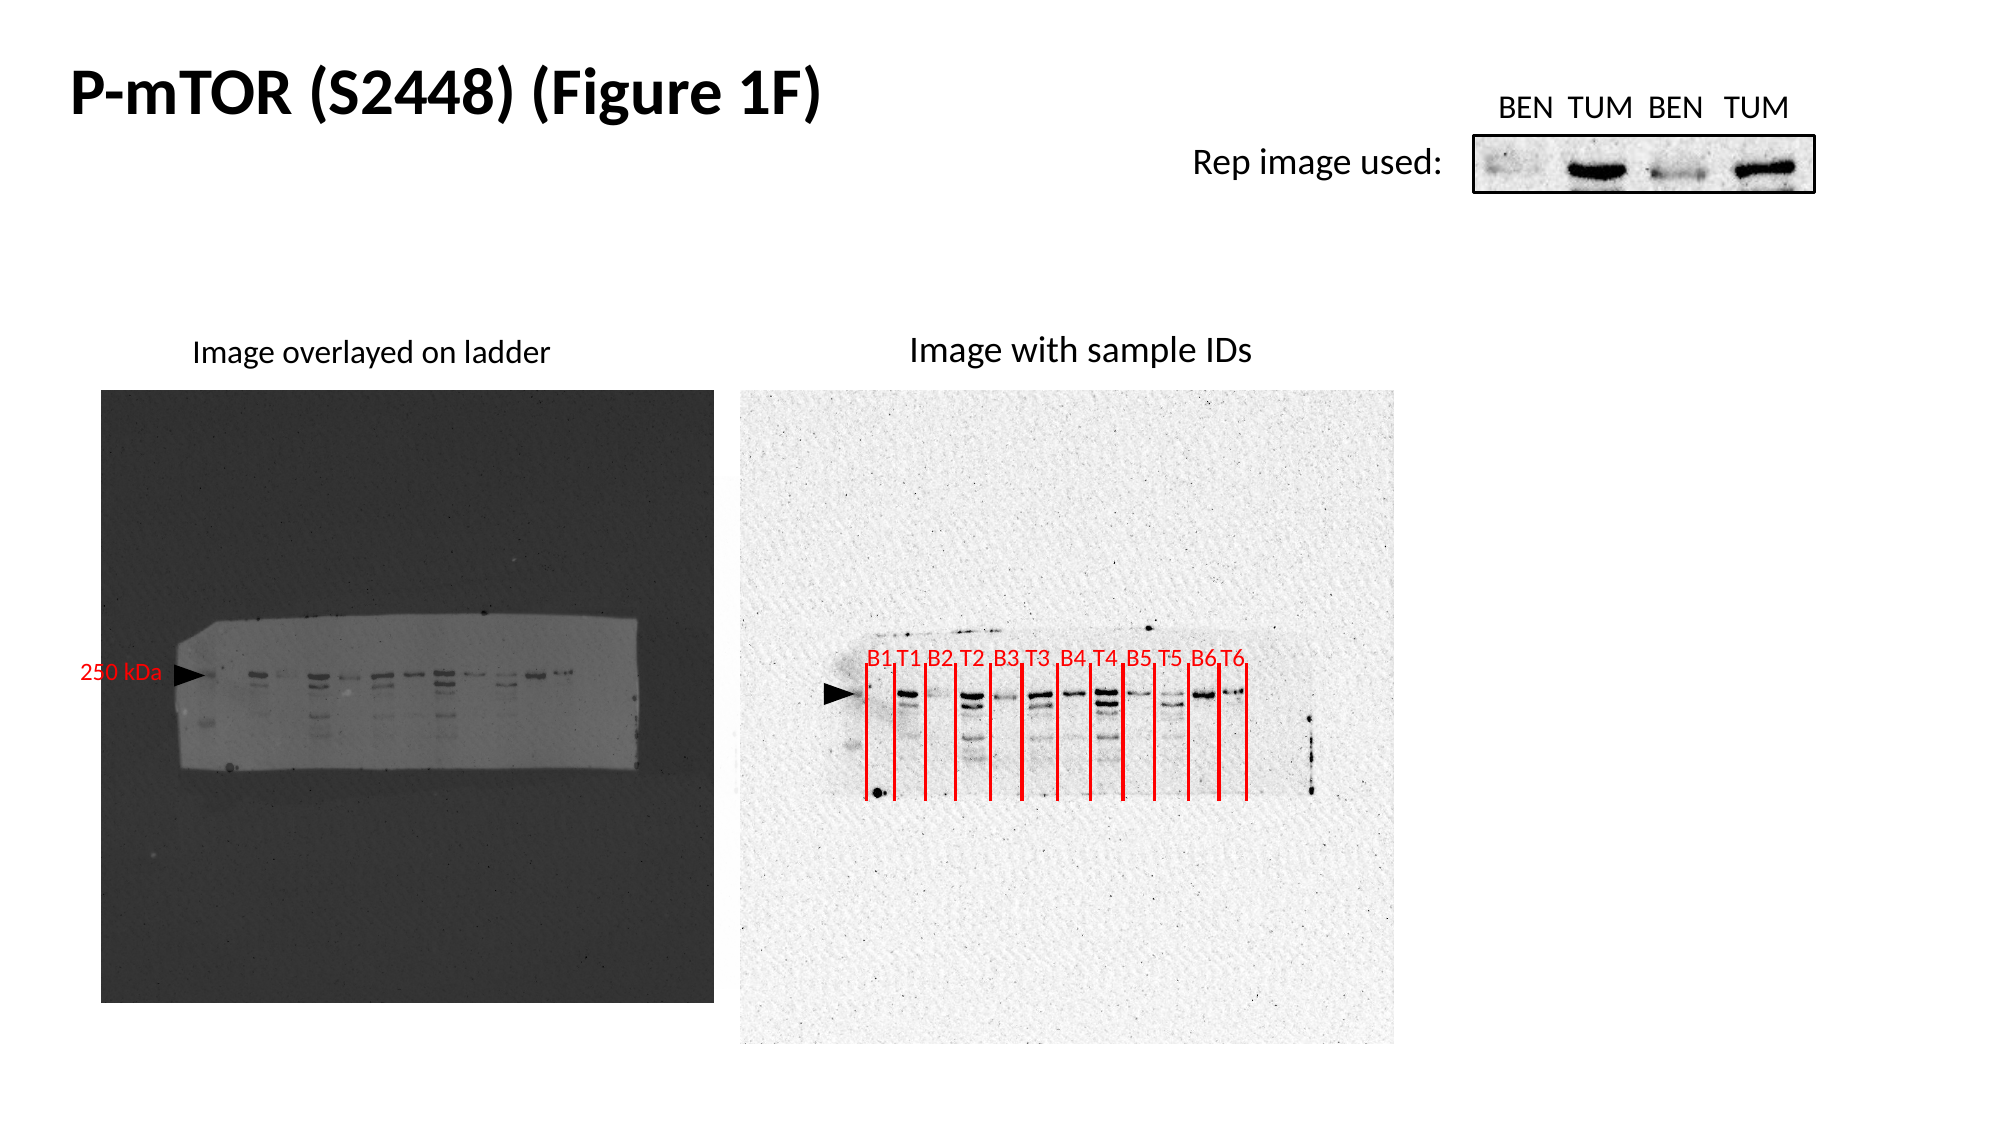

P-mTOR (S2448) (Figure 1F)
BEN
TUM
BEN
TUM
Rep image used:
Image with sample IDs
Image overlayed on ladder
B1
T1
B2
T2
B3
T3
B4
T4
B5
T5
B6
T6
250 kDa

## Slide 10
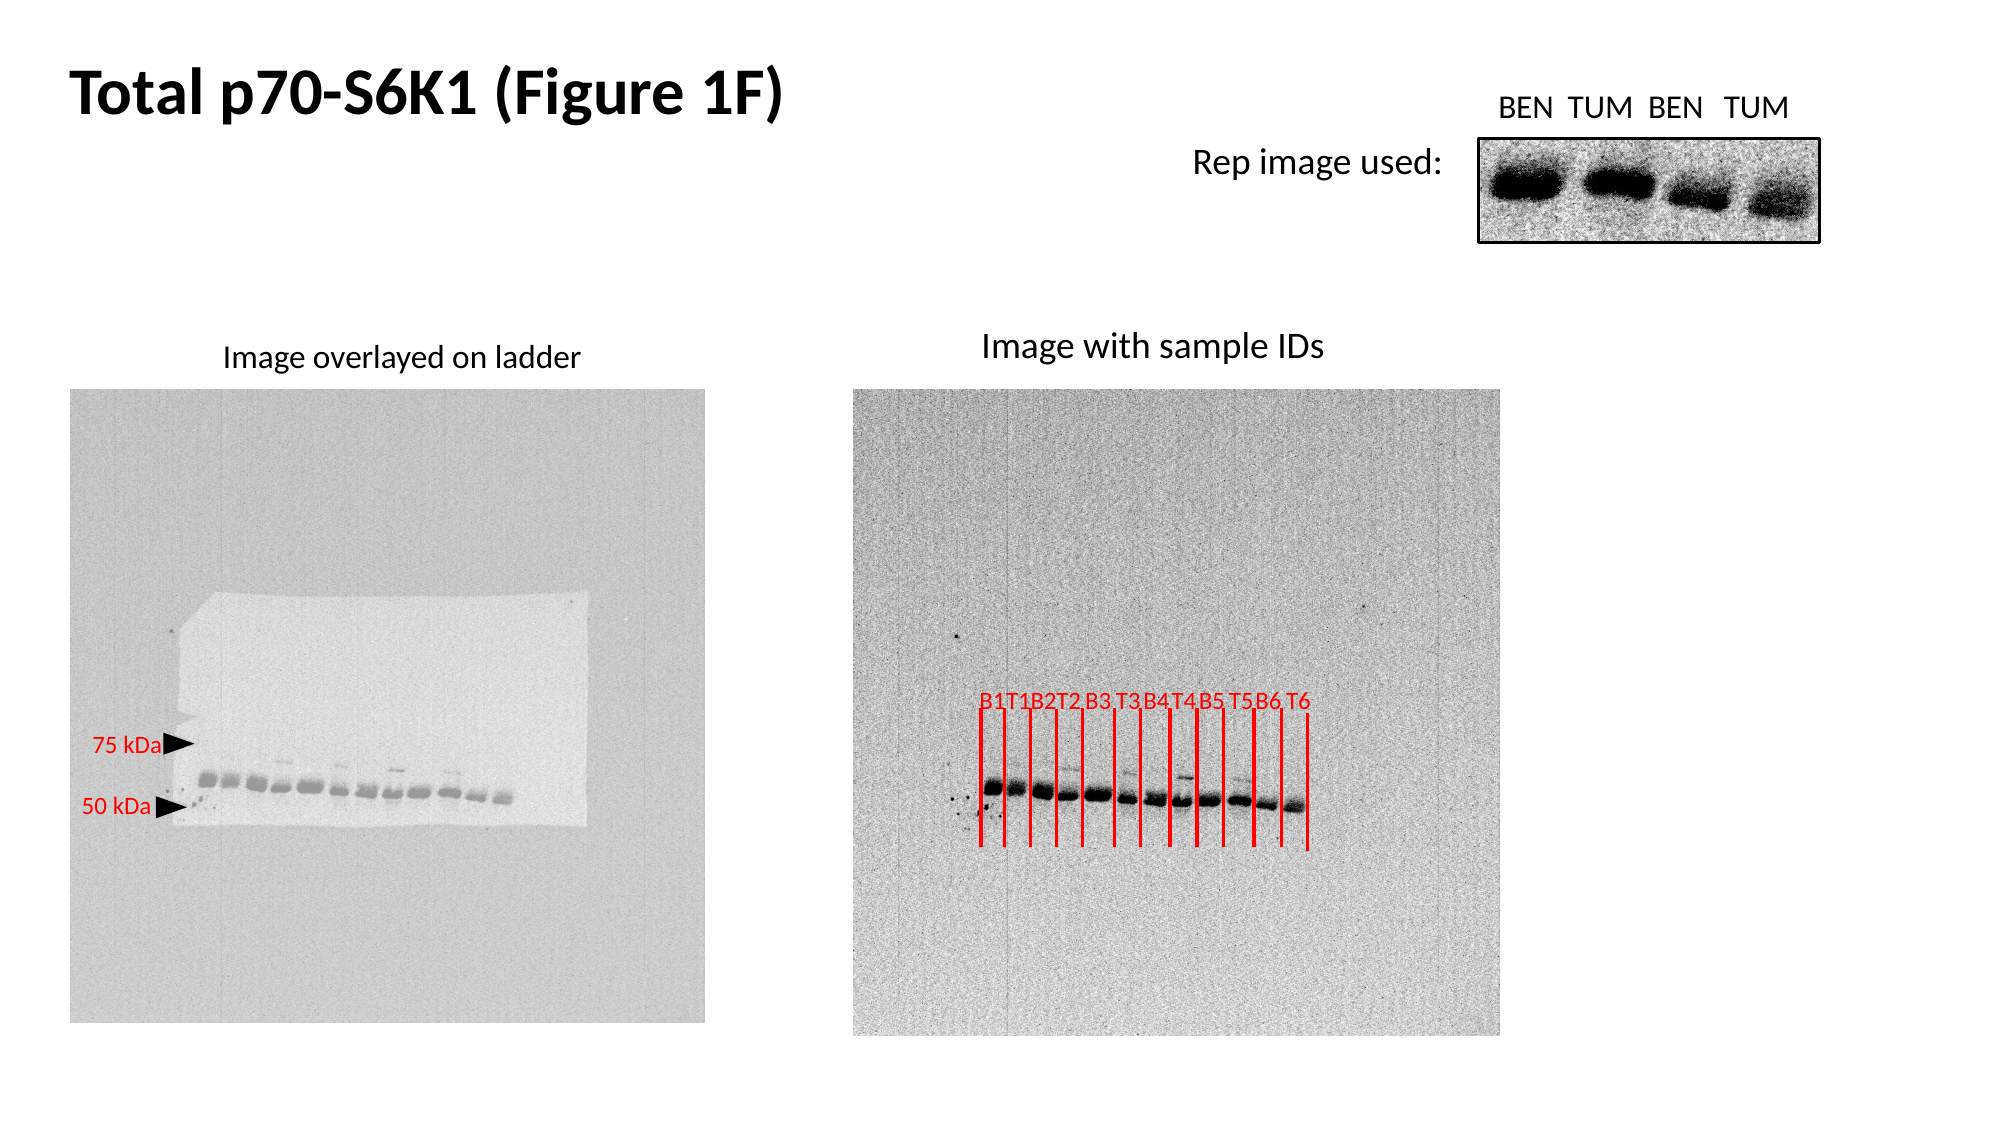

Total p70-S6K1 (Figure 1F)
BEN
TUM
BEN
TUM
Rep image used:
Image with sample IDs
Image overlayed on ladder
B1
T1
B2
T2
B3
T3
B4
T4
B5
T5
B6
T6
75 kDa
50 kDa

## Slide 11
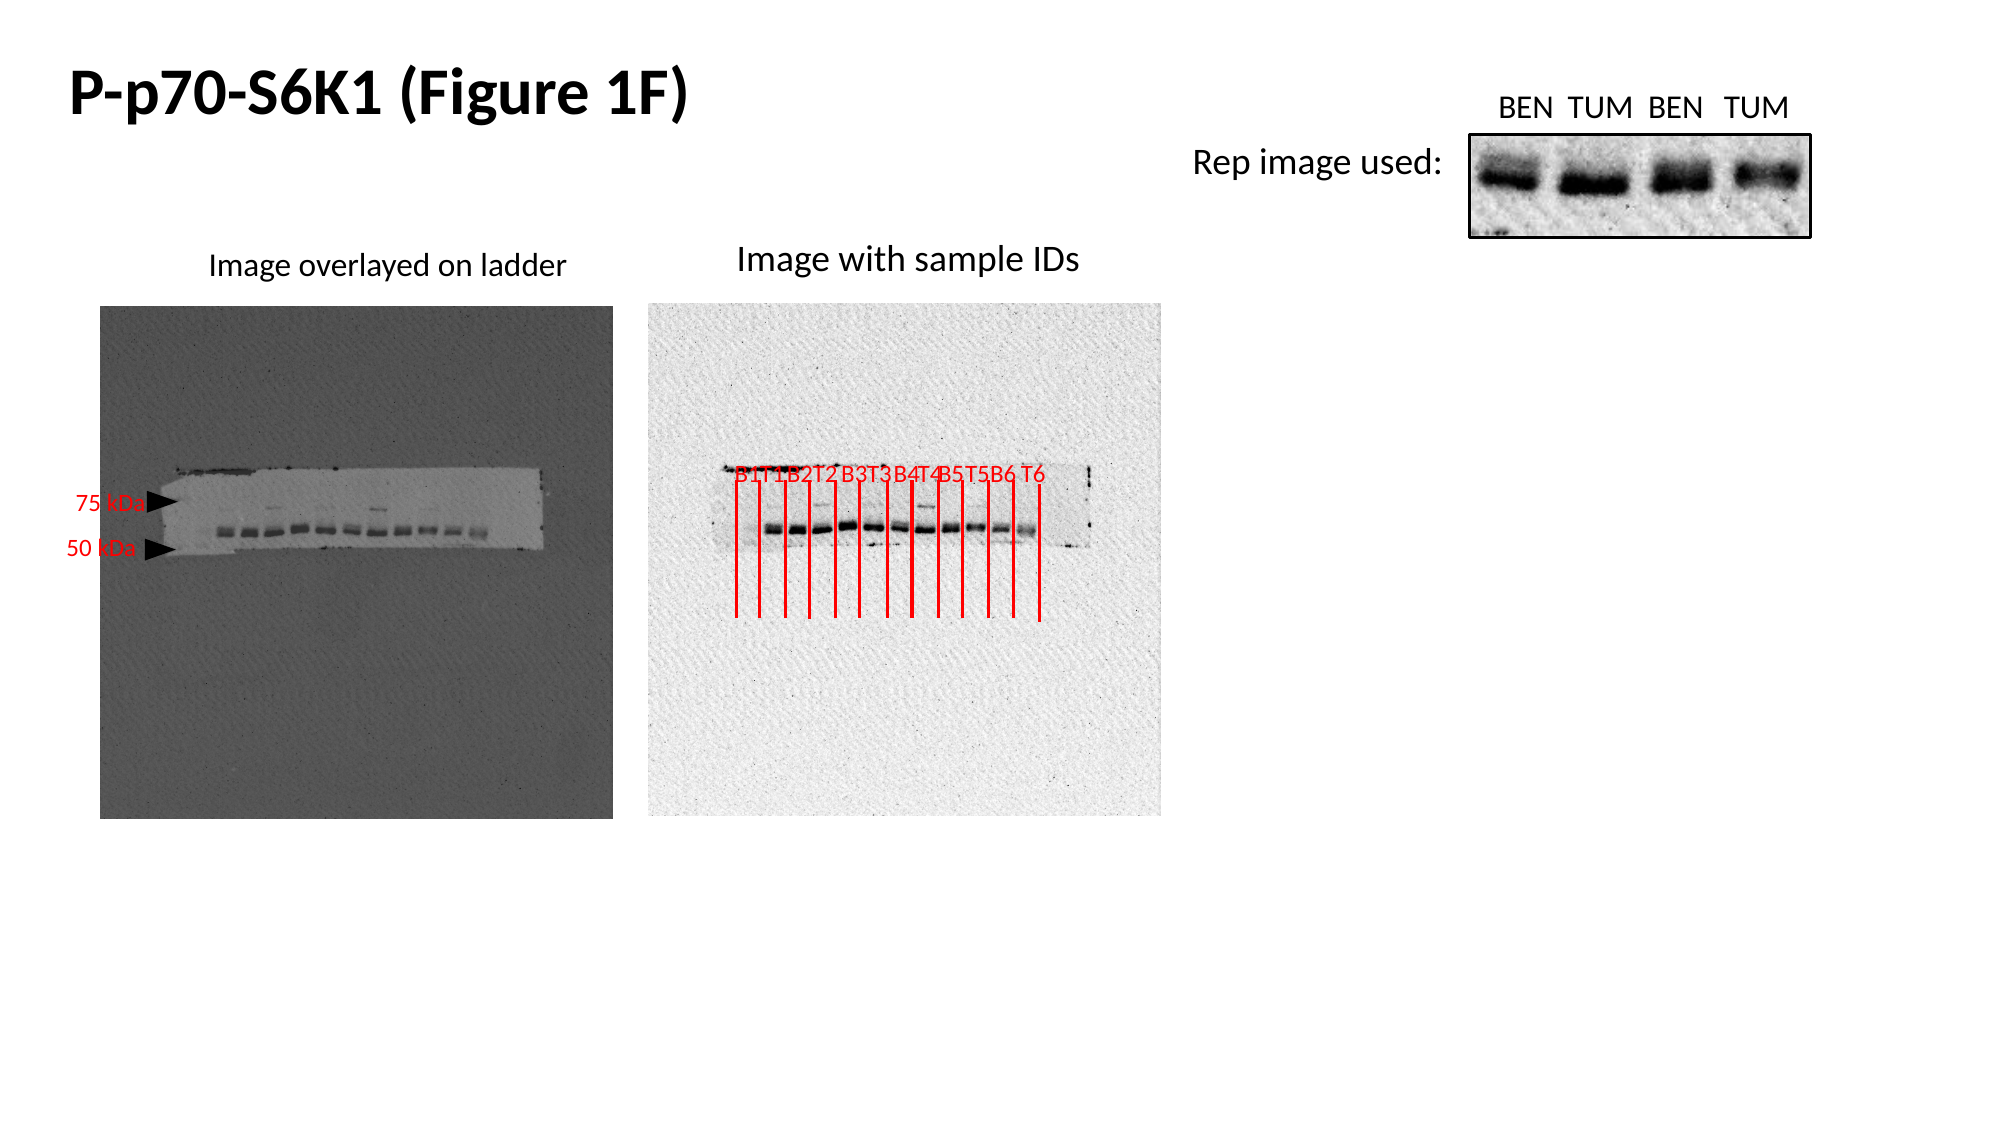

P-p70-S6K1 (Figure 1F)
BEN
TUM
BEN
TUM
Rep image used:
Image with sample IDs
Image overlayed on ladder
B1
T1
B2
T2
B3
T3
B4
T4
B5
T5
B6
T6
75 kDa
50 kDa

## Slide 12
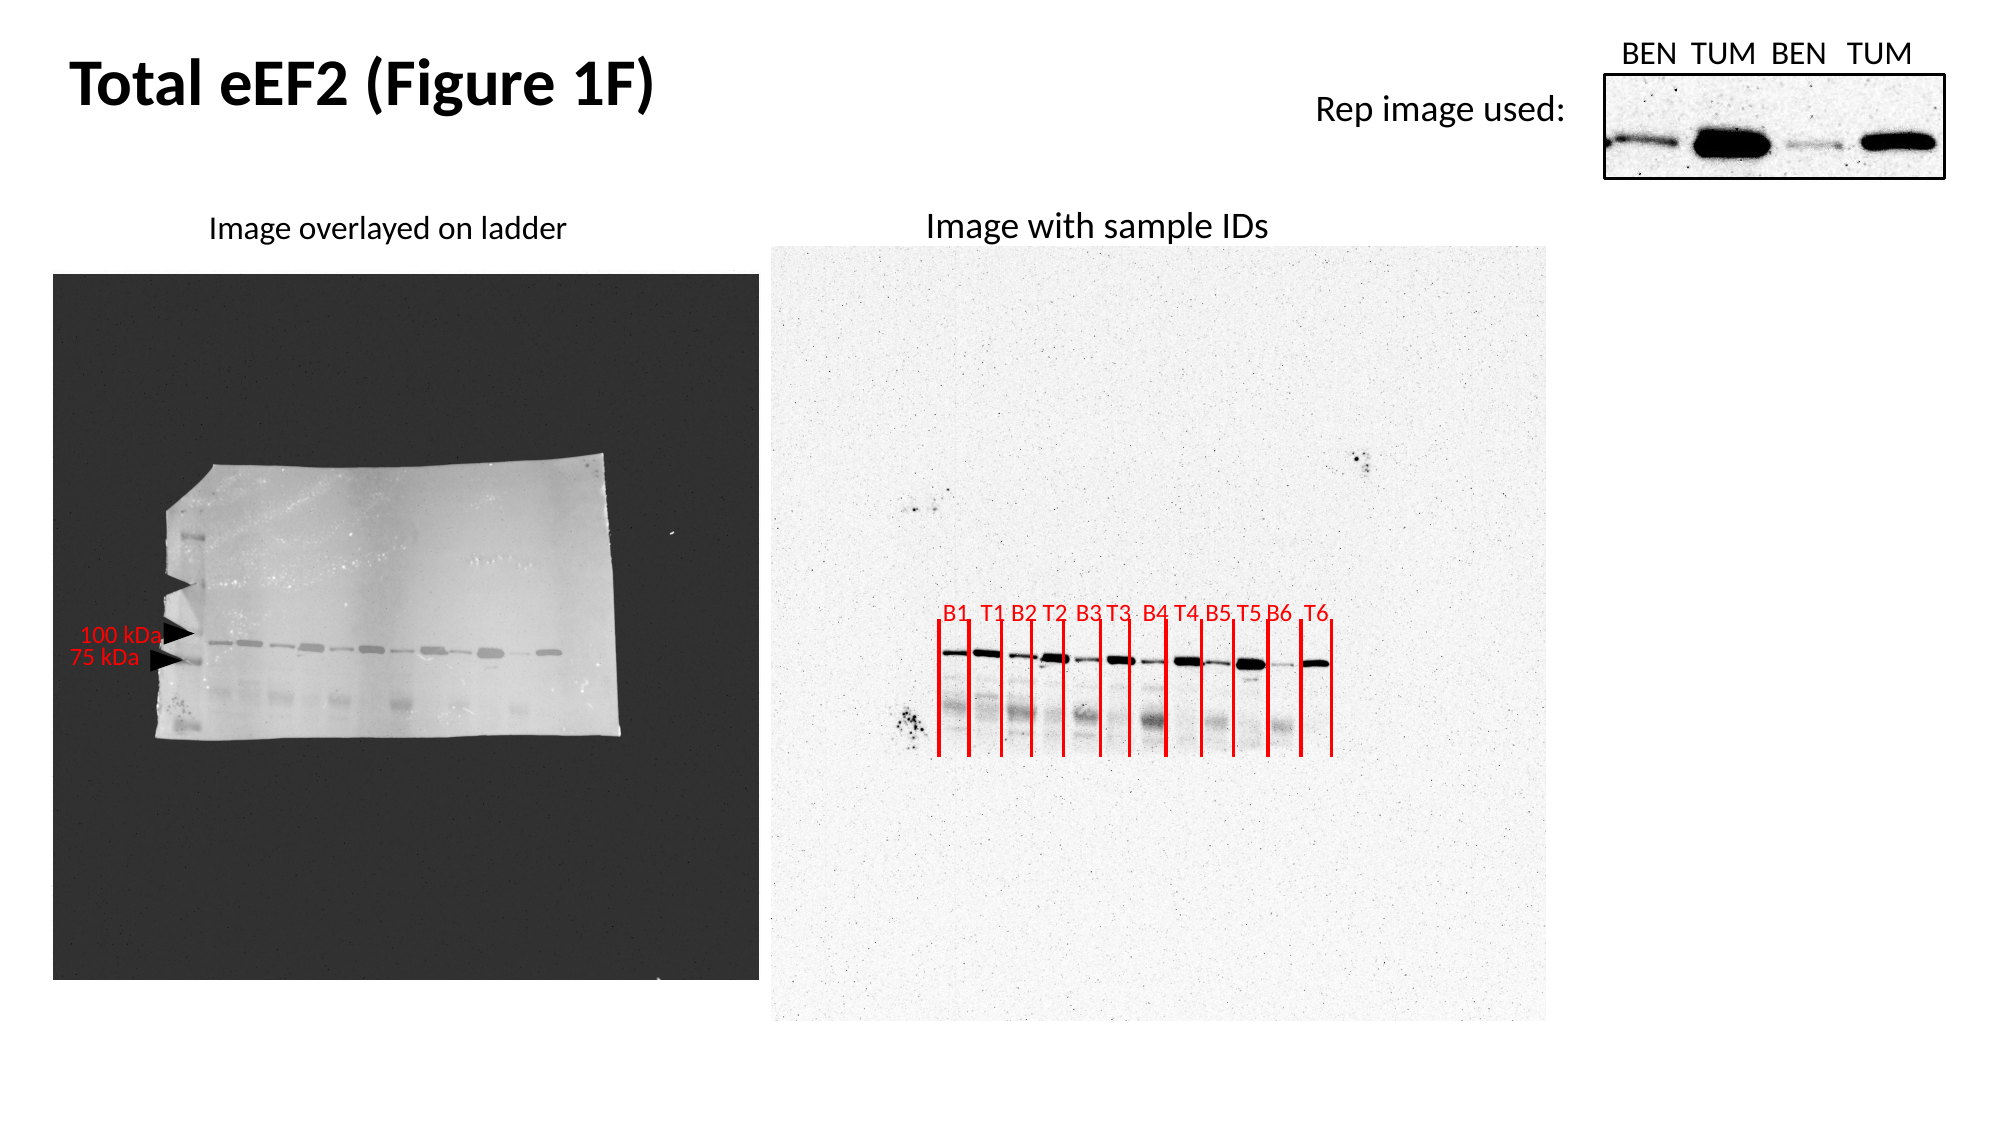

BEN
TUM
BEN
TUM
Total eEF2 (Figure 1F)
Rep image used:
Image with sample IDs
Image overlayed on ladder
B1
T1
B2
T2
B3
T3
B4
T4
B5
T5
B6
T6
100 kDa
75 kDa

## Slide 13
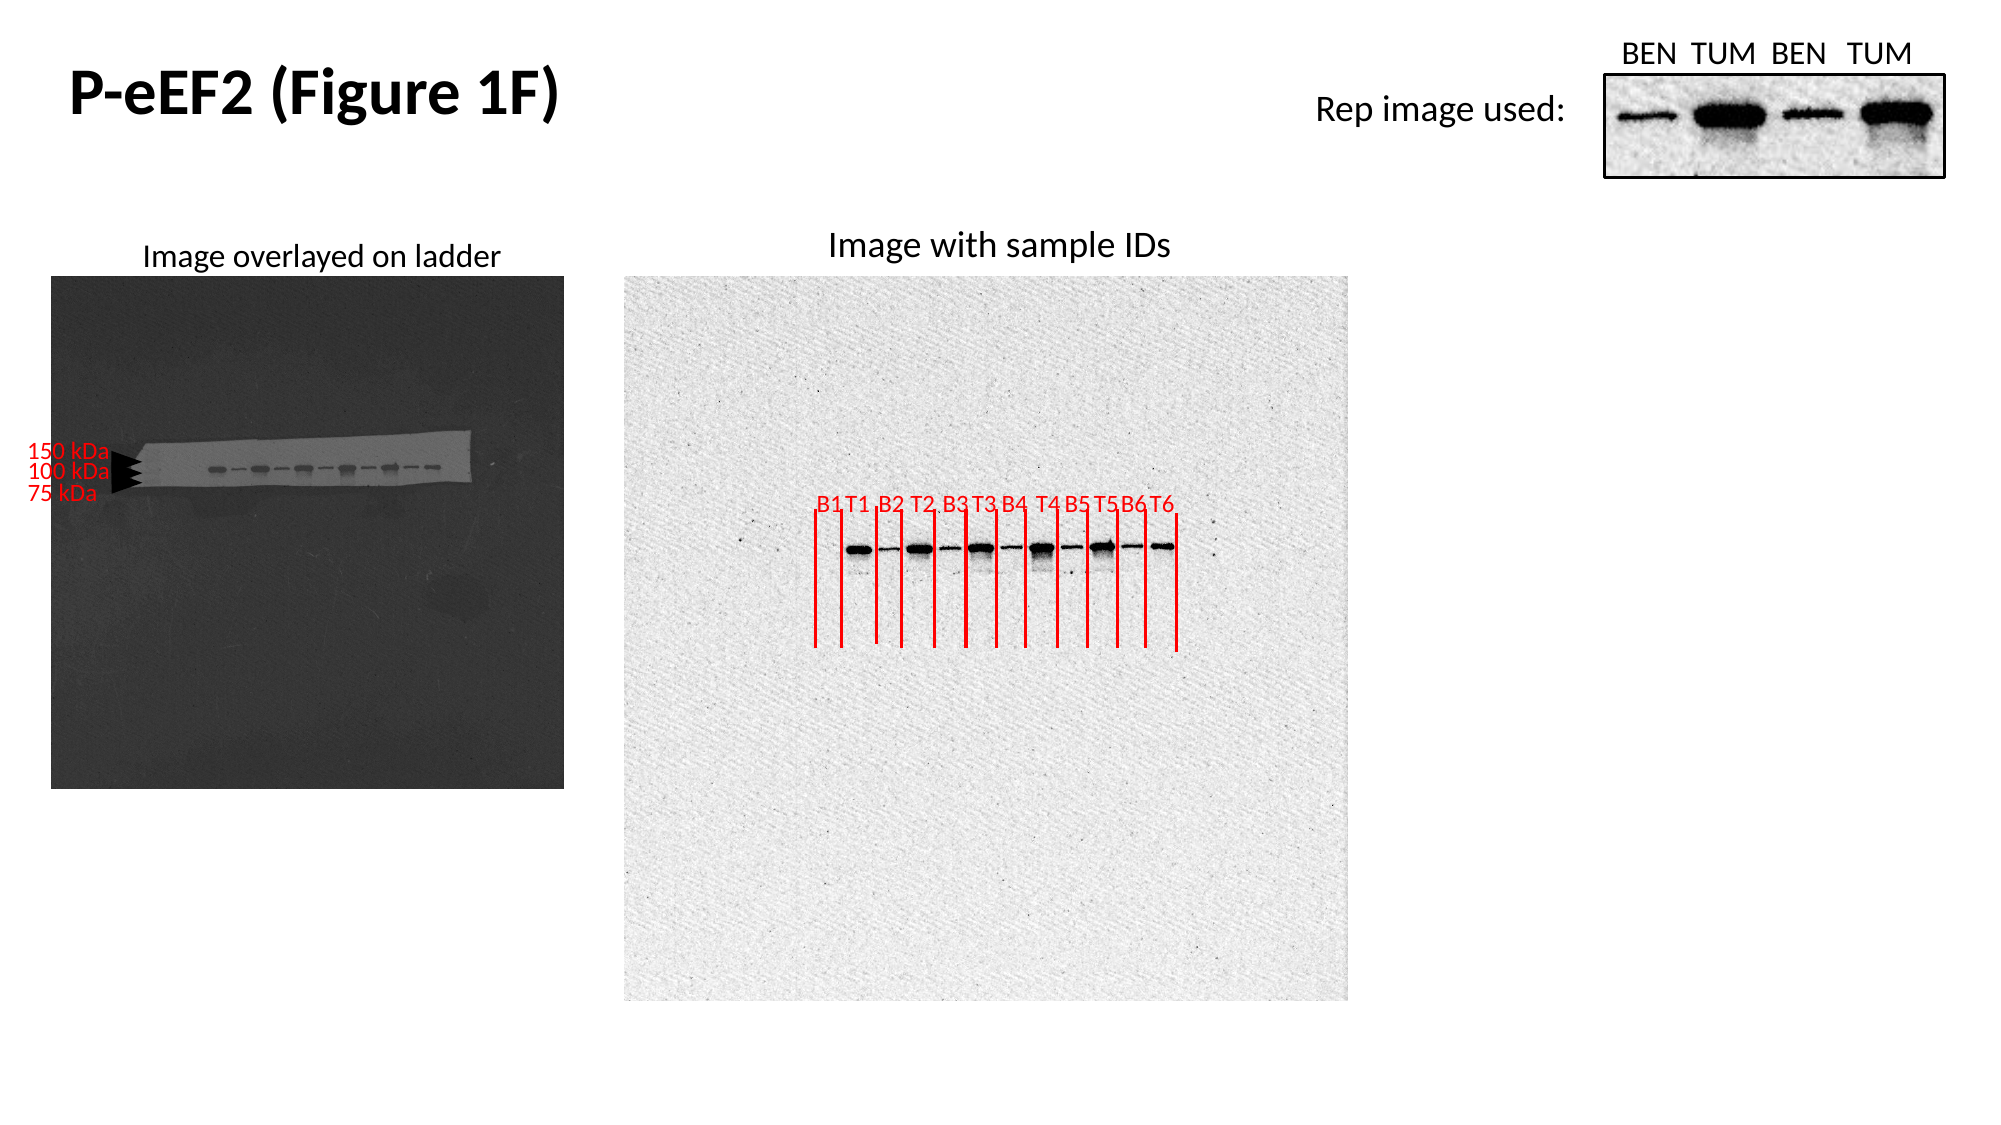

BEN
TUM
BEN
TUM
P-eEF2 (Figure 1F)
Rep image used:
Image with sample IDs
Image overlayed on ladder
150 kDa
100 kDa
75 kDa
B1
T1
B2
T2
B3
T3
B4
T4
B5
T5
B6
T6

# Supplementary material for: HER2-driven mammary tumorigenesis enhances bioenergetics despite reductions in mitochondrial content
**Source:** eLife. 2026 May 6;14:RP104079. doi: 10.7554/eLife.104079
**Supplement:** Figure 1—figure supplement 1—source data 1.

## Slide 1
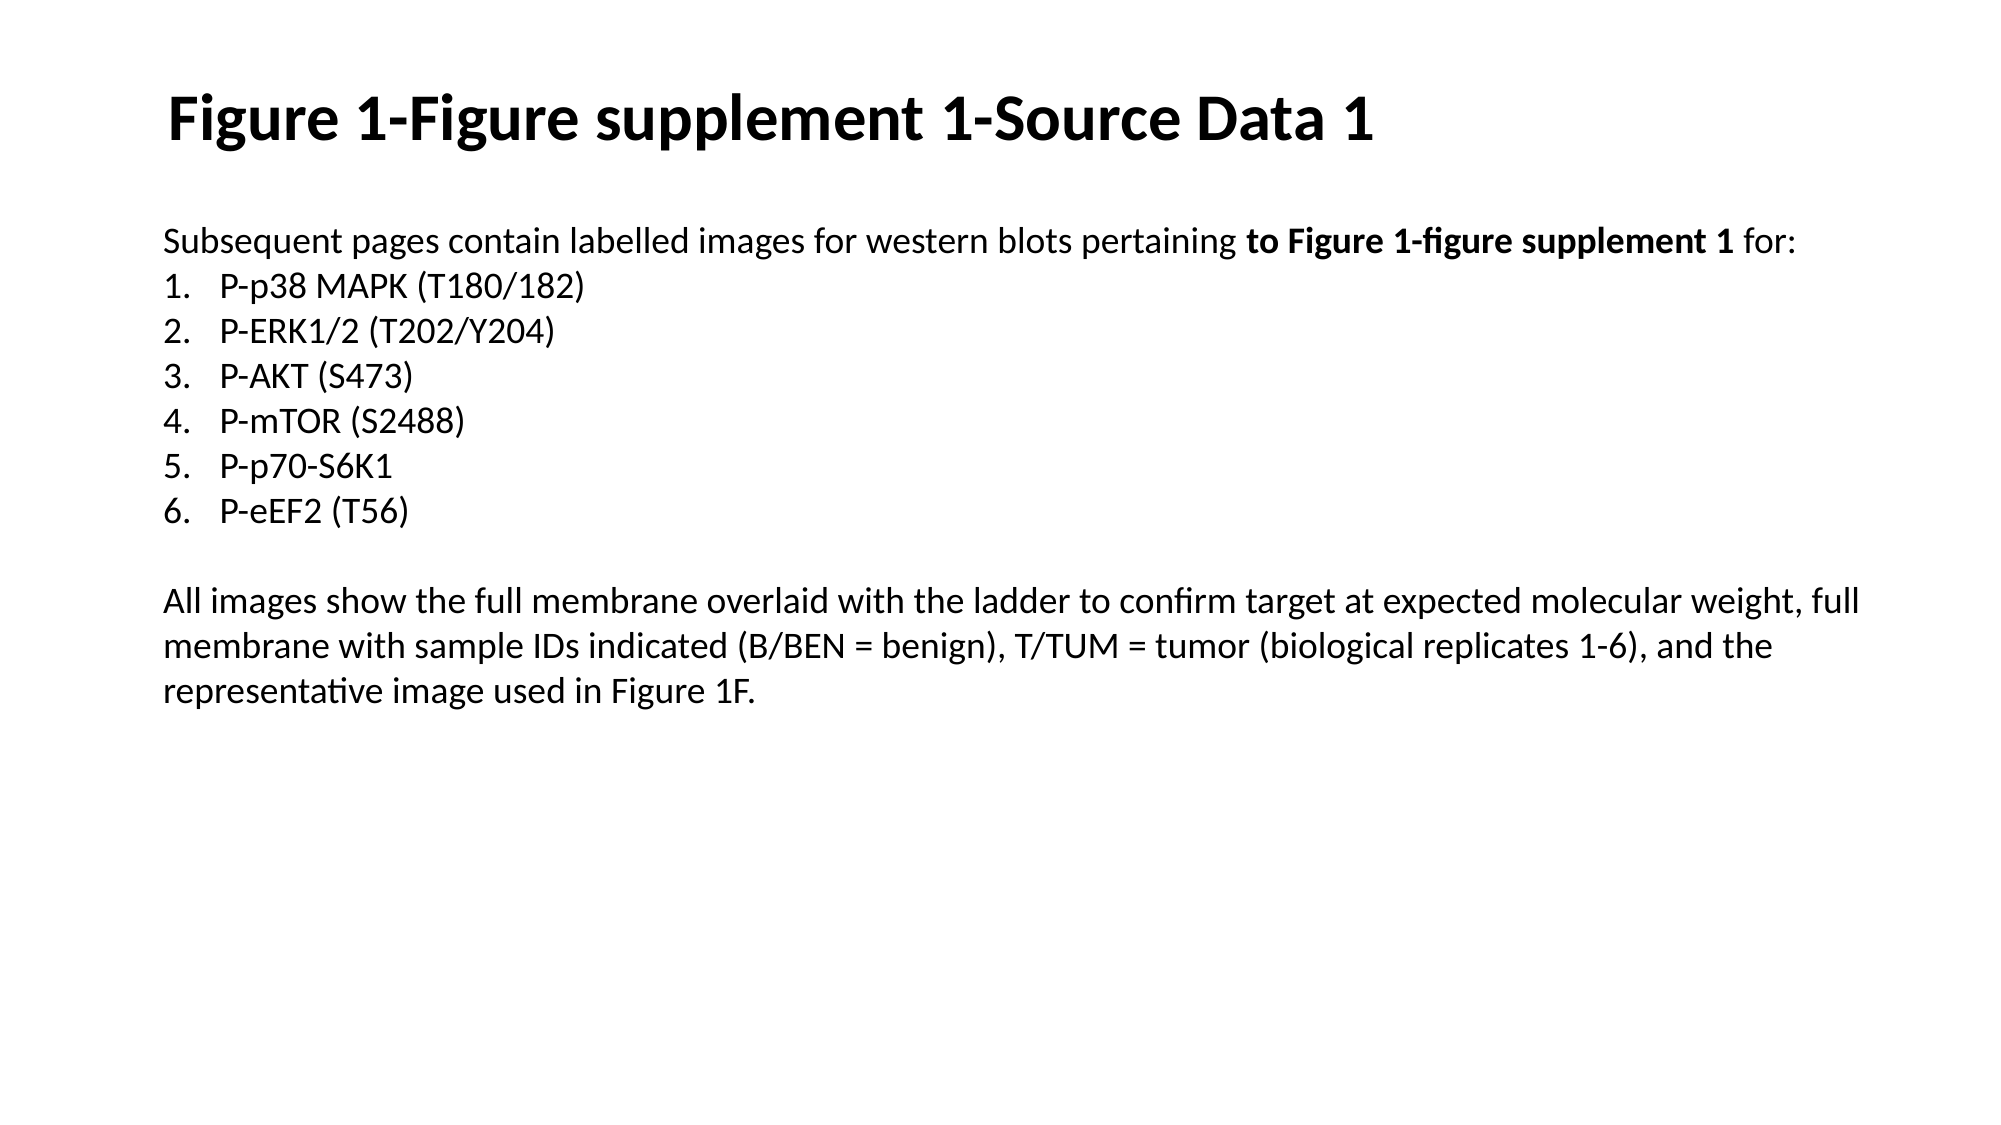

Figure 1-Figure supplement 1-Source Data 1
Subsequent pages contain labelled images for western blots pertaining to Figure 1-figure supplement 1 for:
P-p38 MAPK (T180/182)
P-ERK1/2 (T202/Y204)
P-AKT (S473)
P-mTOR (S2488)
P-p70-S6K1
P-eEF2 (T56)
All images show the full membrane overlaid with the ladder to confirm target at expected molecular weight, full membrane with sample IDs indicated (B/BEN = benign), T/TUM = tumor (biological replicates 1-6), and the representative image used in Figure 1F.

## Slide 2
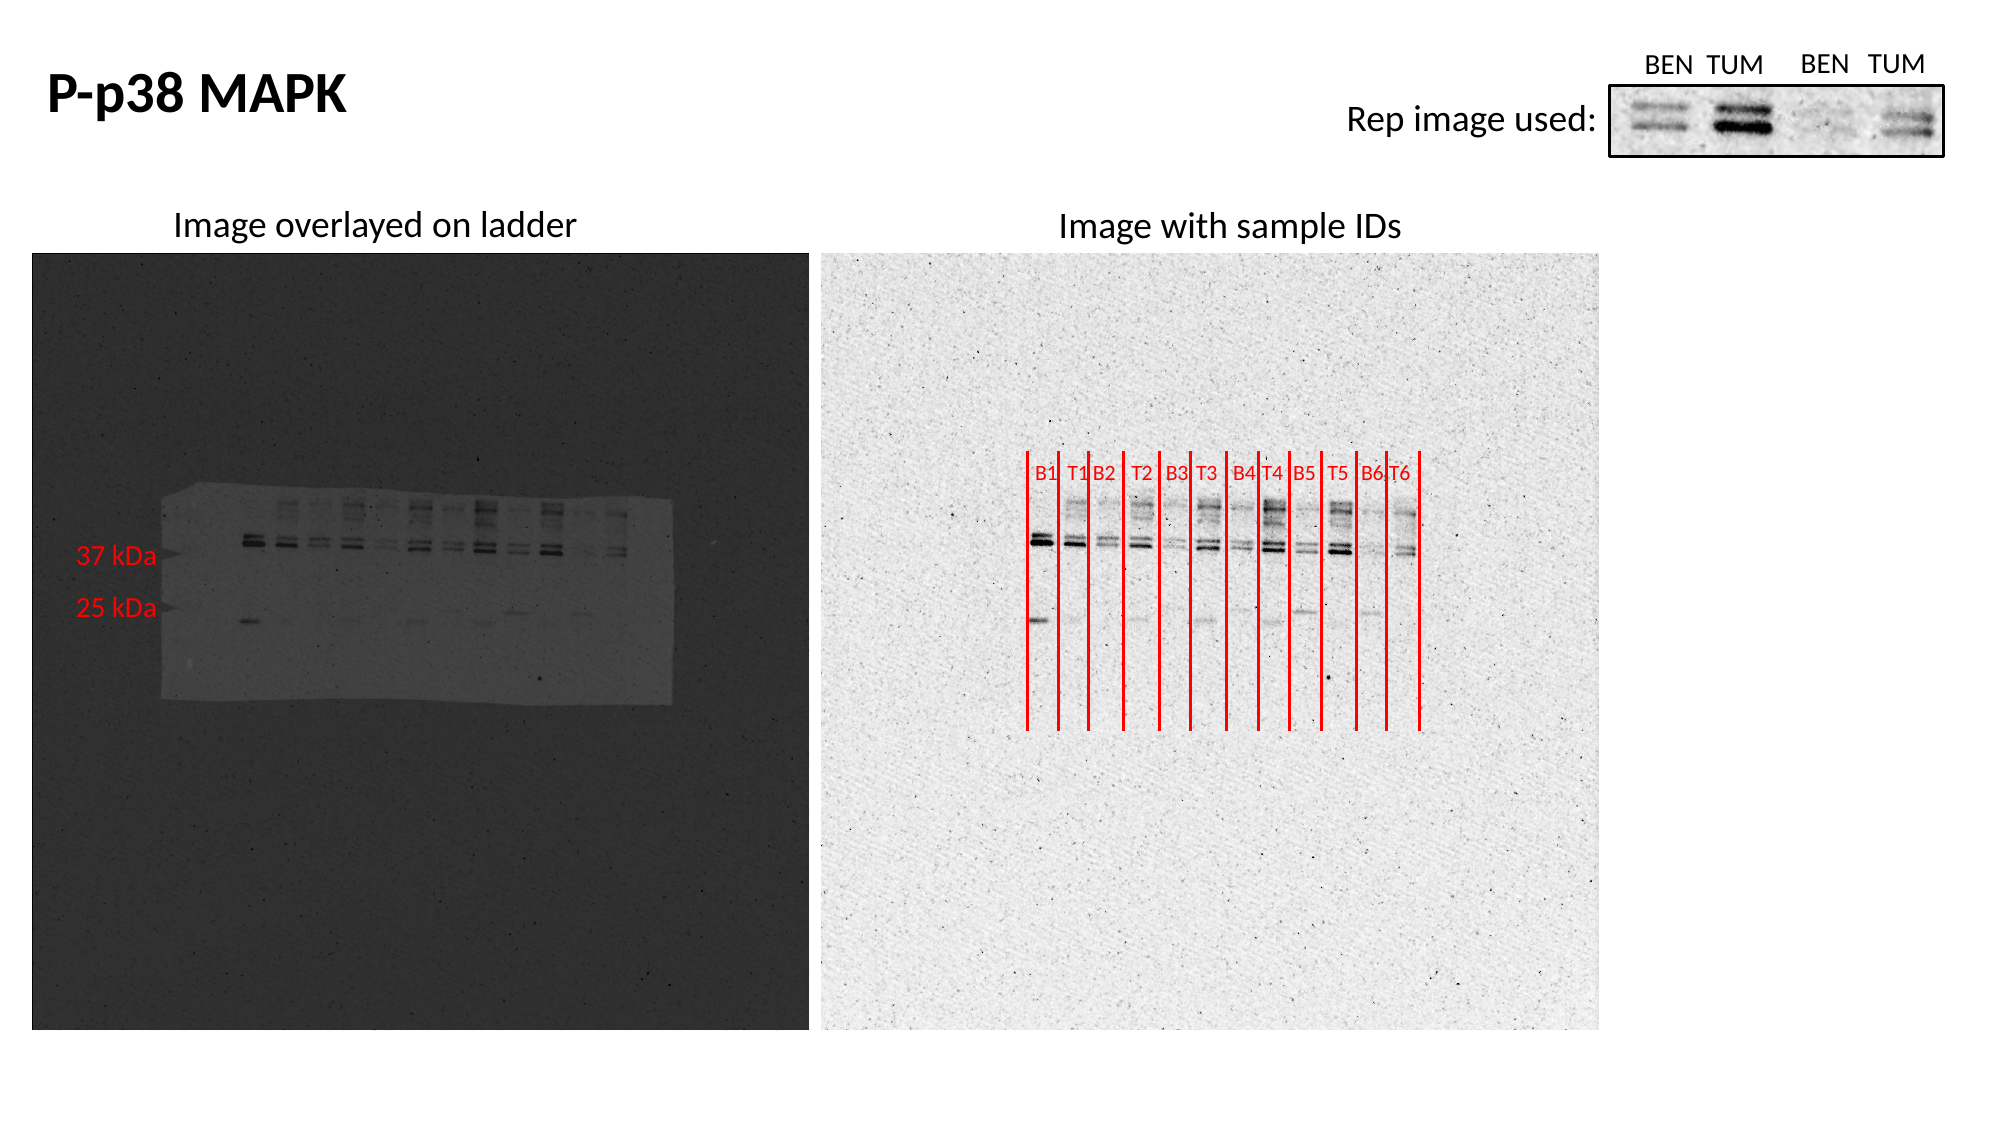

BEN
TUM
TUM
BEN
P-p38 MAPK
Rep image used:
Image overlayed on ladder
Image with sample IDs
B1
T1
B2
T2
B3
T3
B4
T4
B5
T5
B6
T6
37 kDa
25 kDa

## Slide 3
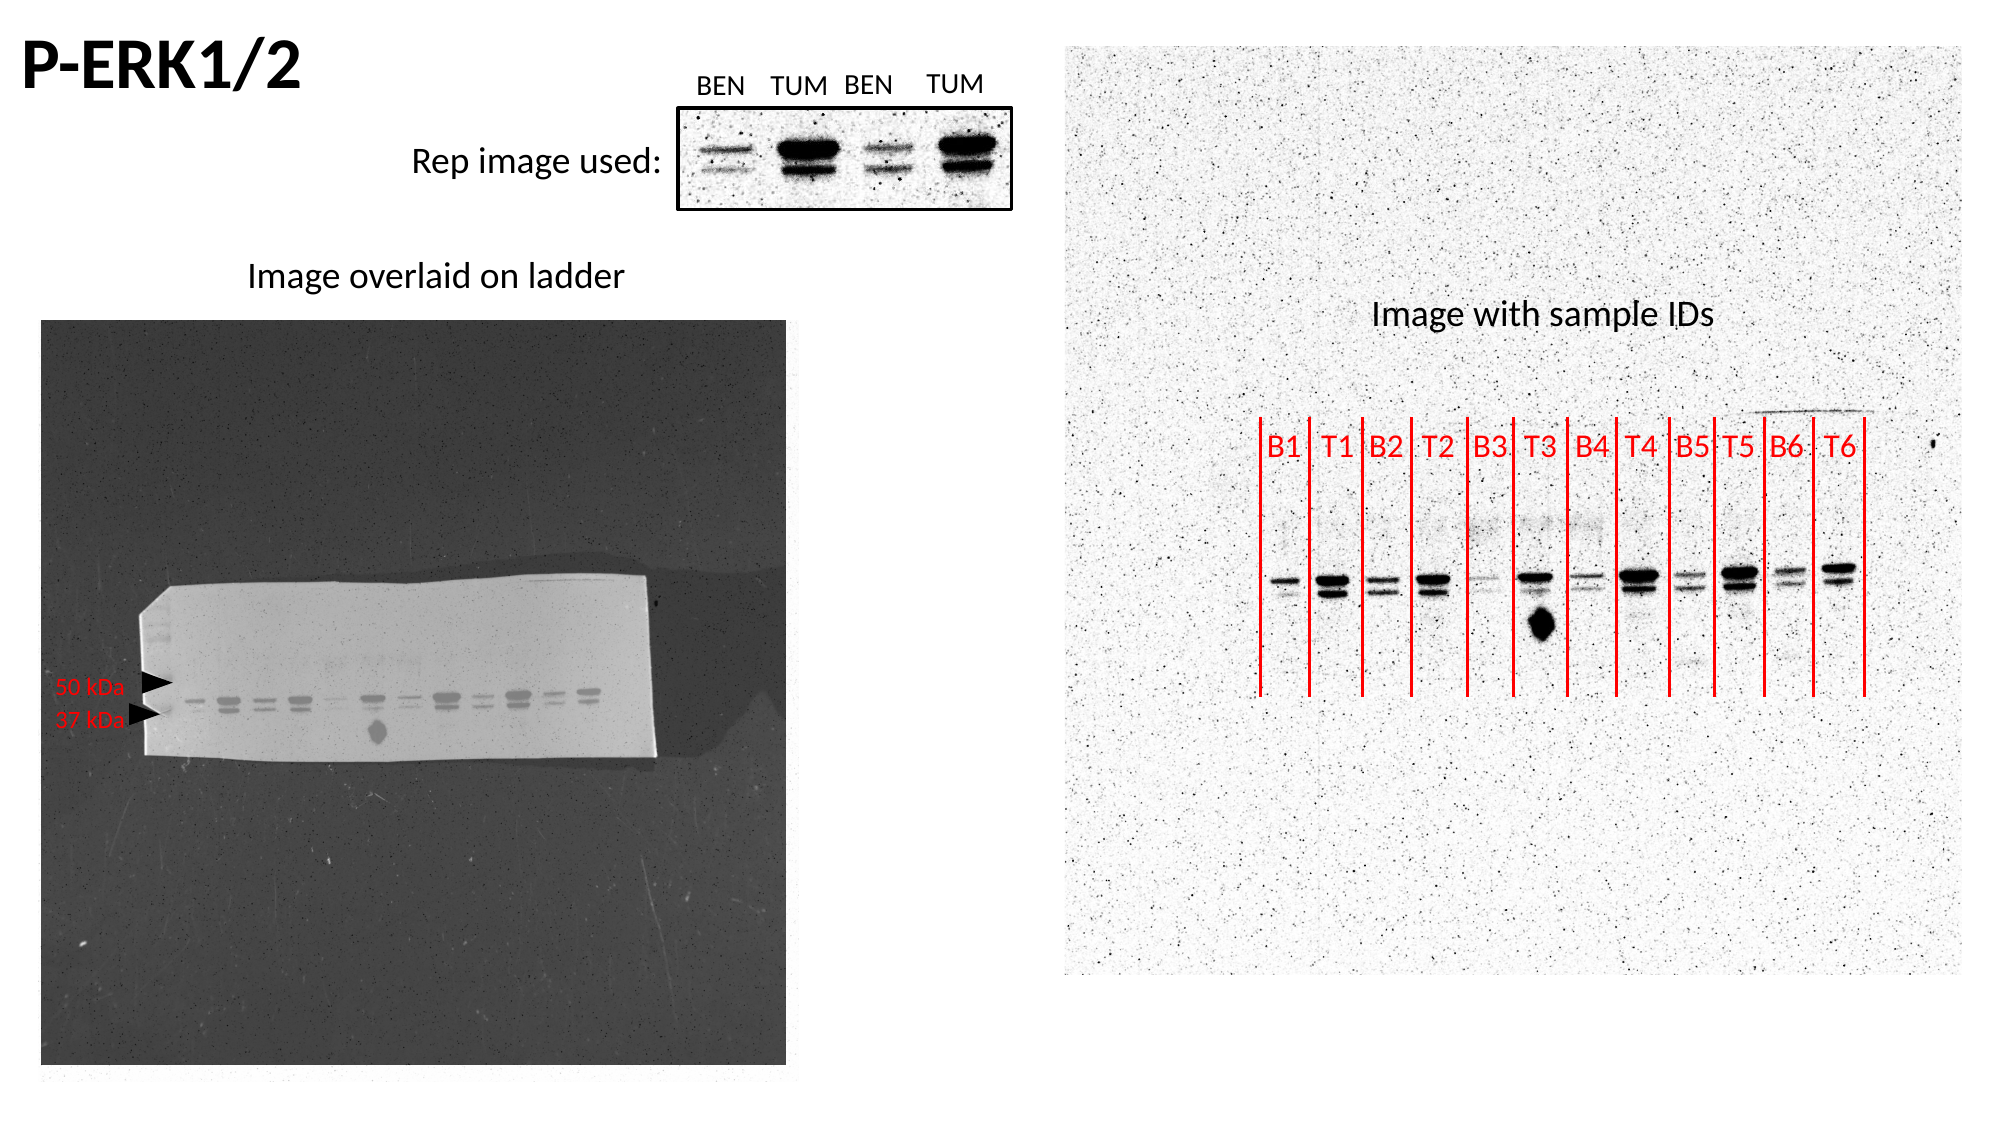

P-ERK1/2
TUM
BEN
BEN
TUM
Rep image used:
Image overlaid on ladder
Image with sample IDs
B1
T1
B2
T2
B3
T3
B4
T4
B5
T5
B6
T6
50 kDa
37 kDa

## Slide 4
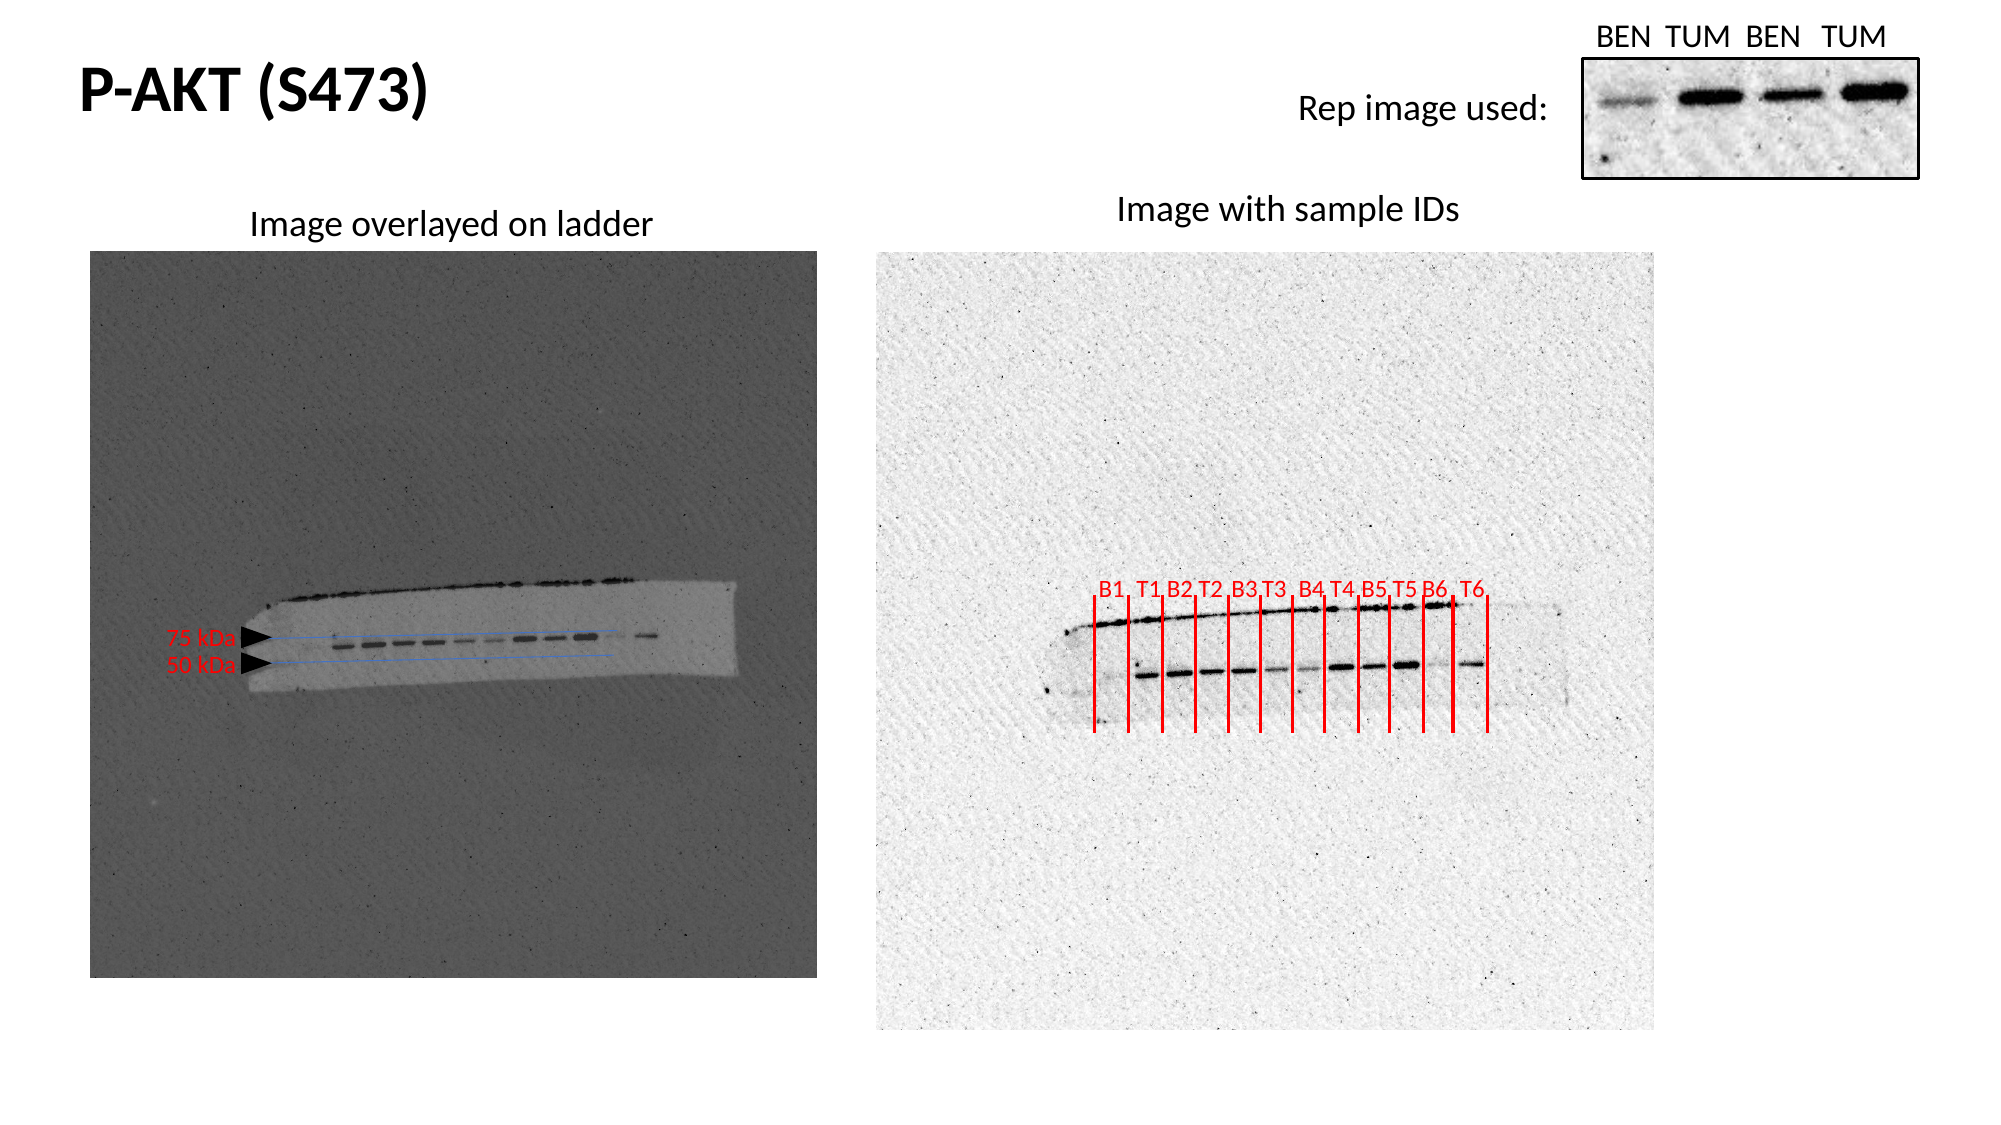

BEN
TUM
BEN
TUM
P-AKT (S473)
Rep image used:
Image with sample IDs
Image overlayed on ladder
B1
T1
B2
T2
B3
T3
B4
T4
B5
T5
B6
T6
75 kDa
50 kDa

## Slide 5
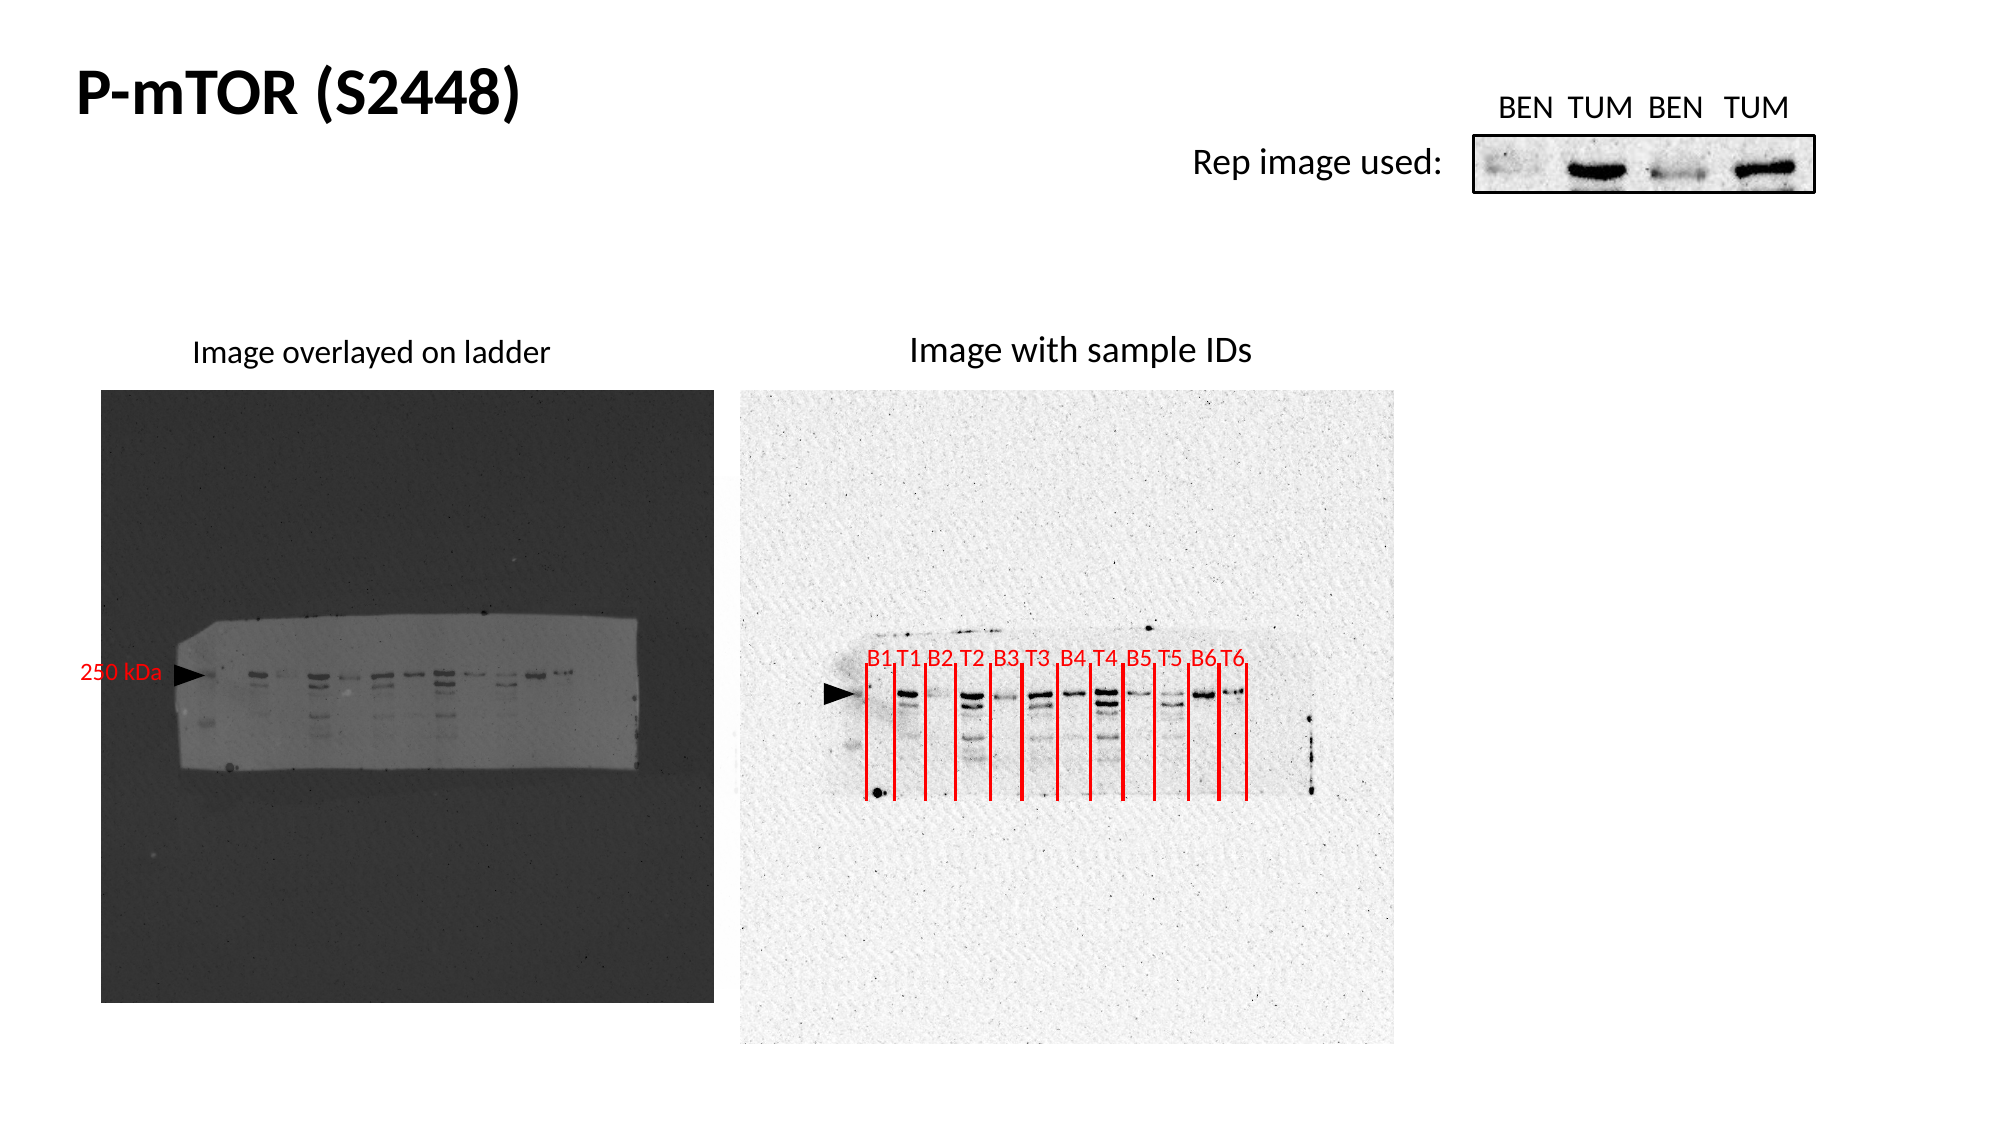

P-mTOR (S2448)
BEN
TUM
BEN
TUM
Rep image used:
Image with sample IDs
Image overlayed on ladder
B1
T1
B2
T2
B3
T3
B4
T4
B5
T5
B6
T6
250 kDa

## Slide 6
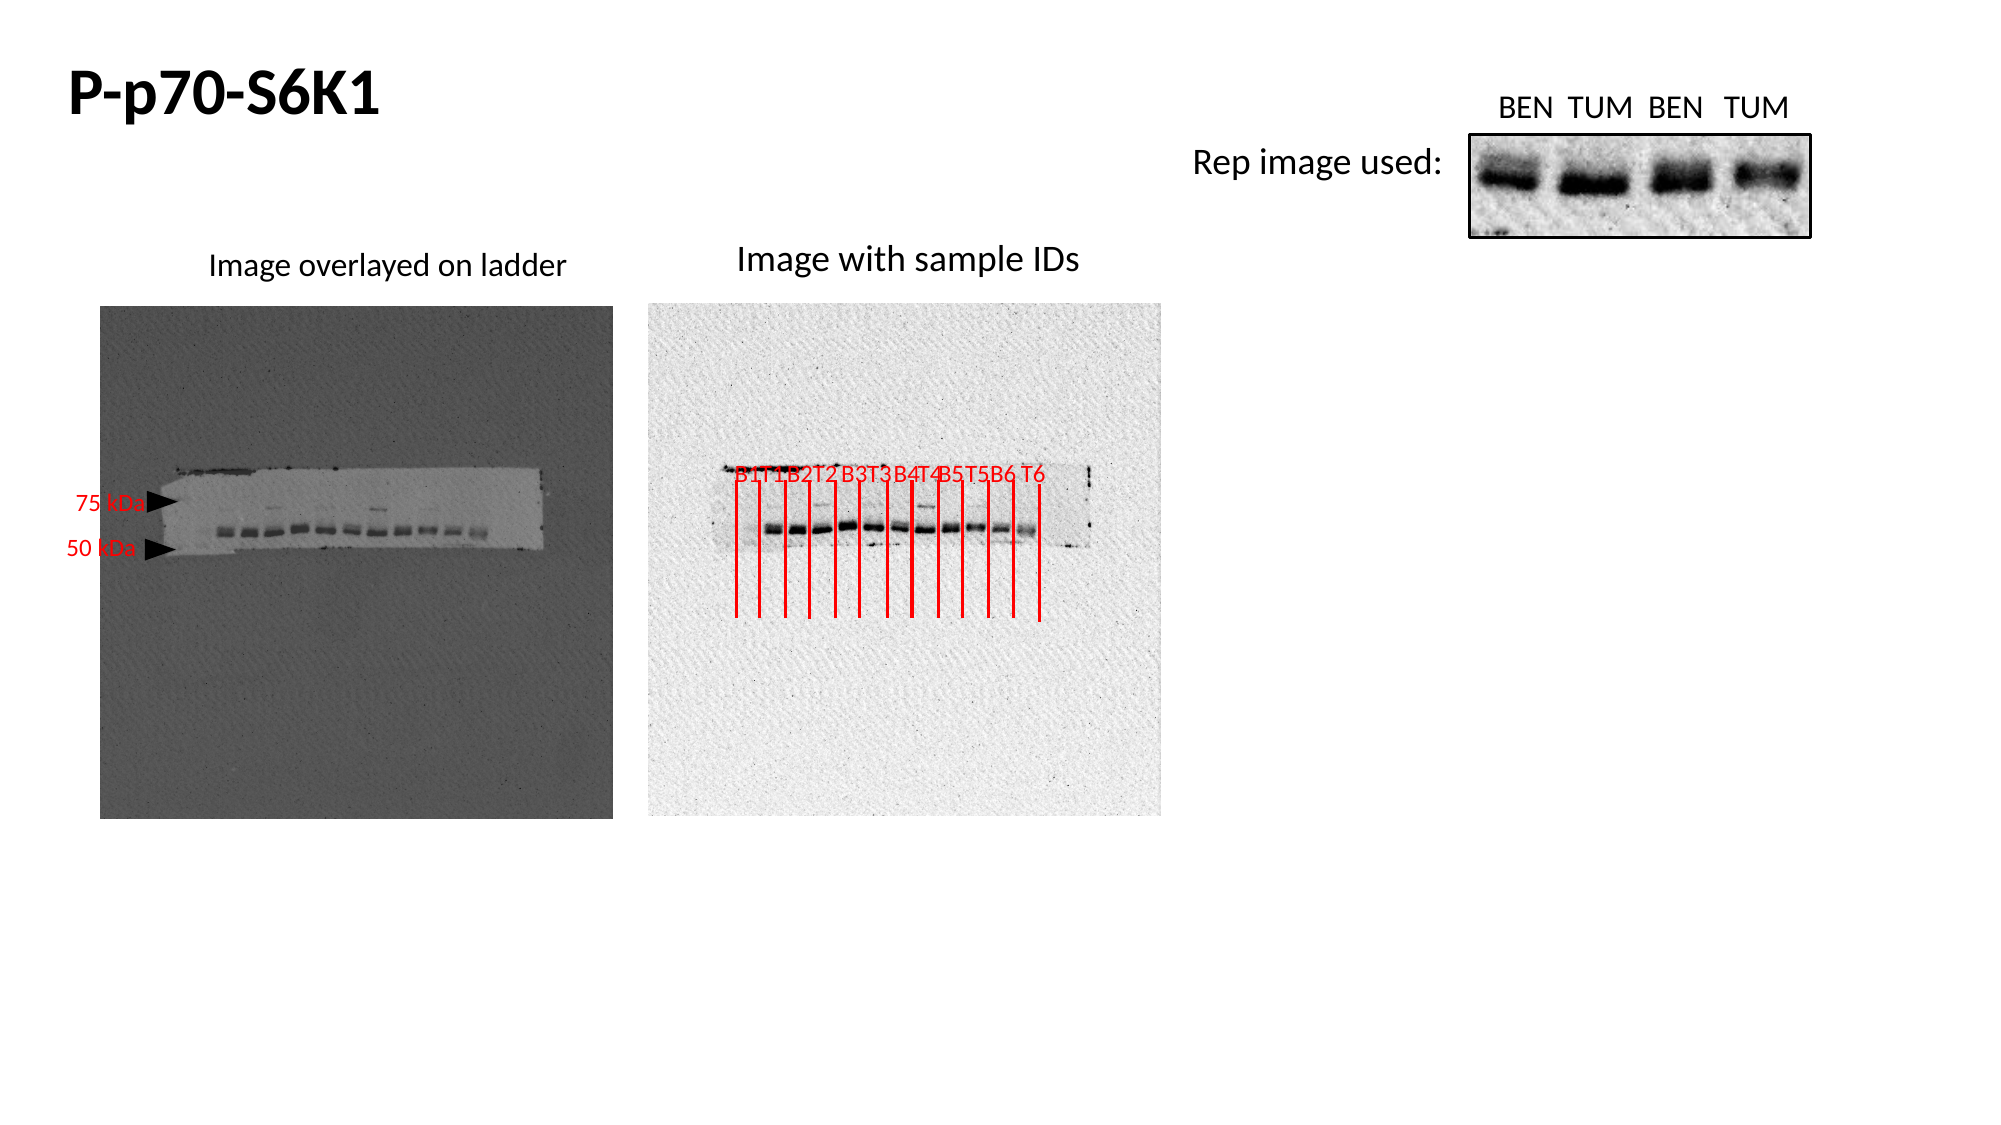

P-p70-S6K1
BEN
TUM
BEN
TUM
Rep image used:
Image with sample IDs
Image overlayed on ladder
B1
T1
B2
T2
B3
T3
B4
T4
B5
T5
B6
T6
75 kDa
50 kDa

## Slide 7
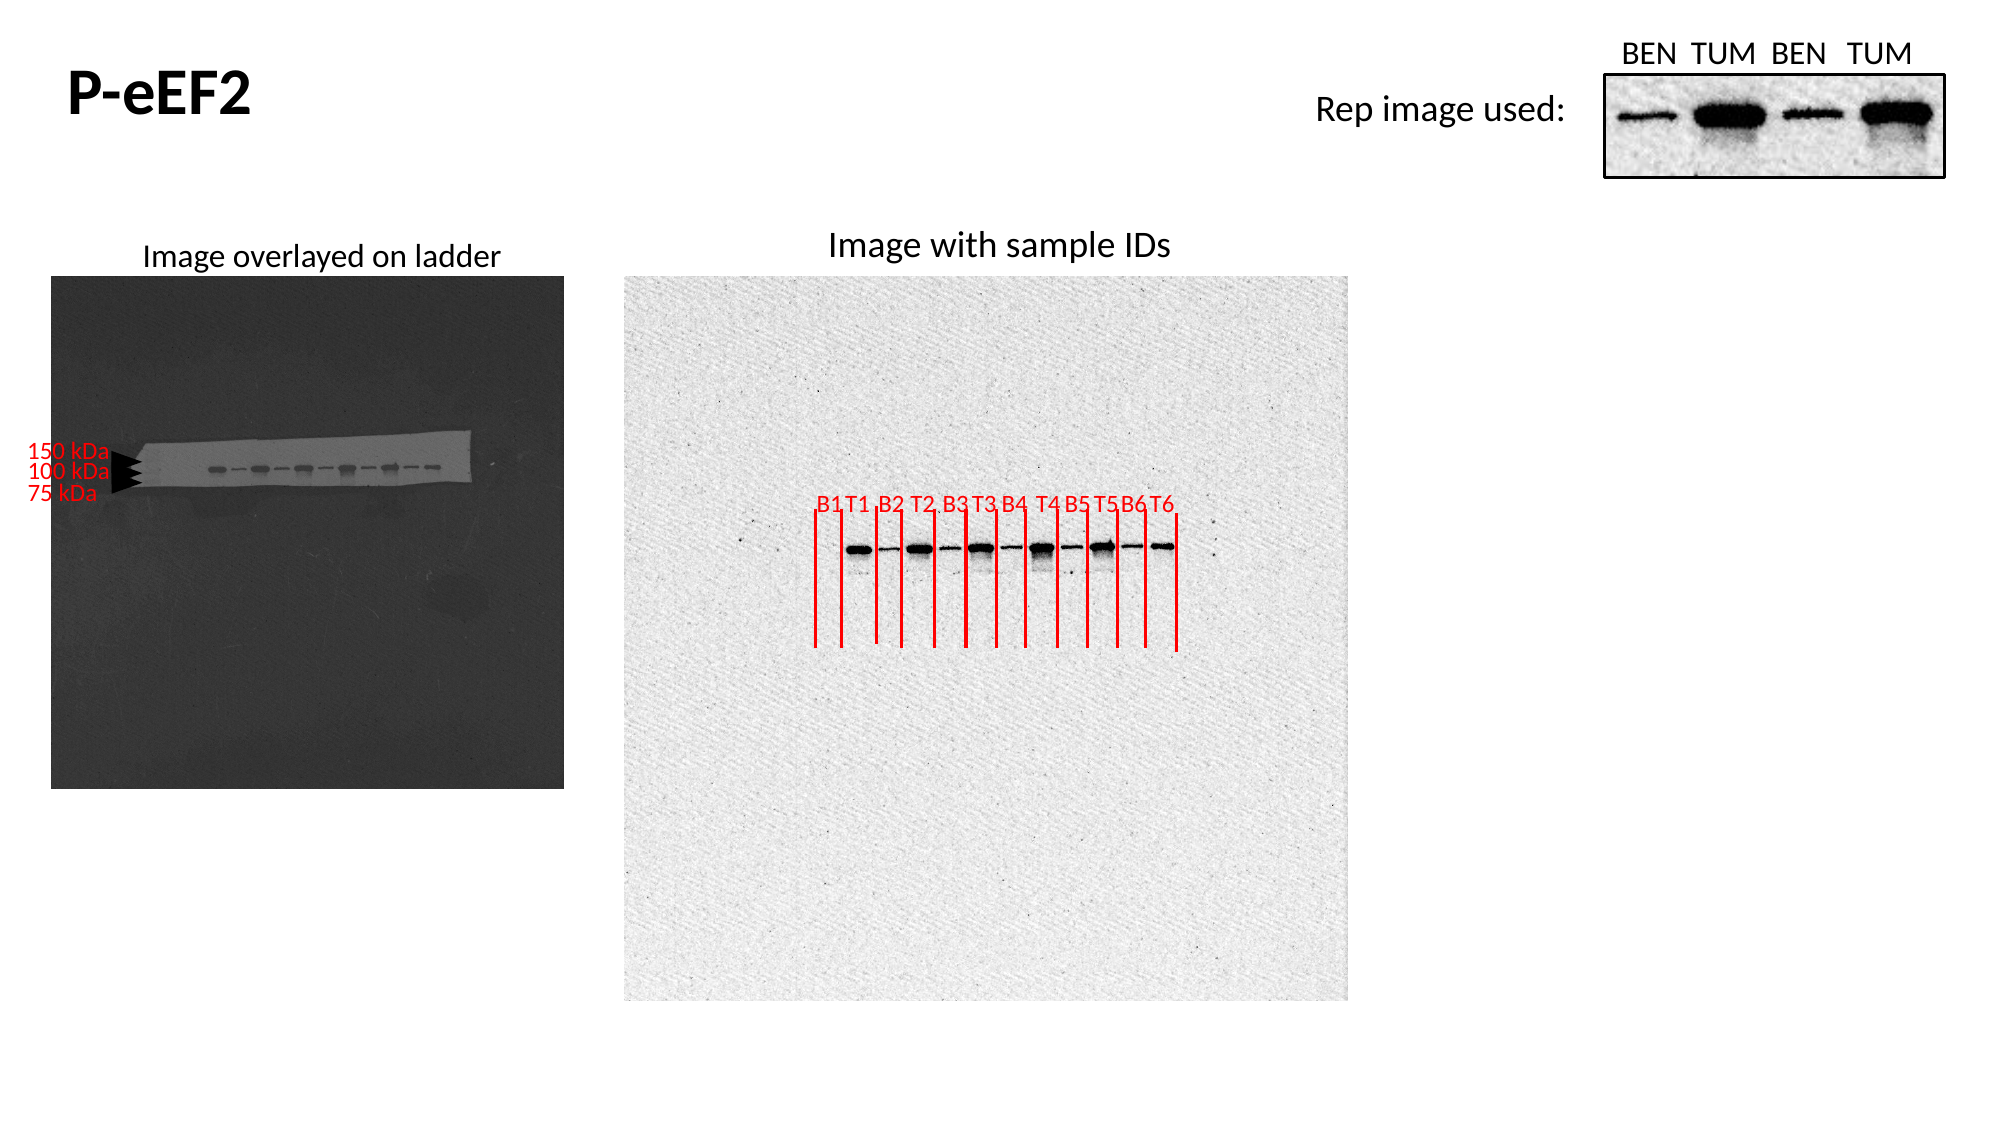

BEN
TUM
BEN
TUM
P-eEF2
Rep image used:
Image with sample IDs
Image overlayed on ladder
150 kDa
100 kDa
75 kDa
B1
T1
B2
T2
B3
T3
B4
T4
B5
T5
B6
T6

# Supplementary material for: HER2-driven mammary tumorigenesis enhances bioenergetics despite reductions in mitochondrial content
**Source:** eLife. 2026 May 6;14:RP104079. doi: 10.7554/eLife.104079
**Supplement:** Figure 5—figure supplement 2—source data 1.

## Slide 1
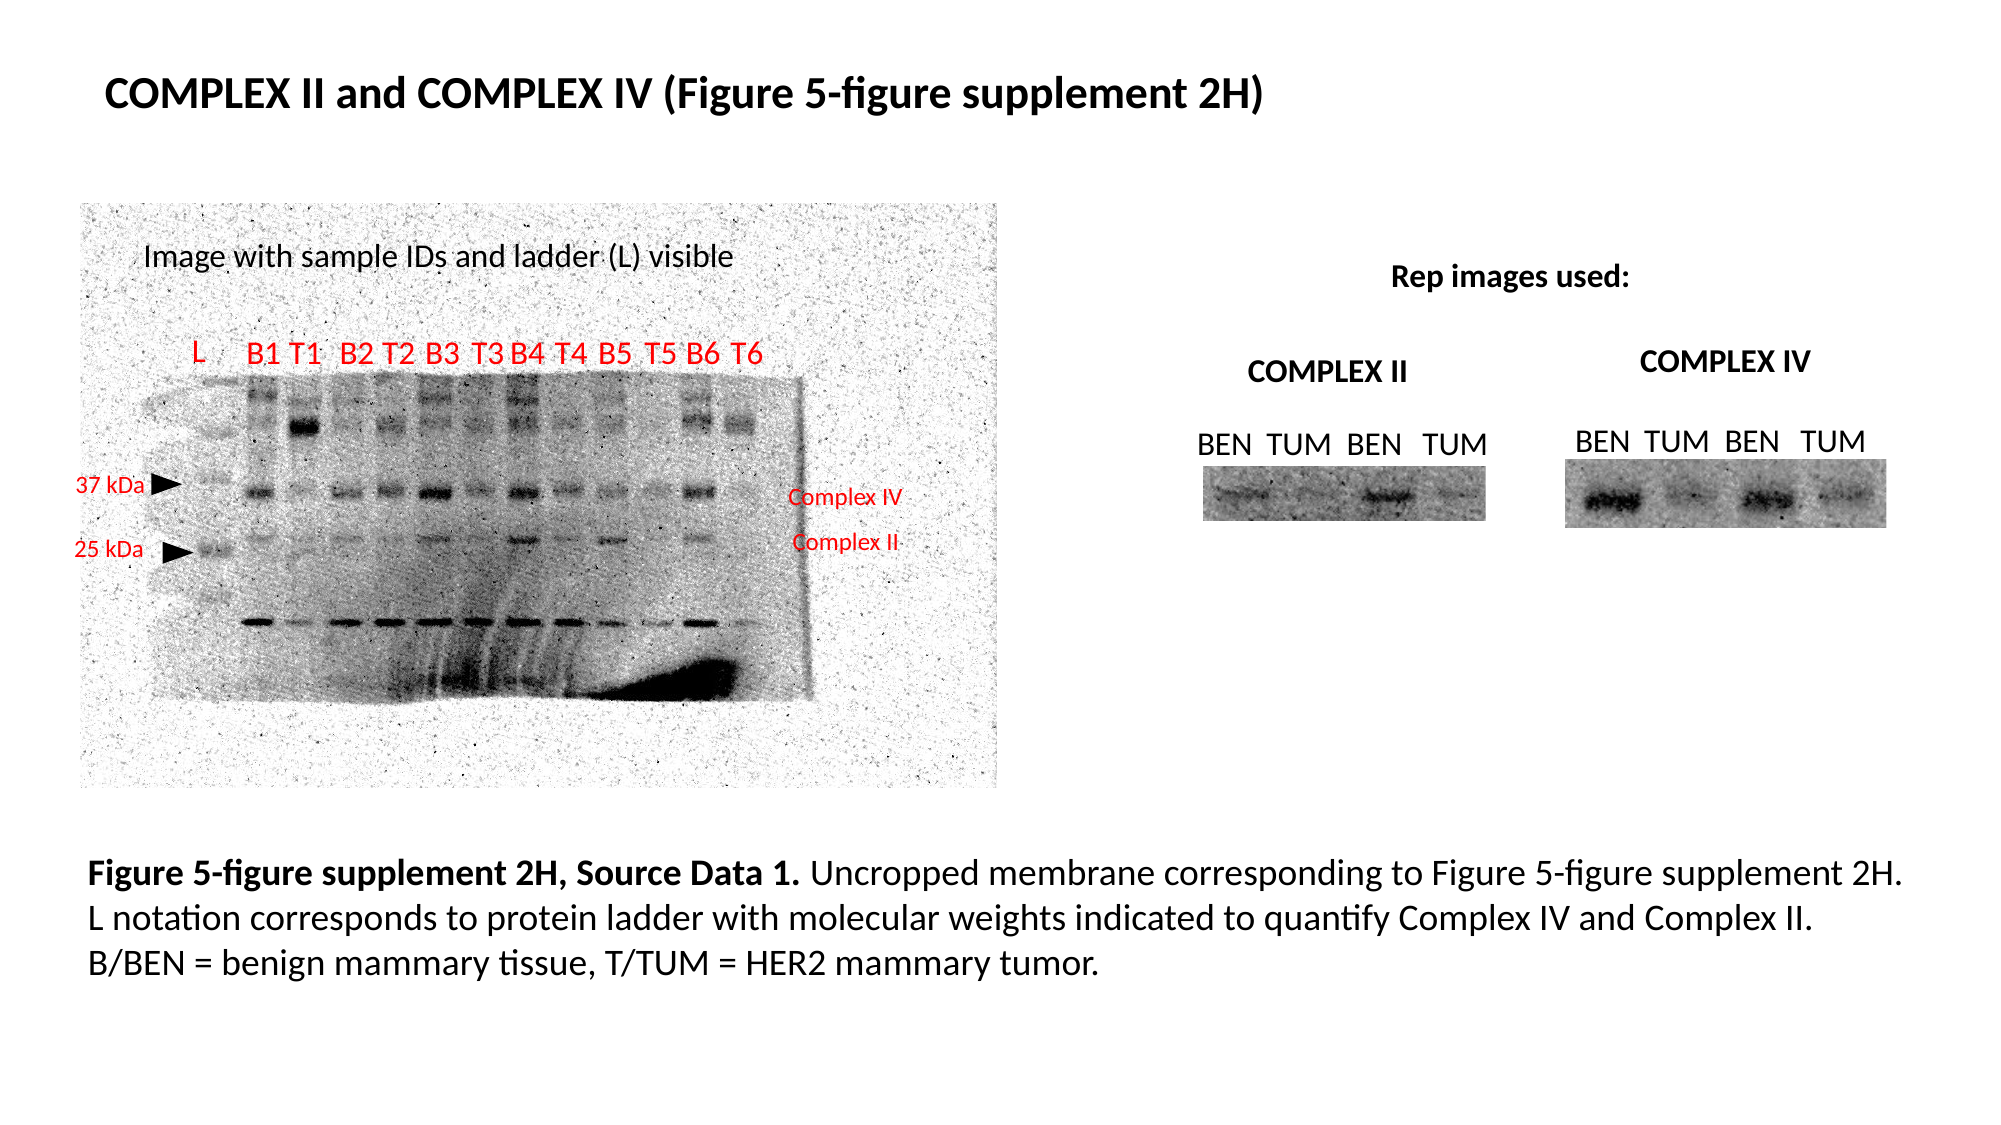

COMPLEX II and COMPLEX IV (Figure 5-figure supplement 2H)
Image with sample IDs and ladder (L) visible
Rep images used:
L
B1
T1
B2
T2
B3
T3
B4
T4
B5
T5
B6
T6
COMPLEX IV
COMPLEX II
BEN
TUM
BEN
TUM
BEN
TUM
BEN
TUM
37 kDa
Complex IV
Complex II
25 kDa
Figure 5-figure supplement 2H, Source Data 1. Uncropped membrane corresponding to Figure 5-figure supplement 2H. L notation corresponds to protein ladder with molecular weights indicated to quantify Complex IV and Complex II. B/BEN = benign mammary tissue, T/TUM = HER2 mammary tumor.

# Supplementary material for: HER2-driven mammary tumorigenesis enhances bioenergetics despite reductions in mitochondrial content
**Source:** eLife. 2026 May 6;14:RP104079. doi: 10.7554/eLife.104079
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | “Data Availability” following Methods section |  |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Methods for “Western Blotting” and “Immunofluorescence” |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. |  | N/A |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Methods for “Cell Culture” |  |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | N/A |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Methods for “Animals and Breeding” |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | **N/A** |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | N/A |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | Methods section for “Statistical Analysis” |  |
| Randomisation |  | N/A |
| Blinding |  | N/A |
| Inclusion/exclusion criteria | Methods for “Animals and Breeding” |  |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Methods for “Statistical Analysis” |  |
| Define whether data describe technical or biological replicates. | Methods on “Cell Culture”, and “Data Normalization”, “Immunofluorescence”. Figure Legends: Figure 1, Figure 2, Figure 5, Figure 7, Figure 9, Supplement 1, Supplement 3, Supplement 4, “Statistical Analysis” |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Methods on “Animals and Breeding” |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | N/A |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Methods section on “Statistical Analysis” and all Figure legends |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Methods section on “Data Availability” |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Methods section on “Data Availability” |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. |  | N/A |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | Methods section on “OXPHOS Index and OXPHOS Score Calculations” and “Data Availability” |  |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. | Methods for “Data Availability” |  |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | N/A |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | N/A |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

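RNA was measured in 6 mammary tumors and 6 benign mammary tissue samples of female MMTV/neu ndl-YD5 mice. The tumors and the benign samples came from different mice. The labels number the samples of each group from 1 to 6, and every sample was grouped by its label as tumor or benign.

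The authors enriched poly A RNA, quantified transcripts with Salmon, and deposited estimated counts per gene as whole numbers. The deposited counts are not scaled for library size. The paper's text does not name the genome build, the annotation or the version of Salmon. The table lists 16411 genes, each with a sum of at least 5 counts, and no column was left without a sample (0 columns). Mitochondrially encoded transcripts were not analysed here.

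Total counts per sample ranged from 5240853 to 8588567. At the mean library size, 3 counts, the floor used for lower bounds, correspond to 0.400 CPM. Replicates were compared before they were averaged, and every pair differed by more than sampling noise, with a smallest chi-square per degree of freedom of 13.1 in benign tissue and 17.0 in tumors.

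From the deposited counts, genes were filtered with edgeR's filterByExpr by group (minimum count 10, minimum total count 15), scaled by TMM, and compared with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment over the 13191 genes tested. The threshold was an adjusted p-value of 0.1, after the paper. Values per sample are CPM, and log2 CPM used 2 added counts. Gene lists were tested with camera of limma 3.58.1 (preset correlation 0.01), with fry and with camera at an estimated correlation beside it, adjusted over 36 lists and read at 0.05. Under the alternatives and with samples left out, they were adjusted over a smaller set of these lists. For Complex IV in the main fit by camera, that set gave 0.047 and the 36 lists gave 0.044. List scores are the mean over a list's genes of z-scores of log2 CPM. Single genes and scores were also compared by exact permutation over 924 regroupings. Principal components were computed on variance-stabilized counts from DESeq2 1.42.0. The paper ran DESeq2 on its counts, and DESeq2 was run here as an alternative.

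Gene lists were fixed before the data were examined. They are the lists the paper prints (HER2 signaling, Complexes I to V, TCA cycle, lipid oxidation, lipid metabolism, uptake, fusion, fission and mitophagy), families by symbol, the genes next to Erbb2, the genes of 9 proteins, and markers of tissues and cell types. The paper's pathway databases were not used here, so its enrichment terms were not recomputed. Genes named in the text are those the paper names, the markers and neighbours, and the 5 with the largest rise and the 5 with the largest fall among called genes whose groups do not overlap and whose mean is at least 10 CPM in the higher group. Members of the families and complexes named as the highest or lowest of their list were chosen after their values were seen. Some genes and 1 family of the lists are not reported here.

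The tests were tried on simulated counts with 236 changed genes among 13191. edgeR recovered 81.4% of them, and 11.1% of its calls were false. DESeq2 recovered 90.7%, and 26.5% of its calls were false. Without any change, edgeR made 0 calls. The counts were drawn once, with dispersions that edgeR had estimated, and far fewer genes were changed than the 8314 called in the data. The shares of false calls therefore do not carry over to the real comparison for either tool.

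The alternatives fixed before the data were examined were DESeq2, upper-quartile scaling, total counts, a filter of at least 1 count in total, a filter of at least 10 counts in every sample, a threshold of 0.05, the replicate number as a block, leaving out each sample and each pair of benign samples, other list tests, other inputs to the principal components, another ranking for the top 3000 genes, and Complex IV without tissue isoforms. Leaving out each set of 3 benign samples, and using a skeletal muscle score and Ucp1 as covariates, were added after seeing the data. Gene lengths and the order of genes around Erbb2 came from the GENCODE M21 annotation of GRCm38, which may differ from the annotation the authors used, so no coordinates are given.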

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

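The comparisons with single samples left out were planned, and no kind of test in this part was chosen after the result was seen. Some genes, among them Wap, were added to these comparisons only after their main results were known. Among 82 groups of 6 values examined for a sample far from the others, 4 stood out, where chance gives about 4.1, so a single one of them carries little weight.

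Benign sample 1 stood apart on the T cell score (a gap to the nearest sample of 0.807 of the group's range) and on the B cell score (0.791). Its mean expression of the T cell markers was 6.55 log2 CPM and of the B cell markers 6.14 log2 CPM. In the other benign samples Cd3e lay between 0.091 and 1.08 log2 CPM, against 6.79 in benign sample 1. Both lists were written before the data were examined, and both were high in the same sample. Benign sample 1 also had the lowest total count, 5240853. Without it, the median log2 fold change of OXPHOS subunits was -1.09, and 4188 genes were higher in tumors in place of 3720. No biological explanation was tested, since the labels give nothing that sets this sample apart.

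Tumor sample 5 stood apart from the other tumors on the skeletal muscle score (0.689). Its Acta1 was at 5.05 log2 CPM and muscle genes took 0.017% of its counts, against 0.00103% or less in the other tumors. This level is far below the 3.11% to 7.52% of benign samples 3, 4 and 6 and below the 0.041% of benign sample 5. It is above the 0.0035% and 0.0046% of benign samples 1 and 2. Tumor sample 2 stood apart on the B cell score (0.727), where the mean of the markers was -1.07 log2 CPM, near the floor, so a difference of few counts decides it. Without tumor sample 2 the median log2 fold change of OXPHOS subunits was -0.92.

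Milk protein genes, which the paper does not discuss, moved in opposite directions. Csn3 rose from 471 ± 177 CPM in benign tissue to 9314 ± 6134 CPM in tumors (log2 fold change 4.31, adjusted p = 6.4e-05 by edgeR, 6 of 6 tumors above every benign sample). Lalba rose from 12.6 ± 14.9 to 1028 ± 848 CPM (6.36, adjusted p = 3.3e-04, 5 of 6 tumors above). Csn2 (-6.80) and Csn1s1 (-6.38) fell, with all 6 tumors below the benign samples, and Wap was not different (0.25, adjusted p = 0.86, and -0.61 without tumor sample 3). Scaling changes all genes of a sample alike, and with total counts in place of TMM the log2 fold changes were 4.37 for Csn3 and 6.56 for Lalba. Leaving out single samples gave 4.16 to 4.60 for Csn3 and 5.95 to 7.09 for Lalba, with the highest without benign sample 4. It gave -8.15 (without tumor sample 2) to -6.03 (without benign sample 3) for Csn2 and -7.40 to -5.77 for Csn1s1, without the same samples. Tumor against benign tissue is the condition the design gives, and it stays open beside a difference in cell content or in the state of the glands, which was not tested for these genes.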

How the results depend on the processing

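The sets of 3 benign samples left out and the fit with a skeletal muscle score and Ucp1 as covariates were chosen after seeing the data. Erbb2 kept its direction and its call under every scaling, filter, tool, threshold and block and without each single sample, with log2 fold changes from 6.68 to 7.29 when single samples were left out. The OXPHOS subunits kept a negative median in every alternative that was run for them. Under the planned scalings, filters and tools it lay between -1.03 and -0.87, and camera kept its call under each of them.

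The alternatives fixed before the data were examined changed few of the main results. Mitophagy genes lower fell from 4 to 2 with DESeq2, with total counts, with at least 1 count, with at least 10 counts in every sample and at a threshold of 0.05. Lipid oxidation genes higher fell from 4 to 2 at a threshold of 0.05. Genes lower by more than 1 fell from 2765 to 1604 with at least 10 counts in every sample, a filter that removes genes that fell to low counts, and were 3953 with at least 1 count in total and 3617 with DESeq2. The median of Complex IV lost its call by camera with that filter (-0.95, adjusted p = 0.067) and without tissue isoforms (-1.01, adjusted p = 0.098), against 0.047 with the same set of lists and no change of setting. With the correlation estimated, the calls of Complex I (-1.13), Complex IV (-1.05) and all OXPHOS subunits (-1.03) were lost (adjusted p = 0.665 for each). With fry, Complex II (-1.37, adjusted p = 0.0087) and Complex III (-1.03, adjusted p = 0.022) passed. The first component held 80.8% of the variance with the 500 most variable genes and 72.9% on log2 CPM, against 68.4%, and the second held 14.3% and 8.12%, against 12.1%. Over all alternatives except left-out samples, the adjusted p-values ranged from 8.6e-04 to 0.859 for Complex I, from 0.0087 to 0.671 for Complex II, from 0.022 to 0.941 for Complex III, from 0.0064 to 0.665 for Complex IV, from 0.075 to 0.809 for Complex V and from 1.2e-04 to 0.941 for all subunits. Except where an alternative's own construction shows it, the cause was not tested.

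With the skeletal muscle score and Ucp1 as covariates, the falls became smaller. Subunits lower were 6 in Complex I, 1 in Complex II, 1 in Complex III, 4 in Complex IV and 0 in Complex V. Over all complexes 12 were lower. Of the 19 Complex V subunits 16 were not different, so the remaining ones were higher in this fit. The medians were -0.21 for Complex I, -0.34 for Complex IV and -0.16 for all OXPHOS subunits (adjusted p = 0.859, 0.591 and 0.941), and the median of Complex V was reversed to 0.089 (adjusted p = 0.37). TCA cycle genes lower were 7 and lipid oxidation genes lower were 16, and both lists lost their call by camera (medians -0.44 and -0.48, adjusted p = 0.357 for each). Both covariates differ between the groups, so this fit also removes part of the difference between tumor and benign tissue.

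Leaving out 1 sample gave 3539 (without benign sample 4) to 4188 (without benign sample 1) genes higher and 4208 (without tumor sample 4) to 4551 (without benign sample 5) lower. OXPHOS subunits lower ranged from 66 to 76, and their median from -1.15 without benign sample 5 to -0.74 without benign sample 4. The median of Complex IV ranged from -1.16 to -0.74 and lost its call in 6 of the 12 fits. HER2 signaling genes lower ranged from 3 (without tumor sample 2) to 6, lipid oxidation genes higher from 2 (without benign sample 3) to 5, and mitophagy genes lower from 2 to 4. With 2 benign samples left out, the median of the OXPHOS subunits ranged from -1.24 (without samples 1 and 5) to -0.44 (without samples 4 and 6), that of Complex II from -1.59 to -0.67, of Complex III from -1.29 to -0.41 and of Complex IV from -1.24 to -0.47. With 3 left out, the median of all OXPHOS subunits ranged from -1.45 (without samples 1, 2 and 5) to -0.29 (without samples 3, 4 and 6), of Complex I from -1.55 to -0.39, of Complex II from -1.82 to -0.54, of Complex III from -1.54 to -0.27, of Complex IV from -1.45 to -0.44 and of Complex V from -0.98 to -0.026. Over the same fits, subunits lower ranged from 38 to 81 in all, 20 to 36 in Complex I and 3 to 9 in Complex III. They ranged from 9 to 16 in Complex IV and from 2 to 16 in Complex V, where 2 to 15 were not different. Without samples 3, 4 and 6, 2 of the 19 Complex V subunits were lower and 15 not different, so the remaining ones were higher. TCA cycle genes lower ranged from 13 to 17 and their median was at most -0.56 (adjusted p at most 0.032), and lipid oxidation genes lower from 26 to 29 and their median was at most -0.60 (adjusted p at most 0.014), so neither list lost its call in these fits. Lipid oxidation genes higher ranged from 1 to 7. Fewer samples also lower the power of these fits.

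Single genes that changed sign passed the threshold in neither direction. With DESeq2, Fis1 was at 0.011. With total counts, Fis1 was at 0.076, Atp5g1 at 0.090, Pgam5 at 0.019, Vps13d at 0.036 and Psmd3 at 0.0039. With at least 1 count, Fis1 was at 0.061, Atp5g1 at 0.049, Pgam5 at 0.0027 and Vps13d at 0.013. With at least 10 counts in every sample, Fis1 was at 0.032 and Atp5g1 at 0.019. Leaving out single samples gave -0.077 to 0.098 for Fis1, -0.13 to 0.20 for Atp5g1, -0.16 to 0.043 for Pgam5, -0.18 to 0.091 for Vps13d, -0.071 to 0.11 for Mief1, -0.55 to 0.64 for Lmcd1, -0.0056 to 0.45 for Mtfr2, -0.18 to 0.0052 for Nras, -0.25 to 0.0021 for Mul1 and -0.61 to 0.57 for Wap. Besides these, results for single genes and lists changed their call under alternatives other than left-out samples in 60 cases to weaker and in 32 to stronger, 1 value without a test moved, and 1127 did not change.

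The tumors and benign samples carry the same replicate numbers but came from different mice. The correlation of the deviations of samples with the same number ranged from -0.12 to 0.10, above 0.1 in 1 of 6, so the numbers do not pair the samples. With the replicate block, the median of the OXPHOS subunits was -0.89 and the ratio of Erbb2 was 109, and none of the main results changed its call. Atp5g1 was at 0.10, Mief1 at -0.013, Lmcd1 at -0.080 and Wap at -0.30, each reversed and none past the threshold.

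Depth limits the genes with low counts. Ogdhl had 3 to 38 counts per sample and was removed by the main expression filter before the edgeR test. DESeq2 did not call it (log2 fold change 0.40, adjusted p = 0.61). The filter of at least 10 counts in every sample gives no value for genes such as Lalba.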

Differences from the paper's values

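No kind of test in this part was chosen after the result was seen. Some genes, among them Cox7b, were added to the alternatives only after their main results were known. The paper gives 3000 as the number of upregulated genes beyond a log2 fold change of 1 that entered its enrichment analysis, and 1463 genes were higher beyond that limit here. None of the alternatives set before the data were examined closed the gap. They gave 1206 genes with at least 10 counts in every sample, 1764 with DESeq2, the tool the paper used, and 1977 with at least 1 count in total, the highest. Without a limit on the log2 fold change, 3720 genes were higher here, so the gap rests on that limit.

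For single genes, the paper's figures mark some calls that differ from those here. The paper shows Armc10 as higher, and here it had an adjusted p of 0.106. It was called with DESeq2 (0.073), with at least 1 count in total (0.056), with at least 10 counts in every sample (0.077), with the replicate number as a block (0.093), and in 8 of the 12 fits that each left out 1 sample. It was not called with upper-quartile scaling (0.162) or total counts (0.128). The paper shows Mfn1 as higher and Mtor, Vps13d and Mul1 as lower. Here their adjusted p-values were 0.56, 0.31, 0.77 and 0.46, and no setting called them.

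Genes called here and not marked as different in the paper's figures were Pik3ca (lower, adjusted p = 0.055), Pik3cb (higher, 0.073), Pik3cd (lower, 0.0077), Eif4e (lower, 0.035), Rab24 (higher, 0.070), Parl (lower, 0.077), Park7 (lower, 0.096), Ndufc2 (lower, 0.089) and Cox7a2 (lower, 0.089). DESeq2 did not call Parl, Park7, Ndufc2 or Cox7a2 and gave no adjusted p-value for Pik3cd. Ndufc2 lost its call in 9 of the 12 fits that each left out 1 sample and Cox7a2 in 8, and both lost it with total counts, with either count filter and with the replicate block. In Fig. 5D of the paper Atp5c1 and Cox7b are marked as lower, and here their adjusted p-values were 0.131 and 0.108. Atp5c1 was called without benign sample 1 (0.090) or 5 (0.094). Cox7b was called without benign sample 1 (0.089), 2 (0.064) or 5 (0.073), and when adjusted over the Complex IV list alone. In Fig. 2A of the paper the benign samples lie close together and the tumors form separate clusters, while here the benign samples were spread along the second component (SD 42.6) and the tumors were not (SD 7.37).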

Other observations

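The tests of the share of random lists matched on length, of how far any neighbour of Erbb2 rises, and of other splits for all genes and for lipid oxidation were chosen only after the results were seen. The test of brown fat and muscle was set before, but how it was read was settled after all values had been seen.

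Other splits of the 12 samples into 6 against 6 did not call as many genes. The real split was placed among the 100 beforehand, so it always counts as 1 of them. Of 100 splits drawn from the 462 possible, 1 gave as many genes past the threshold, the real one, and the highest other split gave 3131 genes against 8314. For the OXPHOS subunits lower, again 1 of the 100 splits was as large, with 67 subunits in the highest other split against 74, and for the lipid oxidation genes 1 of 100, with 26 against 28.

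The lower OXPHOS subunit transcripts in tumors were set against several explanations. A few genes taking most of the counts would move the median to 0 under another scaling, and the highest median under upper-quartile scaling or total counts was -0.87. The 10 highest genes took a median of only 8.63% of the counts in benign tissue and 7.84% in tumors. Another scaling thus had little room to move the median, and that test carries little weight. The shares themselves argue against this explanation. A fall of short genes in tumors would give random lists of the same length and expression as low a median, and 0 of 10000 lists were as low as the OXPHOS subunits, 0% of them. The lowest random median was -0.55. These random lists argue against a fall of short genes as the explanation.

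Brown fat or muscle in some benign samples may account for part of the fall, and whether it accounts for all of it cannot be told apart. The level written beforehand was a median below 0 in every fit with 2 benign samples left out, and it was met, with -0.44 as the highest. Other values leave it less clear. With benign samples 3, 4 and 6 left out, the fit with 3 left out that came nearest to 0, the median was -0.29 (adjusted p = 0.089), yet 38 of the 84 subunits were still lower, 20 of them in Complex I, 4 in Complex II, 3 in Complex III, 9 in Complex IV and 2 in Complex V. With muscle and Ucp1 as covariates the median was -0.16 (adjusted p = 0.941) and 12 subunits were lower. Both settings were chosen after seeing the data, and the covariates themselves differ between the groups, which is what keeps the question open. Mean OXPHOS expression was 6.54, 6.47, 7.07, 8.02, 6.53 and 7.66 log2 CPM in benign samples 1 to 6 and at most 6.40 in the tumors. Every benign sample lay above every tumor on this measure. On the OXPHOS list score, 5 of 6 tumors lay below every benign sample (exact permutation test, p = 0.00433, n = 6 per group). Acta1 was at 3.30, 4.41, 13.6, 12.9, 6.85 and 14.2 log2 CPM in benign samples 1 to 6. Within benign tissue, the brown adipocyte score and the OXPHOS score rose together (Pearson's r = 0.90, exact permutation p = 0.0097, adjusted p = 0.068 over 7 relations; Spearman's rho = 0.94, exact permutation p = 0.017, n = 6). Without the 2 samples farthest from the median, samples 4 and 6, r was 0.28, so the relation rests on those samples. The relation is not specific to brown fat. The scores of white adipocytes (r = 0.84, exact permutation p = 0.053), fibroblasts (r = -0.84, exact permutation p = 0.044) and macrophages (r = -0.85, exact permutation p = 0.039) had relations of similar size to the OXPHOS score, each with an adjusted p of 0.092. The muscle score falls into separate clusters and its relation was not tested.

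Less adipose tissue in tumor samples is a further explanation that stays open. White adipocyte markers fell by a median log2 fold change of -8.22, with 10 of 10 lower and 9 of 10 among the 100 most lowered genes, while 0 of the 84 OXPHOS subunits were among those 100. Of the 10 markers, 2 (Adipoq and Fabp4) are genes the study picked from these samples. Within benign tissue the white adipocyte and OXPHOS scores gave r = 0.84 (exact permutation p = 0.053, adjusted p = 0.092; Spearman's rho = 0.49, exact permutation p = 0.356, n = 6), and r was -0.66 without samples 4 and 6, so this relation decides nothing. Tissue content and group are the same division of the samples here, so this does not show that adipose tissue is the cause, and the values are consistent with it.

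The same lists show how the tissues differed in other cell types. Of the markers tested, 6 of 6 skeletal muscle genes were lower in tumors (median -10.1), 4 of 7 brown adipocyte genes (-3.67), 6 of 6 basal epithelium genes (-4.07), 7 of 7 endothelium genes (-3.39), 7 of 7 fibroblast genes (-3.57) and 5 of 6 macrophage genes (-0.54). The fall of the muscle genes rests largely on benign samples 3, 4 and 6, and only 1 of the 6 genes separated the groups. Of 3 T cell genes 2 were lower (-3.98; 3 when adjusted over the list alone), but this rests largely on benign sample 1, whose T cell markers had a mean of 6.55 log2 CPM. The other benign samples lay between 0.0015 and 1.27 and the tumors between -1.33 and 1.28, and the T cell score did not separate the groups (exact permutation test, p = 0.160, n = 6 per group). Of 10 luminal epithelium markers, 7 were higher and 1 lower (1.19), and of 5 milk protein genes 2 were higher and 2 lower (0.25). No B cell marker passed the expression filter. From single-cell data and immunofluorescence the paper holds it likely that shifts in cell type cannot explain the lower OXPHOS transcripts, and those data were not analysed here.

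The rise of Erbb2 was set beside its neighbours on the chromosome. Grb7 (1.82), Pgap3 (1.28), Mien1 (1.09), Stard3 (0.49) and Ppp1r1b (1.94) rose and Psmd3 (-0.098) was not different, a median log2 fold change of 1.19. Of 12882 windows of 6 tested genes, 133 (1.03%) had a median as high. The level written beforehand, a median above 1, was met, so a rise of the region around Erbb2 as a whole is not excluded as part of the pattern. The mice carry a transgene for activated HER2, and its transcripts are not separated from those of the mouse gene here. The neighbours therefore cannot tell how much of the rise of Erbb2, if any, comes from the region. No neighbour rose as much as Erbb2 (7.03), the highest being 1.94, which argues against the region as the source of all of it. Ormdl3, among the 3 nearest tested genes on its side of Erbb2, fell by 1.80 on the log2 scale (adjusted p = 6.3e-05 by edgeR). With the 3 nearest tested genes on each side the median was also 1.19, but not every gene near Erbb2 rose. Among the 6 tumors, Erbb2 was not related to any of its 6 neighbours (adjusted p = 0.928 for each by exact permutation, over 6 relations). In camera the 6 genes passed narrowly (adjusted p = 0.044), and with the replicate block (0.038) and with fry they passed. They did not pass with an estimated correlation (0.23), DESeq2 (0.109), upper-quartile scaling (0.0504), total counts (0.0501), at least 1 count in total (0.066) or at least 10 counts in every sample (0.065). The call was also lost without benign sample 1 or 6 or tumor sample 4 or 5 (adjusted p from 0.051 to 0.069). Apart from the estimated correlation, these alternatives were adjusted over a smaller set of lists than the 0.044. Values near 0.05 are therefore not strictly comparable with it.

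Of the genes for 9 proteins that the paper lists as higher in tumors, 2 were higher as transcripts, Igf2r (1.80, adjusted p = 1.6e-07) and Cdh1 (1.24, adjusted p = 0.0066), and none was lower (0 at an unadjusted p under 0.05). The count was 2 when adjusted over the list alone. All 9 genes had a positive log2 fold change in the main fit, the lowest 0.053. All 6 tumors lay above all 6 benign samples on the list score (exact permutation test, p = 0.00216). The list passed under fry (adjusted p = 2.8e-05) and did not pass in camera (0.113). Pkm was also called with DESeq2 (adjusted p = 0.089) and with total counts (0.045).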
